# Intraperitoneal microbial contamination drives post-surgical peritoneal adhesions by mesothelial EGFR-signaling

**DOI:** 10.1038/s41467-021-27612-x

**Published:** 2021-12-16

**Authors:** Joel Zindel, Jonas Mittner, Julia Bayer, Simon L. April-Monn, Andreas Kohler, Ysbrand Nusse, Michel Dosch, Isabel Büchi, Daniel Sanchez-Taltavull, Heather Dawson, Mercedes Gomez de Agüero, Kinji Asahina, Paul Kubes, Andrew J. Macpherson, Deborah Stroka, Daniel Candinas

**Keywords:** Gastrointestinal diseases, Translational research, Signal transduction

## Abstract

Abdominal surgeries are lifesaving procedures but can be complicated by the formation of peritoneal adhesions, intra-abdominal scars that cause intestinal obstruction, pain, infertility, and significant health costs. Despite this burden, the mechanisms underlying adhesion formation remain unclear and no cure exists. Here, we show that contamination of gut microbes increases post-surgical adhesion formation. Using genetic lineage tracing we show that adhesion myofibroblasts arise from the mesothelium. This transformation is driven by epidermal growth factor receptor (EGFR) signaling. The EGFR ligands amphiregulin and heparin-binding epidermal growth factor, are sufficient to induce these changes. Correspondingly, EGFR inhibition leads to a significant reduction of adhesion formation in mice. Adhesions isolated from human patients are enriched in EGFR positive cells of mesothelial origin and human mesothelium shows an increase of mesothelial EGFR expression during bacterial peritonitis. In conclusion, bacterial contamination drives adhesion formation through mesothelial EGFR signaling. This mechanism may represent a therapeutic target for the prevention of adhesions after intra-abdominal surgery.

## Abstract (web summary)

Abdominal surgery can often lead to complications including the formation of peritoneal adhesions and the molecular mechanisms underlying this process are still unknown. Here, the authors suggest that bacterial contamination drives adhesion formation through mesothelial EGFR signalling.

## Introduction

The peritoneal body cavity is lined by the peritoneum—a monolayer of mesothelial cells and a sub-mesothelial layer of connective tissue—that allows free movement of intra-abdominal organs. Post-surgical adhesions form when two mesothelial surfaces are attached to each other by connective tissue by a fibrotic reaction, a process that can be initiated by coagulation, aggregation of macrophages, and intercellular adhesions between mesothelial cells^1–3^. The resulting adhesions are defined as irreversible, vascularized fibrotic scars connecting abdominal organs and the abdominal wall at non-anatomic locations, restricting organ movement^4,5^. Post-surgical peritoneal adhesions are a major health burden for patients and health care providers^6^. They are the leading cause of life-threatening intestinal occlusions^7–9^ and in the United States alone they are responsible for over 300,000 additional abdominal operations per year with annual costs of several billion dollars^6^. In addition, adhesions frequently lead to chronic post-operative abdominal pain. Currently, the only approved therapies for adhesions are barriers, such as implanted hydrogels, that physically separate internal tissues following surgery. However, the clinical use of hydrogels has not significantly reduced the incidence of adhesion-related disease, and scientific evidence does not support their routine use^10^. Therefore, adhesions are an unresolved clinical challenge which to date lack effective treatment.

A proposed driver of fibrotic conversion is the migration and proliferation of surface mesothelium^11^ followed by a mesothelial-to-mesenchymal (MMT) transition^12^. Targeting mesothelial cells reduced adhesion formation in vitro^3^ as wells as in vivo in a sterile injury model^11^. However, surgical procedures in the abdominal cavity often require extensive manipulation of the microbe-rich intestines. Therefore, these procedures are not 100% sterile but are often complicated by the contamination of the abdominal cavity with gut microbes. Indeed, some studies link microbial contamination and adhesion formation in humans and rodents^8,13,14^. However, the mechanism how contaminating gut microbes drive adhesion formation remains to be uncovered.

In this work, we ask how microbe-induced inflammation in the peritoneal cavity contributes to adhesion formation. We demonstrate that mesothelial cells are the main source of fibroblast-like cells within adhesions by genetic inducible fate mapping. Using RNA-Sequencing, we show that the activation and trans-differentiation of the mesothelial cell niche are driven by EGFR-signaling, which is significantly upregulated in the presence of gut microbes. These findings are recapitulated in biopsies from human patients. Furthermore, peritoneal adhesions are reduced in a mouse model by targeting EGFR-signaling with the FDA-approved small molecule inhibitor Gefitinib^15^.

## Results

### Surgical injury and microbe contamination augment post-surgical peritoneal adhesions

To investigate the respective effects of sterile injury and microbe contamination on post-surgical adhesion formation, we developed a suitable animal model. First, a standardized surgical injury of the peritoneum was induced by creating a peritoneal button (PB) as previously described^11^. Next, we used a limited cecal ligation and puncture (CLP) to release luminal contents, including microbes into the peritoneal cavity. Together, the PB and CLP components comprise a modular model system with a defined and localized sterile injury due to the PB (Fig. 1a, left panel) and a limited septic insult from the CLP (Fig. 1a, right panel). Both models could be applied individually or in combination (PB + CLP), allowing us to separate the effect of surgical trauma from the effect due to bacterial contamination. The PB + CLP model showed highly reproducible adhesion formation with zero mortality. Adhesions were evaluated 7 days after surgery using a standardized indexing system (Fig. 1b, c and Table 1). This adhesion index is based on and correlates well with (Fig. S1a) previously published adhesion scores^16–18^. In addition to published scores, that score adhesions for their overall tenacity and vascularization (Table 1), the adhesion index sums up this score from 6 distinct anatomic locations in the mouse peritoneal cavity (Fig. 1b) and therefore reflects the adhesion quantification used in human studies^19^.

**Fig. 1:**
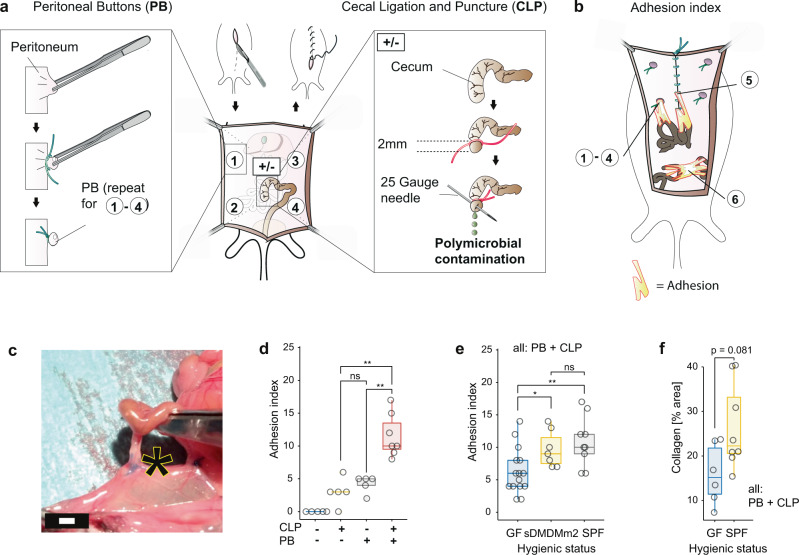
Surgical injury and microbe contamination augment post-surgical peritoneal adhesions. **a** C57BL/6(J) mice were surgically injured by applying two peritoneal buttons (PB) per side (left panel) in combination with or without microbial contamination through cecal ligation and puncture (CLP) (right panel). **b** Surgical model resulted in the formation of peritoneal adhesions within 7 days post-surgery. Adhesions were scored for tenacity and vascularization at six locations and the sum of these scores is the adhesion index. **c** Representative macroscopic image of an adhesion (asterisk) between small intestine and PB. Scale bar: 1 mm. **d** Adhesion index 7 days post-surgery after CLP, PB, and PB + CLP in SPF mice. Data representative of *n* = 5 for Ctrl, 5 for CLP, 5 for PB and 7 for CLP + CLP independent animals, representing 2 independent experiments. Data are presented as individual values and boxplots (median, first and third quartile). CLP vs PB: *p* = 0.39, CLP vs. CLP + PB: *p* = 0.0053, PB vs CLP + PB: *p* = 0.0053 **e** Adhesion index resulting 7 days post-surgery in germ-free (GF), gnotobiotic (stable defined moderately diverse mouse microbiota, sDMDMm2) and specific-pathogen-free (SPF) mice. All mice underwent PB + CLP surgery. Data pooled from 2 independent experiments representative of *n* = 15 for GF, 7 for sDMDMm2, and 9 for SPF independent animals. Data are presented as individual values and boxplots (median, first and third quartile). GF vs. sDMDMm2: *p* = 0.028, GF vs. SPF: *p* = 0.0097, sDMDMm2 vs. SPF: *p* = 0.63. **f** Collagen quantification (% adhesion area) in GF and SPF mice 7 days after surgery (PB + CLP). Data representative of 6 for GF and 8 for SPF independent animals. Data are presented as individual values and boxplots (median, 25th, and 75th percentile). Wilcoxon test (two-sided) with Holm-Bonferroni correction for multiple testing. *P < 0.05, **P < 0.01. Source data are provided as a Source Data file.

**Table 1:** Peritoneal adhesion index.

Grade	Description	Explanation
0	None	PB is free and covered with mesothelium
1	Flimsy	Separates spontaneously when opening the peritoneal cavity
2	Dense	Separates bluntly, without bleeding
3	Fibrotic/Vascularized	Needs sharp dissection, visible vascularization, bleeding occurs upon dissection
4	Complete	PB is completely covered by adhesion, dissection results in organ damage

*PB* peritoneal button.

Taking advantage of our modular adhesion model, we investigated the respective and combined effects of sterile injury and microbial contamination on adhesion formation. Mice underwent either sterile injury alone (PB), microbial contamination alone (CLP), or the combination of sterile injury and microbial contamination (PB + CLP). The combination of microbial contamination and sterile injury led to a significantly higher adhesion index (Fig. 1d) when compared with each insult alone. Next, to distinguish the effect of microbes vs fecal content in adhesion formation, we performed the PB + CLP model in germ-free (GF) mice and in gnotobiotic mice colonized with the stably defined moderately diverse mouse microbiota (sDMDMm2^20^). Both were compared with specific-pathogen-free (SPF) microbiota. Mice were subjected to the PB + CLP model and kept under sterile conditions for one week. We confirmed the hygienic status of the experimental GF and gnotobiotic mice using culture-dependent (aerobic and anaerobic expansion cultures) and culture-independent (Sytox stain) analysis of fecal samples at the end of the experiment (Fig. S1b). GF animals had a significantly reduced adhesion index compared to colonized mice which were like colonized mice receiving injury (PB) only (Fig. 1e). There was no significant difference between the two colonized groups, sDMDMm2 and SPF (Fig. 1e). In addition, adhesions sampled from GF animals showed a decreased collagen content when compared with adhesions sampled from colonized mice (Fig. 1f). Corresponding to a decrease in adhesion formation, GF animals showed a significantly less pronounced increase of pro-inflammatory cytokines after surgery when compared with sDMDMm2 mice (Fig. S1c). Nonetheless, GF animals were able to mount an inflammatory response post-surgery, indicated by a profound influx of inflammatory leukocytes (neutrophils and monocytes) into the peritoneal cavity (Fig. S1d). However, when compared with colonized animals, the infiltration of leukocytes in GF animals consisted of more monocytes and less neutrophils (Fig. S1d). Next, we replaced the CLP with cecal slurry (CS) that was generated from feces of SPF mice. The effect of both, native and heat-inactivated CS on adhesion formation was comparable to CLP (Fig. S1e). Correspondingly, when mice were treated with broad-spectrum antibiotics prior to surgery, no reduction of the adhesion index was observed (Fig. S1f). This does not contradict the GF data where mice had no bacteria prior to surgery. Moreover, none of these regimens completely eradicate bacteria. Interestingly, the microbial contamination (CLP, CS) takes place throughout the entire peritoneum, yet adhesions only occurred locally at the site of injury. The administration of lipopolysaccharide (LPS) also resulted in an increase of adhesions over injury only, but the effect was smaller than that of CLP or CS (Fig. S1e). Taken together, these data suggest that contamination with gut microbes rather than intestinal content, drives the formation of post-surgical adhesions.

### Increase in post-surgical collagen deposition correlates with the activation and proliferative expansion of mesothelial cells

We next explored what drove collagen deposition after exposure to live gut microbiota. Masson’s trichrome stained tissue sections showed consistent collagen deposition in adhesions within 7 days post-surgery (Fig. 2a). Interestingly, the areas in proximity (within 1 mm) of surgical injury/adhesions showed an increased thickness of the sub-mesothelial collagen layer (Fig. 2c, d) when compared with distant (>1 mm) regions (Fig. 2b). The persistence of collagen secreting alpha smooth muscle actin (α-SMA) positive myofibroblasts has been considered a hallmark of fibrotic changes in wound healing as well as in many fibrotic diseases^21–23^. Therefore, we next probed the question of the origin of α-SMA positive myofibroblasts in adhesions in our model system. We hypothesized that myofibroblasts were either derived from the mesothelium or alternatively derived from sub-mesothelial fibroblasts^24^. To discern these two possibilities, we used conditional cell lineage tracing. Administration of Tamoxifen to *Wt1*^*CreERT2*^ *Rosa26*^*tdTomato*^ reporter mice permanently labeled mesothelial cells and their daughter cells with tdTomato (Fig. 2e, f)^25^. In this system, cells derived from sub-mesothelial fibroblasts remain tdTomato negative (Fig. 2f). To appreciate the localization of these cells, we used whole mount microscopy on resected adhesions as previously described^26^. This allowed optical sectioning of adhesions under a confocal microscope with subsequent three-dimensional reconstruction (Fig. S2a). In addition, we used multiphoton excitation to image collagen based on its second harmonic generation (SHG). Under homeostatic conditions, tdTomato positive mesothelial cells did not express α-SMA (Fig. 2f) and were clearly distinct from tdTomato negative, α-SMA positive, sub-mesothelial fibroblasts (Fig. 2f). However, 7 days after PB + CLP, tdTomato positive mesothelial cells gave rise to α-SMA positive cells (Fig. 2g and Fig. S2b). These tdTomato/α-SMA double-positive cells were rounder when compared with homeostatic mesothelial cells and showed a multi-layered cell growth, compared to baseline mesothelium’s monolayer growth (Fig. 2g). Interestingly, mesothelial cells also become α-SMA positive when cultured in vitro (Fig. S2c) and α-SMA positive cells derived from mesothelial cells secreted collagen in vitro (Fig. S2d). In vivo, this phenotypic switch of mesothelial cells was concentrated at the sites of surgical injury (PB) and was associated with an increased thickness of the sub-mesothelial collagen layer, suggesting an increase in collagen production (Fig. 2d). Importantly, when examining α-SMA positive cells within adhesions, we found that many were tdTomato positive, demonstrating that they were derived from mesothelial cells (Fig. 2h, j). Automated image analysis showed that about 90% of α-SMA positive cells were derived from the mesothelium (Fig. 2i). The capacity of mesothelial cells for mesenchymal transition has been described before and referred to as MMT^12,25,27,28^.

**Fig. 2:**
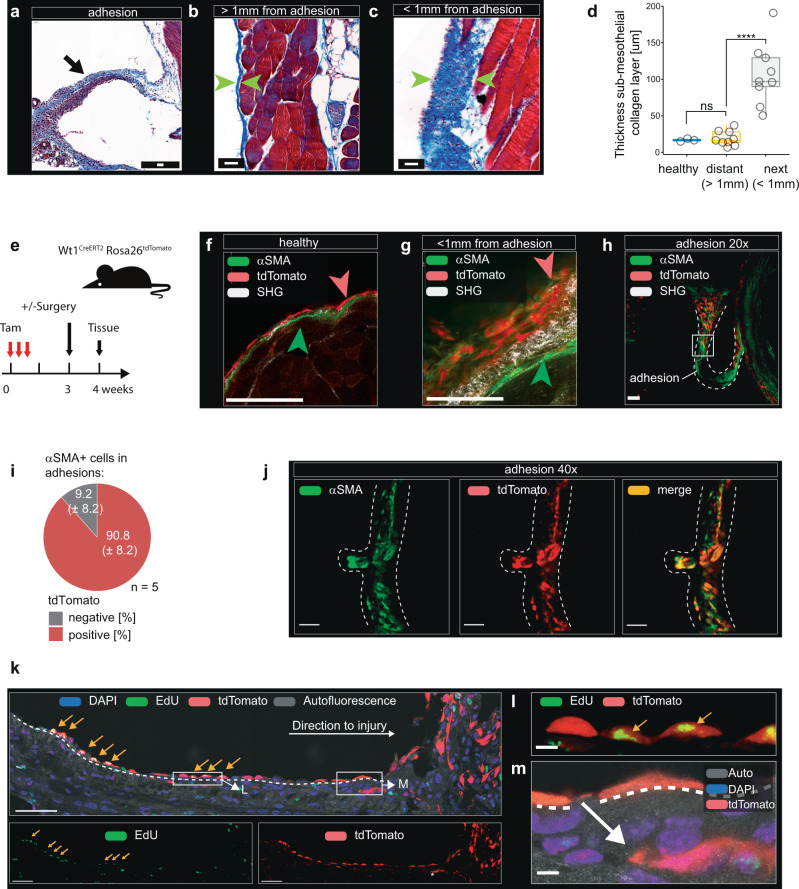
Increase in post-surgical collagen deposition is correlated with activation and proliferative expansion of mesothelial cells. **a**–**c** Biopsies 7 days after surgery (PB + CLP) stained with Masson’s trichrome staining. Biopsies were obtained from adhesions (**a**, arrow), distant regions (**b**) and regions within 1 mm of adhesions in animals that underwent surgery (**c**). Scale bar (**a**–**c**): 50 µm. Images (**a**–**c**) are representative of *n* = 9 animals examined over 3 independent experiments. **d** Sub-mesothelial collagen layer thickness was quantified in biopsies from distant regions and regions within 1 mm of adhesion. Data represent *n* = 3 for healthy, 9 for distant and next independent animals examined over one independent experiment. Data are presented as individual values and boxplots (median, first and third quartile). Healthy vs. distant: *p* = 0.86, distant vs. next: *p* = 0.0000041. **e** Administration of Tamoxifen (Tam) to *Wt1*^*CreERT2*^ *Rosa26*^*tdTomato*^ reporter mice permanently labeled mesothelial cells and their daughter cells with tdTomato. **f**–**h** Whole mount immunohistochemistry of biopsies obtained 7 days after surgery (PB + CLP). Green arrows indicate sub-mesothelial fibroblasts, red arrows indicate mesothelial cells. Collagen is visualized by its second harmonic generation (SHG). Scale bar: 50 µm. **i** Quantification of *Wt1*^*CreERT2*^ *Rosa26*^*tdTomato*^ positive and negative fraction in alpha smooth muscle actin (α-SMA) positive cells within adhesions. **j** Magnification of adhesion shown in (**h**). Scale bar: 50 µm. **k** 5-ethynyl-2’-deoxyuridine (EdU) was administered twice in the combined injury + CLP model as well as in unoperated control animals during the first twenty-four hours post-surgery. Frozen section immunohistochemistry of biopsies obtained 7 days after surgery (PB + CLP). Yellow arrows indicate proliferating mesothelial cells. Dashed white line indicates basement membrane. Arrow indicates a mesothelial cell crossing the basement membrane. Scale bar: 50um. **l**, **m** magnification (×60) of areas indicated in (**k**). Wilcoxon test (two-sided) with Holm-Bonferroni correction for multiple-testing. ****P < 0.0001, n.s. *P* ≥ 0.05 *n* = 5 (**f**–**j**) and *n* = 3 (**k**), representative of two independent experiments. Source data are provided as a Source Data file.

In addition to a phenotypic change, the mesothelial cell niche showed a significant proliferative expansion. To show proliferation 5-ethynyl-2-deoxyuridin (EdU) was administered during the first 24 h post-surgery (PB + CLP model) (Fig. 2k and Fig. S2e). Under baseline conditions, very few podoplanin positive mesothelial cells were EdU positive (Fig. S2f). However, post-surgery, the proportion of EdU positive nuclei increased within the mesothelium (Fig. 2k and Fig. S2g). EdU positive cells were often grouped together, distinguishing them as proliferative islands (Fig. 2l and Fig. S2g). These proliferative islands became larger and more confluent near the site of surgical injury (PB), which is also where adhesion formation occurred most frequently (Fig. S2h). At sites of injury, tdTomato positive cells also appeared to lose contact with the basement membrane (Fig. 2k) and to infiltrate the connective tissue (Fig. 2k, m). In summary, our data indicate that α-SMA positive myofibroblasts within adhesions arise from the mesothelial niche which undergoes a proliferative expansion and mesenchymal transition.

### Mesothelial cells undergo a profound transcriptional change post-surgery

Next, we asked what cell signaling pathways were significantly altered in mesothelial cells after challenging the peritoneal compartment with sterile injury and microbial contamination. 

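RNA of immunopurified peritoneal mesothelium from 30 C57BL/6 mice was sequenced, with 3 mice in each of 10 groups. SPF mice were sampled without surgery (0 h) and at 3, 8, 24, 72 and 168 h after PB + CLP, and germ-free (GF) mice at 0, 3, 24 and 72 h. The sample labels give a ligation of 2 mm and a 25 gauge needle, whereas the methods of the paper list several ligation lengths and needle sizes, and the age range in the labels is narrower than that in the methods. According to the methods, SPF mice were purchased and GF mice came from isolators of another facility, so source and housing differ together with germ-free status. The authors trimmed the reads, aligned them to mm10 with HISAT2, counted them on genes with featureCounts and deposited the counts without normalization for 46078 genes. Between 20253970 and 39888082 reads per mouse were counted on genes, with a median of 29518102. The median was 30594449 reads for SPF mice at 0 h, 22384518 at 3 h, 30165407 at 8 h, 27627531 at 24 h, 31716188 at 72 h and 29965953 at 168 h. For GF mice it was 24002330 at 0 h, 21745449 at 3 h, 39506052 at 24 h and 30045382 at 72 h. The 15573 genes with at least 1 CPM in at least 3 mice, the threshold in the methods of the paper, were tested. They held 99.8% to 99.9% of the counts of each mouse. For this filter CPM was taken relative to the total of the library, whereas the methods place normalization factors before the CPM step. Counts were scaled by edgeR's TMM method, and levels are given as mean CPM ± SD. All 10 groups were fitted together with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment over the genes tested. The standard error of a log2 fold change was derived from this test, as the size of the change divided by the square root of the F statistic. A gene was called differentially expressed at an adjusted p below 0.01 with a log2 fold change above 1 in size, and a single gene named by the paper was read at an adjusted p below 0.05. TMM factors ranged from 0.753 to 0.900 at 3 h and 8 h and from 1.01 to 1.17 at the other time points. With library size as the only scaling, the median log2 fold change of all genes tested shifted by -0.50 for SPF mice at 3 h, by -0.42 at 8 h and by -0.50 for GF mice at 3 h, and all changes are given relative to the TMM scale. Pearson's r between replicates, across genes, ranged from 0.961 to 0.992 over 30 pairs of mice. With 3 mice against 3, a two-sided exact permutation test cannot give a p below 0.1. Gene lists, comparisons, thresholds and alternative settings were chosen before the data were examined, except where a later choice is stated. Coordinates are those of GENCODE release M21 on mm10.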

We performed RNA-sequencing analysis of mesothelial cells isolated at different time points post-surgery in the combined PB + CLP model. Mesothelial cells were immunopurified using an anti-glycoprotein M6A (GPM6A) antibody and magnetic beads (Fig. 3a). This isolation process resulted in 98% purity when validated by flow cytometry (Fig. 3b and Fig. S3a) and cytospin (Fig. S3b). The RNA from isolated mesothelial cells was processed for next-generation RNA-sequencing. 

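Over the 18 SPF samples, the first principal component of the log2 CPM of all genes tested held 51.2% of the variance, the second 20.8% and the third 9.47%. The nearest other sample by Euclidean distance was a mouse of the same time point for 18 of 18 samples. The mean distance between mice of one time point ranged from 51.8 at 72 h to 88.3 at 8 h. The mean distance to the unoperated mice was 212 at 3 h, 232 at 8 h, 186 at 24 h, 145 at 72 h and 141 at 168 h, each larger than the distances between replicates. Among the alternatives, leaving out the 8 h samples moved the share of the first component most, to 44.3%, and each of the 15 remaining samples again lay nearest to a mouse of its own time point.

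**Figure D1:**
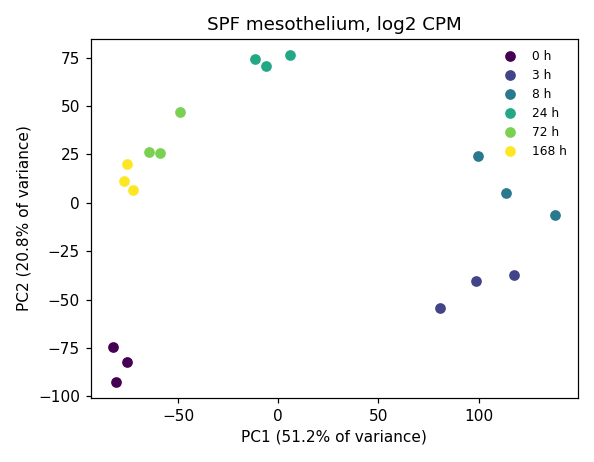
First and second principal component of log2 CPM for the 18 SPF samples, colored by hours after PB + CLP, with 1 point per mouse. The 3 h and 8 h samples lie at the highest values of the first component (51.2% of the variance) and the 0 h samples at the lowest values of the second (20.8%).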

A multi-dimensional scaling plot of all genes and all samples displayed a clear separation of timepoints (Fig. 3c). We identified a total of 9007 differentially expressed genes (DEG) throughout the time course (Fig. S3c). 

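Compared with unoperated SPF mice, 6483 of the 15573 genes tested were called at 3 h, 7342 at 8 h, 5090 at 24 h, 2612 at 72 h and 2043 at 168 h. Of the 6483 genes at 3 h, 2976 were higher and 3507 lower than at 0 h. At 168 h, 1299 of the 2043 genes were higher. In total, 10312 genes were called at 1 or more time points, 727 at all 5, and 5261 at none. Of the 10312 genes, 4548 were called only at 3 h or 8 h. Both early time points shared 5029 called genes, and 5020 of these changed in the same direction. All 5 comparisons use the same unoperated mice, which alone makes their fold changes resemble each other. In 20 simulations with such a shared baseline and no true change, no gene was called at both 3 h and 8 h, and at most 1 gene was called at any time point. The simulated 3 h and 8 h changes still had a median Pearson's r of 0.492 across genes (0.870 observed). A median of 66.7% of genes shared the sign (84.6% observed). Without true changes, the simulations cannot show how far the shared baseline raised the agreement among called genes. The 3 mice of each time point and the 3 unoperated mice did not overlap for 61.9% of the genes tested at 3 h and 42.2% at 168 h, whereas chance gives 10% for 3 against 3. Requiring a log2 fold change above 2 at an adjusted p below 0.05 moved the total most among the alternatives, to 5066 genes. Without SPF 0 h replicate 13 the total was 9827, the lowest value with 1 mouse left out.

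**Figure D2:**
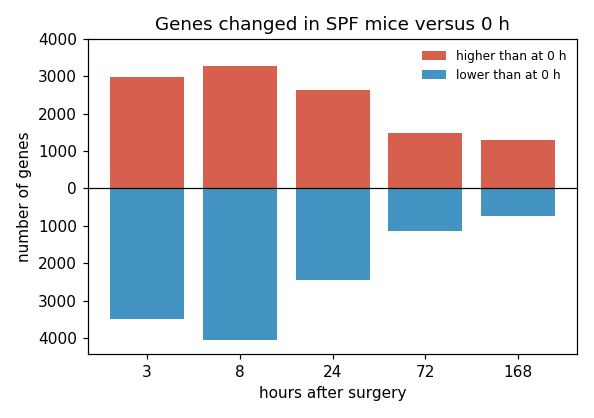
Number of genes called higher (upward bars) and lower (downward bars) in SPF mice at each time point after PB + CLP compared with 0 h. The number of called genes goes from 6483 at 3 h and 7342 at 8 h to 2043 at 168 h.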

A gene set enrichment analysis was performed to provide an overview of altered pathways (Fig. 3d). 

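At 3 h, 17 of 23 tested genes on a list of leukocyte migration factors were called, all of them higher than in unoperated SPF mice, with a median log2 fold change of 5.33 over the list. The count was also 17 when adjusted over the list alone. At 8 h, 19 of these genes were called higher, and at 24 h, 72 h and 168 h 13 were higher and 1 was lower. As a set, they rose at 3 h with an adjusted p of 1.79e-09 (camera with a preset correlation of 0.01, over 20 tests of 4 lists), and with each mouse left out in turn this p stayed between 5.39e-10 and 1.07e-08. Of the 20 camera tests 17 had an adjusted p below 0.05, and all 17 stayed below it under fry but none with the correlation between genes estimated from the data, where the migration factors had 0.117. Cxcl1 (ENSMUSG00000029380, chromosome 5 from 90891241 to 90893115) rose from 2.64 ± 1.16 CPM (SD, n = 3 mice) at 0 h to 1564 ± 382 CPM (SD, n = 3) at 3 h, a log2 fold change of 9.21 (standard error 0.616, adjusted p = 5.78e-12 from edgeR's quasi-likelihood test). Ccl2 (ENSMUSG00000035385, chromosome 11 from 82035571 to 82037453) rose from 2.90 ± 1.49 CPM to 1232 ± 417 CPM, a log2 fold change of 8.74 (standard error 0.543, adjusted p = 1.98e-12). Csf3 (ENSMUSG00000038067, chromosome 11 from 98701263 to 98703629) had 5 reads over the 3 unoperated mice and 929 ± 192 CPM at 3 h. Of 16 tested inflammatory cytokines, 10 were called higher at 3 h and none lower, and the count was 10 when adjusted over the list alone. Il6 (ENSMUSG00000025746, chromosome 5 from 30013114 to 30019981) rose from 0.748 ± 0.302 to 355 ± 207 CPM (log2 fold change 8.91, standard error 0.696, adjusted p = 8.12e-11) and Il1b (ENSMUSG00000027398, chromosome 2 from 129364570 to 129371139) from 1.87 to 352 CPM (log2 fold change 7.55, standard error 0.657, adjusted p = 4.76e-10). Among genes with at least 10 CPM and no overlap between the groups, the largest rises at 3 h by fitted log2 fold change were those of S100a9, Csf3, Ptx3, Cxcl3 and Il1f9. S100a9 and Cxcl3 had 2 reads and 1 read in the unoperated mice and reached 532 and 114 CPM, and S100a9 is a neutrophil marker, a list of which all 8 tested genes were called higher in these samples. Ptx3 and Il1f9 had no read at 0 h, which allows up to 0.0321 CPM over the group (3 reads), and were at least 2080-fold and 976-fold higher at 3 h. Such limits cover counting error only, and the ranks of Ptx3 and Il1f9 rest on the fitted values, not on these limits. The largest falls were those of Kcnf1 (log2 fold change -6.92), Rab17 (-6.16), Kcnc4 (-5.47), Wnt9a (-5.17) and the clock gene Per3 (-4.78).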

We noted an activation of an inflammatory response, including increased cytokine production and the upregulation of canonical leukocyte migration factors (Fig. 3e). In addition, the inflamed mesothelium underwent profound changes in genes involved in the coagulation cascade (Fig. S3d). 

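The 9 genes plotted in Fig. S3d are a list the study chose on these samples. Among them, Selp (ENSMUSG00000026580, chromosome 1 from 164115264 to 164150026) rose from 14.1 ± 11.1 CPM (SD, n = 3 mice) at 0 h to 156 ± 22.3 CPM (SD, n = 3) at 3 h in SPF mice, a log2 fold change of 3.46 (standard error 0.458, adjusted p = 3.99e-07, edgeR). The plasminogen activators Plau and Plat rose from 9.68 to 99.8 CPM and from 67.7 to 648 CPM (log2 fold changes 3.37 and 3.26), and tissue factor, F3, rose from 45.5 to 208 CPM (log2 fold change 2.19, adjusted p = 0.000255). Ano6 had a log2 fold change of 0.69 (adjusted p = 1.9e-05), which was 0.19 (adjusted p = 0.11) with library size as the only scaling. Serpine2 (0.39, adjusted p = 0.299), Prcp (0.12, adjusted p = 0.522) and F5 (-0.85, adjusted p = 0.263) were not called. The direction of Serpine2 and Prcp changed with library size as the only scaling, and that of F5 without SPF 0 h replicate 13. Later, 5 genes were called higher at 8 h, 2 higher and 3 lower at 24 h, 2 higher and 1 lower at 72 h, and 3 lower at 168 h. In GF mice, 7 of the 9 genes were called higher at 3 h.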

Taken together, these transcriptomic changes indicate a mesothelial reaction that might facilitate the infiltration of leukocytes and the formation of a fibrin clot. The latter has been proposed as a preliminary scaffold necessary for a subsequent fibrotic conversion to an adhesion^8^.

**Fig. 3:**
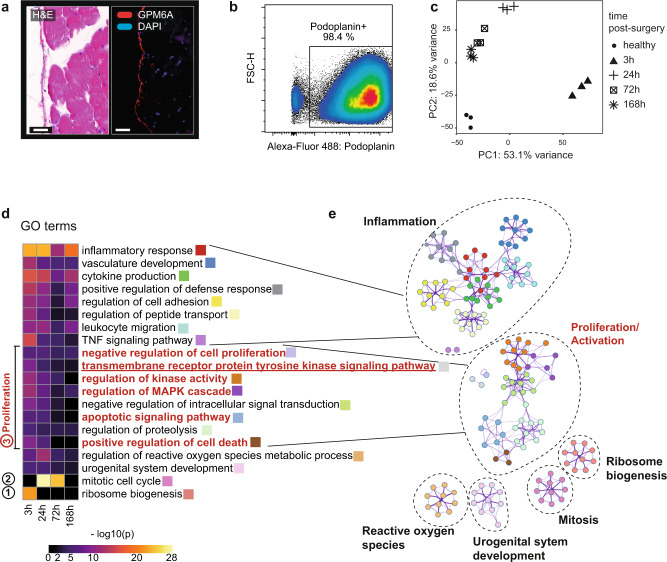
Mesothelial cells undergo a profound transcriptional change post-surgery. **a** Cryosection of healthy abdominal wall. The mesothelium was stained by anti-glycoprotein M6A (GPM6A) antibody (right). Hematoxylin and eosin (H&E) staining (left). Scale bar: 50 µm. Image is representative of *n* = 3 independent animals and two independent experiments (**b**) In vivo mesothelium digestion purified with anti-GPM6A magnetic beads purity control before undergoing RNA-Seq. **c** Principal components of log transformed read counts. **d** Differentially expressed genes (log2fold change during time-course) with significance (*p* < 0.01) were loaded into Metascape to acquire gene ontology (GO) and KEGG pathway enrichment. Changes in ribosome biogenesis (Nr. 1), mitotic cell cycle (Nr. 2) and pro-proliferative/ anti-apoptotic signaling (Nr. 3) are highlighted. **e** GO network representation of enriched GO terms (color by cluster). *N* = 3 replicates (mice) sequenced per time point. Raw data were deposited at gene expression omnibus (GSE156127).

More than half of the enriched gene ontology terms were not linked to inflammation. The sequential upregulation of genes needed for ribosome biogenesis (Fig. 3d, Nr. 1) was followed by an increase of mitotic cell cycle genes (Fig. 3d, Nr. 2). 

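Of 55 tested ribosome biogenesis genes, 53 were called higher at 3 h, 55 at 8 h, 34 at 24 h and none at 72 h or 168 h. At the last 2 time points, 7 and 3 genes had an unadjusted p below 0.05 in edgeR, and limma-voom and DESeq2 called none either. Their median log2 fold change was 2.39 at 3 h, 2.68 at 8 h, 1.21 at 24 h, 0.05 at 72 h and -0.01 at 168 h. Of 48 tested mitotic cell cycle genes, 3 were called lower at 3 h and 9 lower at 8 h, and 45, 46 and 38 were called higher at 24 h, 72 h and 168 h. Their median log2 fold change was -0.23 at 3 h, -1.23 at 8 h, 3.22 at 24 h, 3.40 at 72 h and 1.95 at 168 h. Adjusted over the list alone, the counts were 53 for ribosome biogenesis at 3 h and 45 and 41 for the mitotic genes at 24 h and 168 h. As a set, ribosome biogenesis genes rose at 3 h with an adjusted p of 6.89e-22 and mitotic genes at 24 h with 2.36e-14 (camera). With the correlation between genes estimated from the data these values were 0.12 and 0.19. The nearest Reactome pathways, RNA polymerase I transcription with 33 tested genes and the mitotic cell cycle with 384, gave 0.0168 and 6.9e-13. Gnl3 (ENSMUSG00000042354, chromosome 14 from 31012433 to 31019152), a nucleolar GTPase, rose from 29.5 ± 6.59 CPM (SD, n = 3 mice) at 0 h to 371 ± 52.3 CPM (SD, n = 3) at 3 h, a log2 fold change of 3.65 (adjusted p = 3.06e-13 from edgeR's quasi-likelihood test). Nop58, Ddx21, Mphosph10 and Bysl followed with log2 fold changes of 3.55, 3.32, 3.28 and 3.26. At 24 h, the largest changes among the mitotic genes were those of Melk, which rose from 0.547 to 12.7 CPM (log2 fold change 4.53), Bub1 (4.46), Ncapg (4.46), Aurkb (4.29) and Spc24 (4.26).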

Several gene ontology terms that were upregulated involved pro-proliferative and anti-apoptotic signaling (Fig. 3d, Nr. 3) supporting the observed expansion of the mesothelial compartment. Further, several intracellular pathways were activated, such as mitogen-activated protein kinase (MAPK), signal transducer and activator of transcription 5 (STAT5) and phosphoinositide 3-kinase (PI3K) signaling, corresponding to cell activation and changes in adhesion, migration, and protein synthesis. In addition, we noted changes in expression of genes associated with cell-cell and cell-basement membrane adhesion/interaction molecules and other markers canonically associated with MMT (Fig. S4a). 

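Of the 17 genes plotted in Fig. S4a, 7 were called higher and 2 lower at 3 h than in unoperated SPF mice, again 9 when adjusted over the list alone, which the study chose on these samples. Myc (ENSMUSG00000022346, chromosome 15 from 61985391 to 61990374) rose from 23.8 to 338 CPM (log2 fold change 3.83, adjusted p = 1.04e-10, edgeR) and Smad3 (ENSMUSG00000032402, chromosome 9 from 63646767 to 63757994) from 89.4 to 593 CPM (log2 fold change 2.73). Wnt1 rose from 0.0307 to 5.86 CPM, and Mmp3, Snai1 and Tiam1 had log2 fold changes of 2.93, 1.74 and 1.45. Cdh1 (ENSMUSG00000000303, chromosome 8 from 106603351 to 106670246), which encodes E-cadherin, rose from 3.88 ± 0.849 CPM (SD, n = 3 mice) to 17.7 ± 5.98 CPM (SD, n = 3), a log2 fold change of 2.19 (adjusted p = 1.19e-06, edgeR). Both genes called lower were Tbx18 and Pygo1, with log2 fold changes of -3.28 and -3.09. Notch1 (1.25, adjusted p = 0.0185), Ccnd1 (0.96, adjusted p = 0.00288) and Bcl9 (-0.88, adjusted p = 1.61e-05) had an adjusted p below 0.05 without being called. Notch1 and Ccnd1 had an adjusted p of 0.137 and 0.117 with library size as the only scaling. Fn1 (-1.20, adjusted p = 0.0721), Snai2 (-0.74, adjusted p = 0.149), Ctnnb1 (-0.14, adjusted p = 0.453), Vim (-0.12, adjusted p = 0.621) and Twist1 (-0.02, adjusted p = 0.94) did not pass this threshold. With library size as the only scaling, Fn1 (-1.69, adjusted p = 0.0128), Snai2 (-1.24, adjusted p = 0.0162), Ctnnb1 (-0.64, adjusted p = 0.0012) and Vim (-0.63, adjusted p = 0.0134) passed it as lower. The direction of Twist1 changed under limma-voom, DESeq2 and RLE scaling, and that of Vim without SPF 3 h replicate 25. With 1 mouse left out, the log2 fold change of Fn1 ranged from -1.60 to -0.30 (adjusted p from 0.0207 to 0.669, edgeR). That of Notch1 ranged from 0.81 to 2.16 (adjusted p from 0.000312 to 0.1). At 8 h, 7 of the 17 genes were called higher and 2 lower, and fewer were called after that, with 4 higher and 1 lower at 24 h, 2 lower at 72 h and 1 lower at 168 h.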

Altogether, these transcriptional findings suggest that mesothelial cells switch from their epithelial phenotype to assume a more mobile and potentially mesenchymal program.

### Mesothelial cell activation is driven by receptor tyrosine kinases of the ERBB family

Next, we questioned what was driving proliferation of the mesothelium. 

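A list of 58 genes that encode receptor tyrosine kinases had 48 genes among those tested. At 3 h, 26 of the 48 genes were called, 12 of them higher and the others lower than in unoperated SPF mice, and 26 when adjusted over the list alone. The number called was 27 at 8 h, 23 at 24 h, 17 at 72 h and 11 at 168 h, and 28 at 8 h and 13 at 168 h when adjusted over the list alone. Epha4 (ENSMUSG00000026235, chromosome 1 from 77367185 to 77515088) and Epha2 (ENSMUSG00000006445, chromosome 4 from 141301240 to 141329384) rose with log2 fold changes of 3.33 and 3.27, whereas those of Erbb3 (ENSMUSG00000018166, chromosome 10 from 128567523 to 128589652) and Kdr (ENSMUSG00000062960, chromosome 5 from 75932827 to 75978458) were -3.06 and -2.88.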

Examination of the gene ontology network node “Proliferation/Activation” pointed to receptor tyrosine kinases (RTK) signaling as potential core driver for the observed changes in mesothelial cells (Fig. 3d). 

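Between SPF and GF mice at 3 h, 587 genes were called, 355 of them higher in SPF mice, and 24.6% of the genes tested had no overlap between both groups of 3 mice, compared with 10% by chance. This count ranged from 45 with limma-voom treat to 969 at an unadjusted p below 0.01. Erbb2 (ENSMUSG00000062312, chromosome 11 from 98412470 to 98437716) was expressed at 107 ± 10.8 CPM (SD, n = 3 mice) in SPF mice and at 26.8 ± 4.54 CPM (SD, n = 3) in GF mice, a log2 fold change of 1.99 (standard error 0.209, adjusted p = 1.01e-06 from edgeR's quasi-likelihood test). All 3 SPF mice had more Erbb2 than all 3 GF mice (two-sided exact permutation test, p = 0.1, the smallest p that 3 mice against 3 allow). With each mouse left out in turn, the log2 fold change of Erbb2 stayed between 1.90 and 2.14. Of the 48 receptor tyrosine kinase genes tested, 15 had an adjusted p below 0.05 between SPF and GF mice, 11 of them higher in SPF mice, and 19 passed when adjusted over the list alone. Erbb2 ranked 1 among them by p and 2 by size of the log2 fold change. Fgfr4 had a log2 fold change of -1.99 at 0.917 CPM in SPF and 3.64 CPM in GF mice (adjusted p = 0.00877), and it did not pass 0.01 with RLE scaling (0.0106) or with only the compared groups fitted (0.0632). Among the 32 genes with at least 10 CPM in one group, Erbb2 ranked 1 by log2 fold change. Its rank among all 48 was 1 with DESeq2, RLE scaling or only the compared groups fitted. The rank was 1 without SPF 3 h replicate 25 or GF 3 h replicate 29, and 3 without SPF 3 h replicate 24 or GF 3 h replicate 27. Without the filter on low counts, where listed genes outside the 48 could be ranked too, it was 3. Ddr2 (1195 and 461 CPM in SPF and GF mice), Tyro3 (10.1 and 3.24 CPM), Pdgfrb (21.5 and 9.32 CPM) and Ror2 (58.9 and 29.4 CPM) followed with log2 fold changes of 1.38, 1.64, 1.20 and 1.00. Pdgfrb passed an adjusted p of 0.01 in edgeR (0.00424) but not with limma-voom (0.0118) or with only the compared groups fitted (0.013), where Tyro3 did not pass either (0.0167), and the log2 fold change of Ror2 was 0.98 with limma-voom, 0.91 with library size only and 0.96 without the filter. Leaving out single mice lost the call of Fgfr4 in 4 of 6 cases, that of Pdgfrb in 5, and those of Tyro3 and Ror2 in 2 each.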

Among all RTKs, *Erbb2* showed the highest differential expression (log2 fold change = 2.1, *p* < 0.001) when comparing germ-free with SPF mice. Similarly, *Egfr (Erbb1*), was significantly increased after surgery in SPF mice when compared with germ-free mice (Fig. 4c). In addition, the respective downstream pathways of *Egfr* and *Erbb2* were highly differentially expressed (Fig. 4a, b), including genes of the MAPK pathway (Fig. 4b). 

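Egfr (ENSMUSG00000020122, chromosome 11 from 16752203 to 16918158) was expressed at 434 ± 35.2 CPM (SD, n = 3 mice) in SPF mice and at 296 ± 18.5 CPM (SD, n = 3) in GF mice at 3 h, a log2 fold change of 0.55 (standard error 0.184, adjusted p = 0.0487 from edgeR's quasi-likelihood test). The 3 SPF mice all lay above the 3 GF mice (two-sided exact permutation test, p = 0.1, the smallest p that 3 against 3 allow). The adjusted p was 0.0244 with DESeq2, 0.0412 with RLE scaling and 0.048 with only the compared groups fitted, but 0.0593 with limma-voom, 0.0852 with library size only and 0.0986 without the filter on low counts. With any of the 6 mice left out, the log2 fold change stayed between 0.51 and 0.65 and the adjusted p lay between 0.0508 and 0.153. Without surgery, Egfr was at 145.5 ± 41.8 CPM in SPF and 115 ± 16.2 CPM in GF mice (log2 fold change 0.34, adjusted p = 0.291). This difference ranged from 0.16 without SPF 0 h replicate 13 to 0.56 without SPF 0 h replicate 10, where it passed an adjusted p of 0.05 (0.0388). At 24 h, the log2 fold change was 0.52 (adjusted p = 0.0622, but 0.0437 with DESeq2 and 0.025 with only the compared groups fitted). By size of the log2 fold change between SPF and GF mice at 3 h, Egfr ranked 23 of 48 receptor tyrosine kinase genes, and 15 by p.

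**Figure D3:**
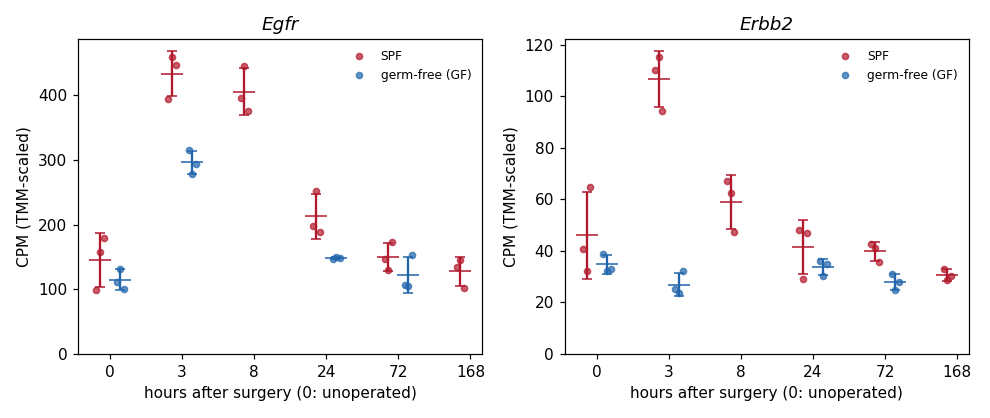
Egfr and Erbb2 expression in CPM against hours after PB + CLP in SPF and GF mice, with points for single mice, and mean and SD (n = 3 mice per group). At 3 h, Egfr is at 434 CPM in SPF and 296 CPM in GF mice, and Erbb2 at 107 and 26.8 CPM.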

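The 9 genes plotted in Fig. 4b are a list the study chose on these samples. In SPF mice, Stat5a (ENSMUSG00000004043, chromosome 11 from 100859351 to 100885169) rose from 22.6 ± 3.55 CPM (SD, n = 3 mice) at 0 h to 278 ± 60.0 CPM (SD, n = 3) at 3 h, a log2 fold change of 3.62 (standard error 0.194, adjusted p = 1.81e-13, edgeR). Pik3ip1 (ENSMUSG00000034614, chromosome 11 from 3330401 to 3342971), which encodes an inhibitor of PI3K, fell from 121 ± 11.0 to 8.93 ± 1.26 CPM (log2 fold change -3.76, standard error 0.301, adjusted p = 1.01e-10). Nras rose from 78.1 to 224 CPM (log2 fold change 1.52), and Pik3ap1 and Map2k4 had log2 fold changes of 2.62 and 1.01. Plcg1 and Pik3r1 had log2 fold changes of -2.42 and -1.89. Ptk2 had a log2 fold change of 0.61 (adjusted p = 0.00224), which was 0.12 (adjusted p = 0.524) with library size as the only scaling. Later, 5 genes were higher and 3 lower at 8 h, 1 was higher and 3 lower at 24 h and at 72 h, and 1 was higher and 2 lower at 168 h. In GF mice, 5 genes were called higher and 3 lower at 3 h. Between SPF and GF mice at 3 h, Stat5a was called, and Pik3ip1, Nras, Pik3ap1, Map2k4, Plcg1, Pik3r1 and Ptk2 were not.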

We next sought to confirm the upregulation and activation of EGFR in mesothelial cells in response to injury and bacterial contamination at the protein level. Interestingly, 24 h after injury, very few mesothelial cells remained within the peritoneal button injury (Fig. 4d). Therefore, we hypothesized that the increased mesothelial *Egfr* expression (Fig. 4a) must come from mesothelial cells that were isolated from regions adjacent to the injury. Indeed, the mesothelium within a few millimeters of peritoneal injuries showed a large increase of EGFR signaling as indicated by the activated form of EGFR (pEGFR) (Fig. 4e) whereas no pEGFR expression was found in distant mesothelium. Importantly, pEGFR showed a high degree of co-localization with the mesothelial cell marker podoplanin, suggesting that the observed increase of pEGFR is specific for mesothelial cells. Furthermore, EGFR expression was still elevated 7 days after injury in SPF but not GF mice (Fig. S4b). Taken together, both RNA and protein data suggest that EGFR-signaling is specifically activated in mesothelial cells. This activation occurs in response to injury and is potentiated by microbial contamination.

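The change from 0 h to 3 h was also compared between SPF and GF mice. Egfr rose in GF mice with a log2 fold change of 1.37 (standard error 0.187, adjusted p = 6.77e-07, edgeR), and its log2 fold change in SPF mice was larger by 0.21 (standard error 0.26, adjusted p = 0.696). This difference in the change of Egfr ranged from 0.15 to 0.24 over the other settings, none with an adjusted p below 0.05, and was -0.01 without SPF 0 h replicate 10. Erbb2 had a log2 fold change of -0.37 in GF mice (adjusted p = 0.108), which passed 0.05 with library size as the only scaling (-0.87, adjusted p = 0.000302) and with only the compared groups fitted (adjusted p = 0.0391). The change of Erbb2 in SPF mice exceeded that in GF mice by 1.59 on the log2 scale (standard error 0.287, adjusted p = 0.00233). Of the 48 receptor tyrosine kinase genes, 4 had an adjusted p below 0.05 for such a difference, and 6 when adjusted over the list alone. Over all genes tested, the 3 h changes in SPF and GF mice had a Pearson's r of 0.894 across genes, which are not independent replicates. In GF mice 6142 genes were called at 3 h, and 4846 of these were also among those called in SPF mice, 4844 in the same direction. Of 7779 genes called in either group, 175 were called for a difference between the changes. From the RNA differences after surgery and between SPF and GF mice, and from its protein data, the paper proposes that EGFR signaling is activated in the mesothelium in response to injury and potentiated by microbial contamination.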

**Fig. 4:**
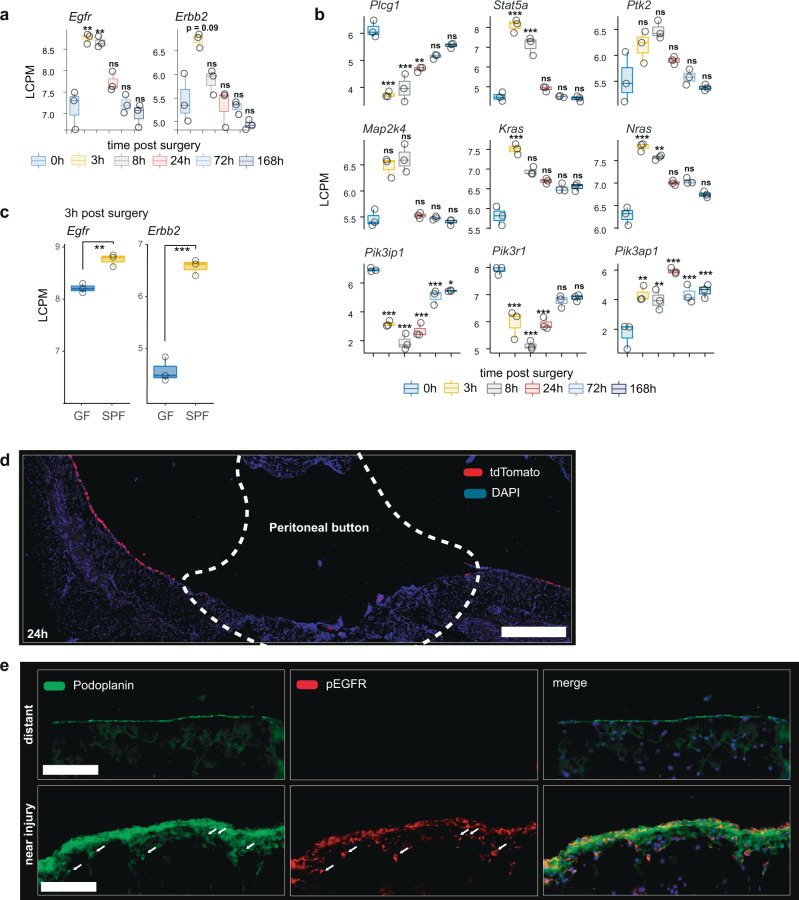
Mesothelial cell activation is driven by receptor tyrosine kinases of the ERBB family. **a** Epidermal growth factor receptor (*Egfr*) and *Erbb2* were the main genes encoding for receptor kinases differentially expressed (log count per million, LCPM) over time. **b** Genes downstream of *Egfr* and *Erbb2* are differentially expressed as well (inhibitory genes are repressed). **c** Expression of *Egfr* and *Erbb2* genes in mesothelium isolated from germ-free (GF) and specific-pathogen-free (SPF) mice 3 h after sterile injury in combination with bacterial contamination (PB + CLP). Data (**a**–**c**) is representative of *n* = 3 independent animals examined in one experiment. Data are presented as individual values and boxplots (median, first and third quartile) **d** Peritoneal button, 24 h after injury of *Wt1*^*CreERT2*^ *Rosa26*^*tdTomato*^ reporter mice that were treated with Tamoxifen 2 weeks prior to experiment. Scale bar 500 µm. Data represents *n* = 3 animals of 2 independent experiments. **e** Peritoneal biopsies from healthy mice and from mice 3 days after surgery (PB + CLP). Scale bar 50 µm. Data represents *n* = 8 animals of 2 independent experiments. Differential expression testing according to the linear modeling as described in the methods section. *P < 0.05, **P < 0.01, ***P < 0.001, n.s. *P* ≥ 0.05. Exact *p*-values are provided in Supplementary Data 1. Raw data were deposited at gene expression omnibus (GSE156127).

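In SPF mice, Egfr was at 406 ± 35.9 CPM (SD, n = 3 mice) at 8 h, 213 ± 34.8 CPM at 24 h, 150 ± 22.2 CPM at 72 h and 128 ± 22.6 CPM at 168 h. The rise of Egfr from 0 h to 3 h was a log2 fold change of 1.58 (standard error 0.188, adjusted p = 7.24e-08, edgeR), and with each mouse left out in turn it stayed between 1.36 and 1.76. Erbb2 went from 45.9 ± 16.9 CPM at 0 h to 107 CPM at 3 h, 59.0 ± 10.4 CPM at 8 h, 41.4 ± 10.6 CPM at 24 h, 39.7 CPM at 72 h and 30.5 CPM at 168 h. Its rise to 3 h was a log2 fold change of 1.21 (standard error 0.203, adjusted p = 1.08e-05), and leaving out each mouse gave values from 1.02 to 1.55. For both genes, all 3 mice at 3 h exceeded all 3 unoperated mice (two-sided exact permutation test, p = 0.1, the smallest p possible). Ranked by size of the log2 fold change from 0 h to 3 h among the 48 receptor tyrosine kinase genes tested, Egfr was number 17 and Erbb2 number 26. In GF mice, Egfr was at 149 ± 1.83 CPM at 24 h and 122 ± 27.5 CPM at 72 h, and Erbb2 at 33.7 and 27.8 CPM. The difference in Erbb2 between SPF and GF mice was a log2 fold change of 0.40 at 0 h (adjusted p = 0.256) and 0.30 at 24 h (adjusted p = 0.348).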

### EGFR ligands are produced by bone-marrow-derived macrophages and a B-cell subset that are recruited to the wound

We next asked the question what molecules ligate to EGFR and induce its activation post-surgery. EGFR expression seemed to be predominantly on the basolateral side of the healthy mesothelium (Fig. S5a). We initially hypothesized that surgical disruption of the mesothelial integrity may expose the basolateral receptor to the ligand available in the peritoneal cavity. This hypothesis was further supported by the observation that proliferative mesothelial cells were near the sites of surgical injury (Fig. 2k, Fig. S2f–h). 

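Of 11 genes that encode ligands of ERBB receptors, 10 were among the genes tested, and 6 were called higher and 2 lower at 3 h than in unoperated SPF mice, again 8 when adjusted over the list alone. Hbegf (ENSMUSG00000024486, chromosome 18 from 36504927 to 36515805) was at 48.8 ± 15.5 CPM (SD, n = 3 mice) at 3 h, compared with 0.591 ± 0.418 CPM (SD, n = 3) at 0 h (log2 fold change 6.32, standard error 0.437, adjusted p = 9.37e-12, edgeR). Areg rose from 0.0224 to 3.59 ± 2.21 CPM, Ereg from 0.0304 to 2.40 ± 0.954 CPM, Epgn from 0.0710 to 1.21 CPM and Nrg1 from 0.789 to 10.9 CPM. Tgfa (ENSMUSG00000029999, chromosome 6 from 86195223 to 86275719) was at 21.2 CPM at 0 h and 21.4 CPM at 3 h (log2 fold change 0.02, adjusted p = 0.953), and the direction of this change was negative with library size as the only scaling and without the filter on low counts. Egf was at 2.36 CPM at 0 h and 1.30 CPM at 3 h (log2 fold change -0.87, adjusted p = 0.0701), with an adjusted p of 0.00483 when library size was the only scaling.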

Mesothelial cells produce a certain amount of EGFR ligands in an autocrine fashion (Fig. S5b). However, EGFR mesothelial ligand transcripts were either unchanged or even decreased in SPF mice when comparing them with GF mice three hours post-surgery (Fig. S5b). 

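Values are given for Areg, Ereg, Tgfa and Egf, the genes of Fig. S5b, and for Hbegf. At 3 h, Tgfa was at 21.4 ± 6.22 CPM (SD, n = 3 mice) in SPF and 76.5 ± 4.91 CPM (SD, n = 3) in GF mice, a log2 fold change of -1.83 (standard error 0.256, adjusted p = 2.7e-05, edgeR). Ereg was lower in SPF mice by the same test (2.40 and 5.39 CPM, log2 fold change -1.17, standard error 0.379, adjusted p = 0.0409), as was Hbegf (48.8 and 107 ± 9.33 CPM, log2 fold change -1.13, standard error 0.326, adjusted p = 0.022). Ereg did not pass 0.05 with RLE scaling (0.051), with only the compared groups fitted (0.103) or with any of 4 of the 6 mice left out, and Hbegf did not without the filter on low counts (0.0557) or with any of 4 of the 6 mice left out. Areg (3.59 and 6.18 CPM, log2 fold change -0.79, standard error 0.526, adjusted p = 0.358) and Egf (1.30 and 0.871 CPM, log2 fold change 0.58, standard error 0.46, adjusted p = 0.452) did not differ by this threshold. The two-sided exact permutation test gave p = 0.1, its smallest value for 3 mice against 3, for Tgfa, Ereg and Hbegf, 0.3 for Areg and 0.4 for Egf. Of the 10 ligand genes tested, Tgfa alone was called, and 2 genes when adjusted over the list alone. Compared with the change from 0 h to 3 h in GF mice, the change of Tgfa in SPF mice was lower by a log2 difference of -2.62 (adjusted p = 0.000276), whereas this difference was -1.60 for Ereg (adjusted p = 0.542), 0.73 for Egf (adjusted p = 0.528), -0.22 for Areg (adjusted p = 0.98) and -0.05 for Hbegf (adjusted p = 0.975). That of Ereg was -0.79 without SPF 0 h replicate 13, and that of Egf was 1.14, 0.42 and 0.26 without SPF 0 h replicates 10 and 12 and SPF 3 h replicate 24.

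**Figure D4:**
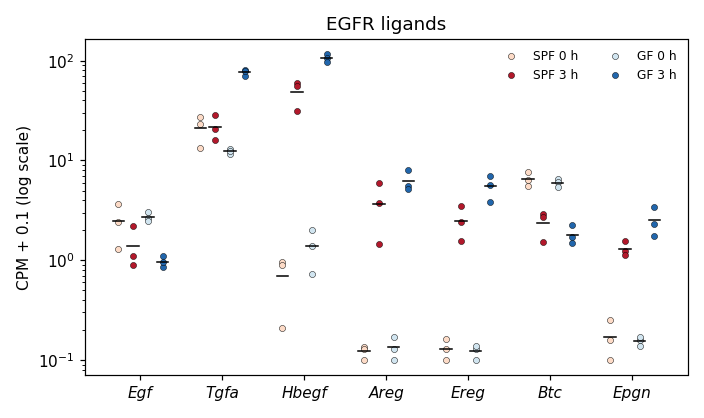
Expression of Egf, Tgfa, Hbegf, Areg, Ereg, Btc and Epgn in SPF and GF mice at 0 h and 3 h after PB + CLP, as CPM plus 0.1 on a log axis, with 1 point per mouse and a bar at the mean (n = 3 mice per group). At 3 h, Tgfa is at 21.4 CPM in SPF and 76.5 CPM in GF mice, and Hbegf at 48.8 and 107 CPM.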

We therefore hypothesized that EGFR ligands must be produced in a paracrine fashion by other cells such as peritoneal leukocytes. To investigate the difference in the inflammatory response between mice that underwent PB and PB + CLP we characterized the post-surgical chemotactic signature in the peritoneal cavity lavage fluid using a multiplexed mesoscale cytokine/chemokine screening. Hierarchical clustering of the cytokine/chemokine signature measured in the peritoneal lavage fluid uncovered a distinct proinflammatory neutrophil-recruiting cytokine signature in colonized mice that underwent CLP (Fig. S5c). This proinflammatory signature was well separated from GF mice undergoing CLP and colonized mice receiving only PB without CLP (Fig. S5c). Interestingly, hierarchical clustering revealed that the cytokine signature observed in GF mice with PB + CLP closely resembled that of colonized mice receiving only the PB without CLP (Fig. S5c). Next, we performed flow cytometric characterization of the leukocyte influx into the peritoneal cavity. Corresponding to the chemokine profile, PB + CLP led to a significantly increased neutrophil recruitment when compared with PB alone (Fig. S5d, e). On the other hand, sterile damage (PB) alone led to an increased influx of monocytes (Fig. S5d, e) whereas the number of macrophages and B-cells was similar in both conditions. The difference between PB and PB + CLP was like the difference between GF and sDMDMm2 observed earlier (Fig. S1c, d). Next, we isolated peritoneal leukocytes 24 h post-surgery and found that peritoneal leukocytes isolated from colonized mice after CLP showed a significantly increased expression (quantitative PCR) of the EGFR ligand encoding genes amphiregulin (*Areg)*, epiregulin (*Ereg)*, and transforming-growth-factor alpha (*Tgfa)* when compared with peritoneal leukocytes isolated from mice without intraperitoneal microbe challenge (Fig. S5f). These findings suggested that contamination of the peritoneal compartment with live gut microbes leads to an increase in leukocyte recruitment, which produces EGFR ligands in the peritoneal cavity fluid. However, through different assays we were unable to detect EGFR ligands in the peritoneal fluid. We have recently shown, that macrophages can be recruited to peritoneal injuries by a direct route from the peritoneal cavity^2^. Furthermore, a series of recent reports highlights the emerging role immune cell EGFR ligand production in the regulation of inflammation and tissue repair^29–31^. To explore whether EGFR ligands were produced in a paracrine fashion by immune cells that infiltrate the peritoneal injury, we dissociated peritoneal injury biopsies into single-cell suspensions and performed single-cell RNA-Sequencing (Fig. 5a). Manually annotated (Seurat) and automatically annotated (SingleR) clustering confirmed the presence of mesothelial cells (*Krt19*^+^, *Gpm6A*^+^) and several distinct populations of CD45^+^ immune cells (Fig. 5b, Fig. S6a-c). As expected, the number of mesothelial cells within peritoneal buttons was very small in comparison to the number of infiltrating immune cells (Fig. 4d, Fig. 5c, d). This analysis showed that mesothelial cells were the only cells that expressed *Egfr* (Fig. 5c) but did not express significant amounts of EGFR ligands (Fig. S7a,b). Within injuries, the main ligands with known activity on EGFR homo- and hetero-dimers were heparin-binding epidermal growth factor (*Hbegf*) and *Areg* (Fig. 5d, Fig. S7a,b). The cells expressing the major amounts of *Hbegf* and *Areg* were bone marrow-derived macrophages (Fig. 5d). Interestingly, a small subset of B-cells also expressed *Areg*. This B-cell subset, characterized by the expression of *Ly6d*, *Cd79a*, *Ms4a1,* and *E330020D12Rik*, was only present in mice that underwent CLP in addition to injury (PB) (Fig. 5e). Next, we found that both AREG and HB-EGF led to a significant and dose-dependent increase of EGFR phosphorylation (pEGFR) in cultured primary mesothelial cells (Fig. 5f, g). We went on to interrogate what downstream pathways played a role in our model in comparison with the sterile model by Fischer et al., where ERK did not play a role^3^. In our system, the increase of pEGFR in turn activated MAPK/ERK pathway (Fig. 5g) and higher ligand concentrations led to an activation of the PI3K/AKT pathway (Fig. 5g). We observed no activation of the STAT3 pathway even with high ligand doses (Fig. 5g). Epidermal growth factor (EGF), which was not expressed in our scRNA-Seq experiment, resulted in an even stronger effect in vitro when compared with HB-EGF (Fig. S5g). Next, we tested whether EGFR agonists were sufficient to recapitulate the effect of bacterial contamination in our adhesion model. However, neither the injection of recombinant AREG nor recombinant EGF—which showed the strongest effect on mesothelial cells in vitro—were sufficient to increase the adhesion score in mice that underwent injury model (PB) (Fig. S5h).

**Fig. 5:**
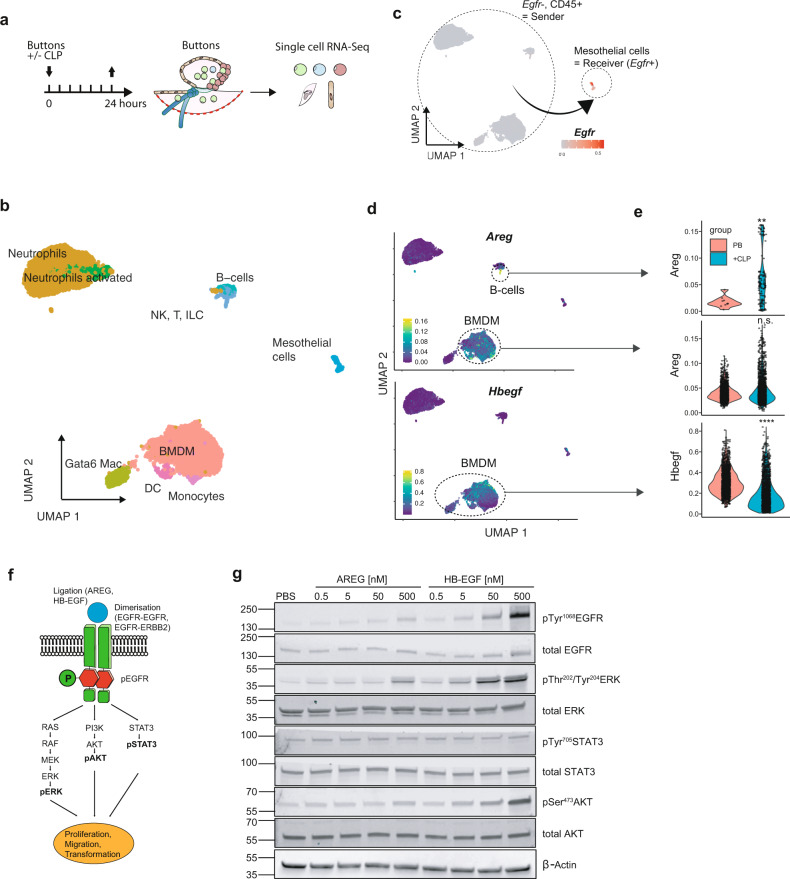
EGFR-ligands are produced by bone-marrow derived macrophages and a B-cell subset that are recruited to the wound. **a** Illustration of single cell RNA-Sequencing experimental approach. Single cells were isolated from peritoneal buttons (PB) with or without cecal ligation and puncture (CLP). **b**–**d** UMAP plots colored by cell cluster (**b**), expression of epidermal growth factor receptor (*Egfr)* (**c**), expression of amphiregulin (*Areg*) and heparin-binding epidermal growth factor (*Hbegf*) respectively (**d**). **e** Expression of *Areg* and *Hbegf* by cell cluster and condition. Differential expression testing with FindMarkers function (Seurat). **P < 0.01, ****P < 0.0001, n.s. *P* ≥ 0.05. **f** Schematic illustration of signaling pathways downstream of EGFR. **g** Western blot stained for phospho-EGFR and the respective downstream molecules illustrated in (**f**). Primary mesothelial cells were incubated with amphiregulin (AREG) and heparin-binding epidermal growth factor (HB-EGF) with the indicated doses for 20 min. Single-cell data represents a pooled data set of *n* = 4 mice (*n* = 2 with CLP, *n* = 2 injury alone). The immunoblot shown in (**g**) represents two independent experiments. Raw data were deposited at gene expression omnibus (GSE186658) and Source Data are provided as Source Data File.

### Gefitinib, a small molecule inhibitor of EGFR reduces collagen deposition and MMT in vitro and post-surgical adhesion formation in vivo

Next, we asked whether pharmacological inhibition of EGFR can be exploited to prevent adhesion formation. Gefitinib was used to inhibit the phosphorylation of EGFR (Fig. 6a, b) and Selumetinib and Ly294002 were used to inhibit the downstream kinases mitogen-activated protein kinase kinase (MEK) and PI3K respectively (Fig. 6a, b). In vitro, Gefitinib led to a significant reduction of the collagen production (Fig. 6c) and migration (Fig. 6d–f) of mesothelial cells. Furthermore, Gefitinib was able to inhibit EGFR-induced MMT in cultured primary mesothelial cells (Fig. S8a). In vivo, the daily intraperitoneal administration of 100 mg/kg of Gefitinib^32^ resulted in a significant reduction of post-surgical adhesion formation (Fig. 6g). In addition, intraperitoneal treatment with Gefitinib resulted in a significant reduction of tdTomato positive mesothelium derived cells within adhesions (Fig. 6h, i). We also investigated the administration of Gefitinib by oral gavage with either 20 or 100 mg/kg daily or a once weekly dose of 400 mg/kg as previously described^32^. We found that oral application of Gefitinib or intraperitoneal doses of less than 50 mg/kg per day did not significantly reduce the adhesion index (Fig. S8b, c). This would suggest the need for a high local concentration (µM range) to be effective. Using other kinase inhibitors such as the MEK inhibitor Selumetinib and PI3K inhibitor Ly294002 showed that inhibition of the MAPK/ERK but not the PI3K/AKT pathway results in a reduction of postoperative adhesions (Fig. 6g). Taken together, these findings suggest that EGFR signals through the MAPK/ERK pathway potentiate post-surgical adhesion formation.

**Fig. 6:**
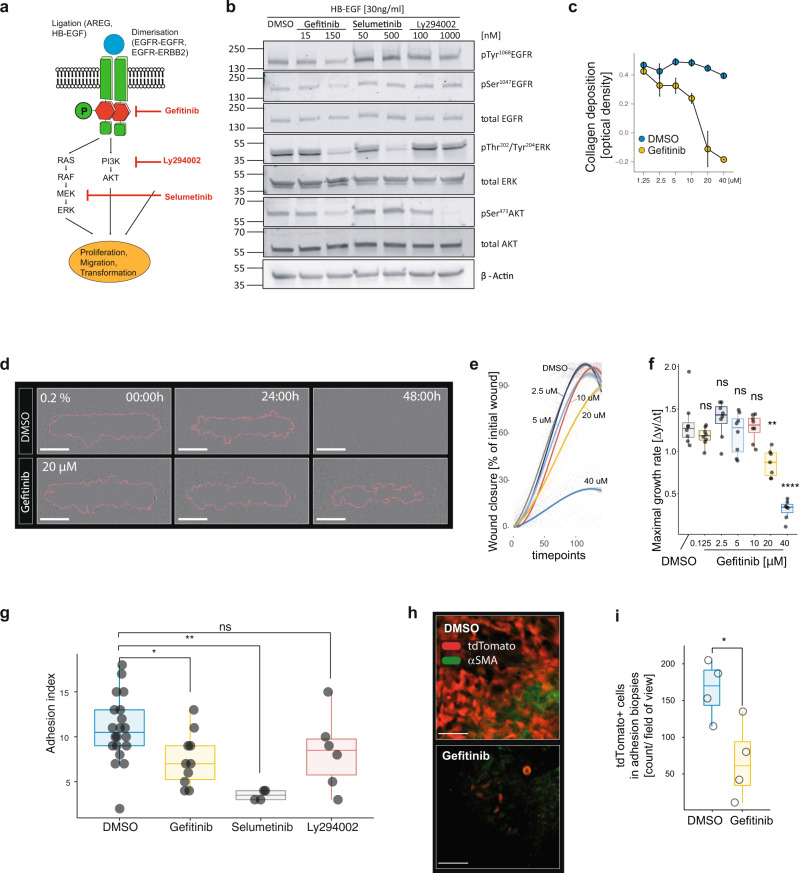
Gefitinib, a small molecule inhibitor of EGFR inhibits adhesion formation in vivo. **a** Schematic illustration of signaling pathways downstream of the epidermal growth factor receptor (EGFR). Gefitinib inhibits the kinase domain of EGFR, Ly294002 inhibits phosphoinositide 3-kinase (PI3K), and Selumetinib inhibits mitogen-activated protein kinase kinase (MEK). **b** Western blot stained for phospho-EGFR and the respective downstream molecules illustrated in (**a**). Primary mesothelial cells were isolated and cultured for two passages before they were treated with heparin-binding epidermal growth factor (HB-EGF) and inhibitors for 20 min. **c** Collagen deposited by primary mesothelial within 3 days of culturing. Data represent *n* = 3 technical replicates examined over 2 independent experiments. Data are presented as mean ± standard deviation. **d**–**f** Primary mesothelial cell cultures were treated with Gefitinib vs. dimethylsulfoxide (DMSO) control and scratch healing was assessed using real-time microscopy (**d**) and automated image analysis (**e**, **f**). Data represent *n* = 8 technical replicates examined over 2 independent experiments. Data are presented as individual values and boxplots (median, first and third quartile). *P*-values by t-test (two-tailed) with Holm Bonferroni correction for multiple testing. Scale bar of (**d**): 1 mm. **g** Adhesion index of mice 7 days after sterile injury (PB) in combination with bacterial contamination (CLP). Gefitinib 100 mg/kg once daily i.p., Selumetinib 50 mg/kg once daily p.o., Ly294002 25 mg/kg once daily i.p., or DMSO 20% once daily i.p. Data represent *n* = 20 for DMSO, 10 for Gefitinib, 4 for Selumetinib, and 6 for Ly294002 independent animals examined and pooled over 3 independent experiments. Data are presented as individual values and boxplots (median, first and third quartile). Wilcoxon test (two-sided) with Holm–Bonferroni correction for multiple-testing. DMSO vs. Gefitinib: *p* = 0.017, DMSO vs. Selumetinib: *p* = 0.0058, DMSO vs. Ly294002: *p* = 0.16. **h** Whole-mount immunohistochemistry of cleared adhesion biopsies 7 days after surgery in *Wt1*^*CreERT2*^ *Rosa26*^*tdTomato*^ mice. TdTomato and alpha smooth muscle actin (α-SMA) positive cells are indicated by red and green respectively. Scale bar 50 µm. **i** Cell count of tdTomato+ cells in adhesion biopsies such as represented in (**h**). Data represent *n* = 4 independent animals per group (averaged over 2 biopsies per mouse, 2–4 fields of view each) examined over one independent experiment. Data are presented as individual values and boxplots (median, first and third quartile). t-test (two-tailed), *p* = 0.028. Statistical difference by. *P < 0.05, **P < 0.01, ****P < 0.0001, n.s. *P* ≥ 0.05. i.p. intraperitoneal p.o. per os. Source data are provided as a Source Data file.

### Mesothelial EGFR expression of human patients with acute appendicitis is increased

To confirm the mesothelial upregulation of EGFR in response to bacterial contamination in humans, we retrospectively analyzed formalin-fixed paraffin-embedded tissues of human patients. Patients either underwent elective surgery due to malignancy without known bacterial peritonitis (control group, *n* = 7) or due to acute appendicitis (*n* = 11). The demographics of this patient cohort are displayed in Supplementary Table 1. We hypothesized that EGFR expression in mesothelial cells would be higher in acute appendicitis cases due to the bacterial contamination. Indeed, immunohistochemistry revealed a massive upregulation of EGFR in the whole mesothelium of patients with appendicitis (Fig. 7c–e, Fig. S9a) when compared with patients undergoing elective non-contaminated surgery (Fig. 7a, b, e, Fig. S9b). Interestingly, one outlier in the elective surgery group with relatively high mesothelial EGFR expression, proved to be a patient in which a malignant tumor perforated the intestine which arguably led to a bacterial contamination (Fig. 7e). The EGFR signal showed a very high co-localization with cytokeratin and calretinin, epithelial markers that are expressed by mesothelium (Fig. 7a–d). Furthermore, mesothelial cells from patients with acute appendicitis were significantly rounder when compared with mesothelial cells from patients undergoing elective surgery (Fig. 7c, d, f, g). These observations were consistent with our observations in the mouse model and reports in the literature that suggested that the roundness of mesothelial cells correlates with their ability to migrate^33^. The clear correlation between mesothelial roundness and EGFR expression (Fig. 7g) possibly indicates a relationship between EGFR expression and migration in mesothelial cells. In some acute appendicitis patients, the deposition of granulation tissue enriched in EGFR positive cells (Fig. 7h) could be observed. Drawing from our mouse data, we speculate that these cells were of mesothelial origin and were activated allowing them to proliferate and migrate beyond their basement membrane (Fig. 7h). Indeed, when samples were co-stained with the mesothelial markers cytokeratin and calretinin, we found that EGFR positivity was specific for mesothelial cells (Fig. 7h). Cumulatively, these data confirm that EGFR is expressed in activated mesothelial cells also in humans.

**Fig. 7:**
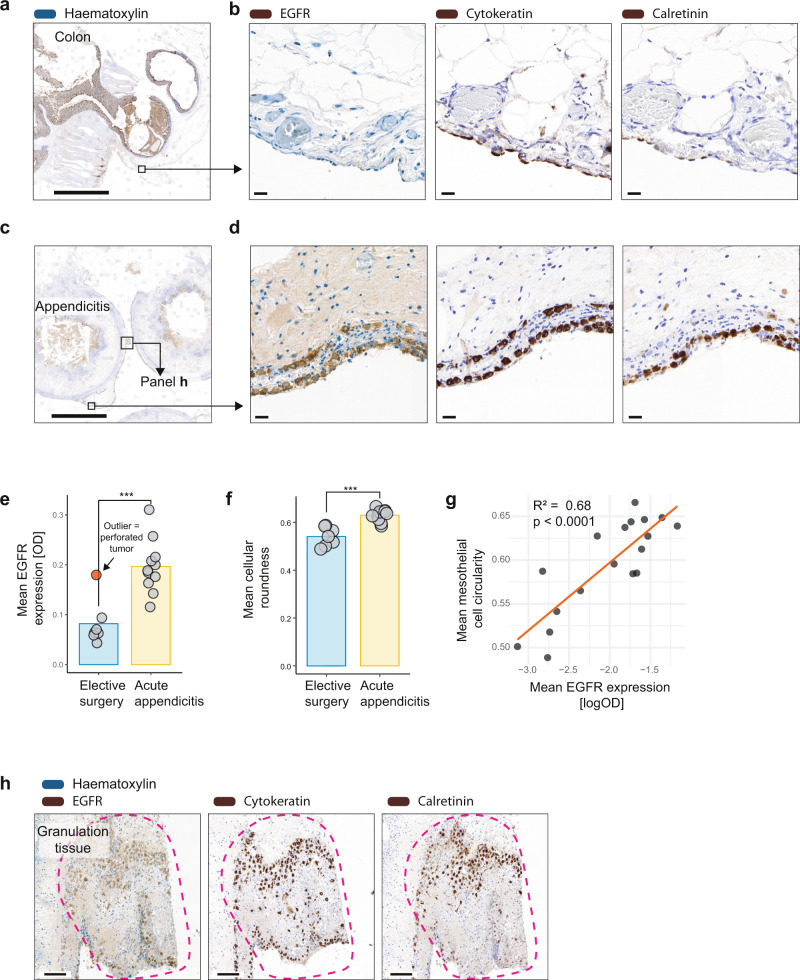
Mesothelial EGFR expression of human patients with bacterial peritonitis is increased. **a**–**d** Biopsies from human patients. Patients either underwent surgery due to acute appendicitis (**c**, **d**) or for elective abdominal surgery such as tumor surgery (**a**, **b**). Formalin fixed and paraffin-embedded samples were stained with anti-human epidermal growth factor receptor (EGFR), anti-human cytokeratin and anti-human calretinin. (**a**) and (**c**) both show an overview. Scale bar: 5 mm. (**b**) and (**d**) show magnifications of (**a**) and (**c**) respectively, Scale bar: 20 µm. **e** Mean EGFR expression was quantified in all patients. Outlier in red color represents an elective-surgery case that turned out to be a perforated tumor with potential bacterial contamination (not excluded for statistical testing). *P* = 0.00075. **f** Automated quantification of mesothelial cell roundness. *P* = 0.00013. **g** Linear regression shows a correlation between mean mesothelial EGFR expression and mean mesothelial roundness (*R*^2^ = 0.68, *p* < 0.0001). **h** Area with suspected appendiceal adhesion covered up with granulation tissue. Magnification shows the abundance of EGFR positive cells in granulation tissue. Scale bar: 100 µm. The images shown in (**a**–**d**) are representative of the quantification shown in (**e**–**f**). The images shown in (**h**) are representative of the appendicitis group of patients. Data are presented as mean and individual symbols. Data are representative of *n* = 7 for Elective and *n* = 11 for Appendicitis group. Patient demographics according to Supplementary Table 1. Indicated statistical differences in (**e**) and (**f**) by Wilcoxon test (two-sided). R-squared and *p*-value in (**g**) by linear regression. Source data are provided as a Source Data file. ***P < 0.001. OD: optical density.

### Human patients with fresh adhesions show elevated EGFR-agonist expression

Next, we wanted to confirm these retrospective observations on a prospective cohort of patients suffering from adhesions. We enrolled *n* = 21 consecutive patients undergoing either elective surgery, emergency surgery for sepsis, or second look emergency surgery. Second look emergency surgery patients had to be re-operated due to any reason within 14 days after an initial intraabdominal procedure. The presence of adhesions was scored, and patients were grouped into three categories: no adhesions, old adhesions (patient had some adhesions, but they were visibly old and not due to recent surgery) and fresh adhesions either due to abdominal sepsis or recent abdominal surgery. The demographics of this second patient cohort are summarized in Supplementary Table 2. A population of EGFR positive cells was found in biopsies of patients with fresh adhesions (Fig. 8a). These cells also stained positive for mesothelin, suggesting a mesothelial origin of these cells (Fig. 8a). In addition, leukocytes from peritoneal washes of all patients were sampled. Gene expression of EGFR ligands by peritoneal leukocytes displayed significantly increased levels of amphiregulin (*AREG*) and epiregulin (*EREG*) in patients with fresh adhesions when compared with both control groups (Fig. 8b, c). Interestingly, epidermal growth factor (*EGF*) was significantly downregulated when compared with controls (Fig. 8d). There was no significant difference in transforming-growth-factor alpha (*TGFA*) (Fig. S10a). In summary, these results replicate two key findings of our mouse model, fresh human adhesions contain EGFR positive cells that are derived from the mesothelium, and human peritoneal leukocytes produce EGFR ligands.

**Fig. 8:**
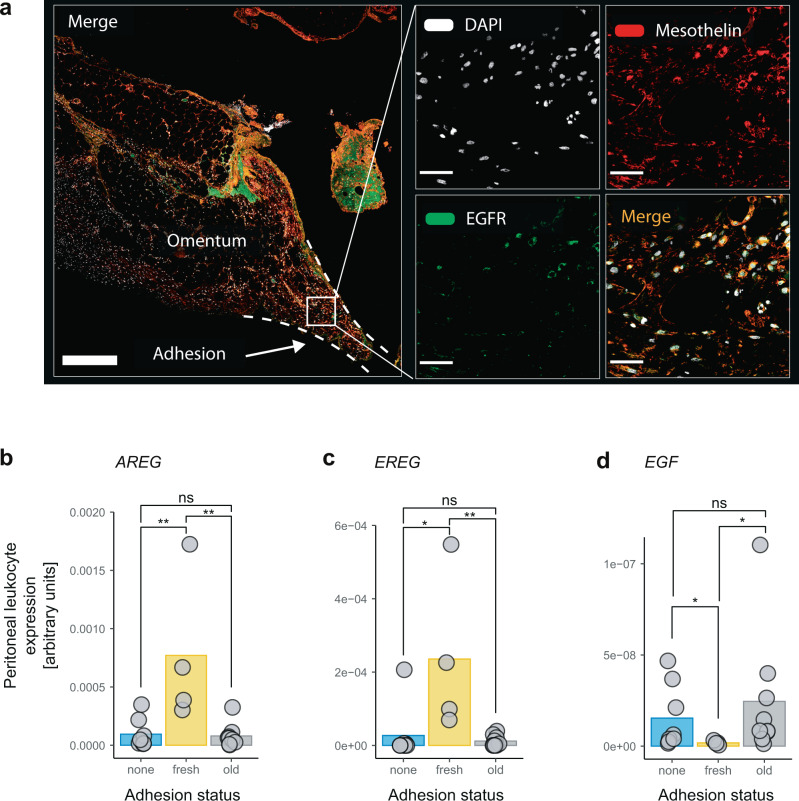
Human patients with adhesions have EGFR positive cells of mesothelial origin in them and an elevated EGFR-agonist expression in their peritoneal leukocytes. **a** Biopsy from a patient with a fresh adhesion (13 days after initial surgery) stained for mesothelin and epidermal growth factor receptor (EGFR). Image depicts omental tissue that was adherent to a piece of intestine (the latter could not be included in the biopsy). Magnification shows cells that are double positive for mesothelin and EGFR. Scale bar overview: 500 um, Scale bar magnification: 50 µm. Images are representative of *n* = 4 human patients. **b**–**d** Peritoneal leukocytes were isolated from patients with no, fresh or old adhesions. Expression of EGFR ligand genes was measured by quantitative polymerase chain reaction. (**b**) amphiregulin (*AREG*), none vs. fresh: *p* = 0.0081, none vs. old: *p* = 0.96, fresh vs. old: *p* = 0.0056. **c** epiregulin (*EREG*), none vs. fresh: *p* = 0.016, none vs. old: *p* = 0.24, fresh vs. old: *p* = 0.0028. (**d**) epidermal growth factor (*EGF*), none vs. fresh: *p* = 0.028, none vs. old: *p* = 0.48, fresh vs. old: p = 0.02, Data are represented as mean and individual symbols. Data represent *n* = 8 for none, 4 for fresh, and 9 for old individual patients of one independent cohort study. Patient demographics according to Supplementary Table 2. Indicated statistical differences by Wilcoxon test (two-sided) with Holm-Bonferroni correction for multiple-testing. *P < 0.05, **P < 0.01, n.s. *P* ≥ 0.05. Source data are provided as a Source Data file.

## Discussion

Adhesion formation is driven by a complex interaction of cytokines, coagulation, and growth factors relaying between immune and stromal cells at the site of surgical injury^8^. The duration and severity of the peritoneal inflammatory state is a crucial factor and epidemiologic studies in humans show a correlation between peritonitis, tumor necrosis factor alpha levels, and the severity of adhesions^13,14^. Therefore, immunosuppression has been proposed as potential therapy to attenuate adhesion formation^8^. While this may be potentially rewarding in sterile situations, the use of immunosuppressive drugs seems problematic in cases of bacterial contamination. In fact, in a model of septic peritonitis, while anti-inflammatory and anti-coagulation treatment led to decreased adhesion formation, this treatment significantly increased mortality^34^. This demonstrates that inflammation and coagulative compartmentalization of the peritoneal cavity are important mechanisms of innate immunity that prevent spread of contaminating microbes. However, the resulting adhesions result in considerable morbidity. Therefore, a better understanding of the origin of collagen-producing cells in this fibrotic disease, especially under circumstances of bacterial contamination, may help to find a way to prevent pathologic fibrosis while leaving innate immune function intact.

The capacity of mesothelial cells to undergo a mesothelial to mesenchymal transition has been reported in other diseases^24,25,35,36^. Furthermore, it has been suggested that mesothelial cells are also an important cellular origin of adhesions, as shown with membrane dyes^11,12,37^. More recently, Fischer et al. used an inducible genetic lineage tracing system based on the mesothelial cell marker *Procr* to show that adhesion myofibroblasts arose from mesothelial precursors^3^. Here, we used a *Wt1*-based genetic lineage tracing which aligns with these findings and demonstrates that the vast majority of myofibroblasts within adhesions are derived from the mesothelium, and not from fibroblasts. Therefore, inhibiting the molecular mechanisms by which mesothelial cells become activated myofibroblasts may provide a means to ameliorate the major source of collagen found in adhesions.

Our data suggest that the proliferation of mesothelial cells is driven by receptor tyrosine kinases of the ERBB family such as EGFR and ERBB2, which is significantly more pronounced in the presence of contaminating gut microbes. We show that EGFR signaling is activated by AREG and HB-EGF, these are EGFR ligands that are derived by leukocytes which infiltrate the wound. EGFR signaling is potentiated by contaminating gut microbes. Firstly, this is due to an increase of EGFR ligand production by immune cells in the peritoneal lavage. Secondly, the mesothelium shows a profound upregulation of the receptor (EGFR) in response to contaminating microbes. The mechanism of this upregulation of EGFR in response to microbial challenge needs yet to be investigated. Furthermore, our data indicate that EGFR is expressed predominantly on the basolateral side of mesothelial cells. This could indicate that the EGFR-ligands produced by immune cells in the peritoneal cavity, only access their receptors at sites of disrupted mesothelial integrity. Indeed, similar mechanisms have been described for repair of injuries to the lung epithelium^38^. Taken together, we provide mechanistic insight into EGFR signaling during post-surgical serosal wound healing and adhesion formation.

Our data suggest that EGFR inhibition may prevent post-surgical formation of adhesions. EGFR inhibition has been reported to prevent generalized peritoneal fibrosis^39^, a different disease that shares some pathologic hallmarks with adhesion formation, such as mesothelial origin of collagen secreting myofibroblasts. Here, we show that many key observations in the mouse model were replicated in biopsies of adhesions from human patients. Patients undergoing surgery for acute appendicitis showed significantly elevated EGFR levels in the mesothelium when compared with patients undergoing elective surgery. Additionally, adhesions from patients show the presence of mesothelin/EGFR double-positive cells, suggesting that adhesions may be derived from mesothelial cells. Together, these data suggest that the EGFR-dependent mechanism we identify here is involved in human patients developing adhesions. In conclusion, inhibition of EGFR signaling may represent an avenue for preventing the development of adhesions in patients, by abrogating the expansion and differentiation of mesothelial cells into adhesions. This is particularly interesting because several small-molecule EGFR-inhibitors, like Gefitinib used in this study, have already been approved for the treatment of non-small lung cancer. In our study, high Gefitinib concentrations were necessary to be effective on mesothelial cells in vitro and in vivo. This is a potential limitation to this approach. Further studies, such as retrospective analysis of patients that underwent abdominal surgery while being treated with EGFR-inhibitors as well as prospective studies are warranted to investigate the benefit of EGFR-inhibition in preventing adhesions in human patients.

## Methods

The research conducted complies with all relevant ethical regulations. Human studies and the use of human samples were approved by the Ethical commission of the Canton Bern (project ID: 2017-00573 and 2020-00077). Animal experiments were carried out in accordance with Swiss federal regulations and approved by the cantonal committee on animal experimentation in Bern Switzerland (BE 18/17 and BE 55/18). The experiments conducted in Canada were conducted in accordance with Canadian legislations and policies and approved by the institutional animal care committee of the University of Calgary in Calgary Canada (AC19-0148 JZ-PA).

### Experimental animals

Female C57BL/6(J) mice with 8 to 12 weeks of age were purchased from Envigo, Netherlands. Animals were housed in specific-pathogen-free (SPF) conditions with free access to water and food, a 12 h day-night cycle in the central animal facility of the University of Bern, Switzerland. The ambient temperature was 20±2 °C and humidity was kept at 50±10%. Female *Wt1*^*CreERT2*^ *Rosa26*^*tdTomato*^ reporter mice^25^ were housed in SPF conditions with free access to water in the central animal facility of the University of Calgary, Canada. The ambient temperature was 21 °C, and humidity was kept at 32%. Female *Wt1*^*CreERT2*^ *Rosa26*^*tdTomato*^ reporter were used for experiments at age 10–12 weeks.

### Germ-free and gnotobiotic mice

Female germ-free C57BL/6(J) mice were derived germ-free as previously described^40^ and maintained germ-free in flexible film isolators in the Clean Animal Facility of the University of Bern, Switzerland. Germ-free mice were routinely monitored by culture-dependent (Luria-Bertani broth) and -independent (Gram and DNA-Sytox stains) methods to confirm sterility. Female gnotobiotic C57BL/6(J) mice colonized with stable defined moderately diverse mouse microbiota (sDMDMm2) containing 12 defined bacterial strains were generated^20^ and maintained at the Clean Animal Facility of the University of Bern. Gnotobiotic mice were routinely monitored by 16 s rRNA gene sequencing by Ion Torrent PGM system.

### Surgical procedure

General anesthesia was achieved using isoflurane anesthesia (2% v/v) and analgesia Buprenorphine 0.1 mg/kg body weight (Temgesic®, Indivior, #07680419310018) was administered subcutaneously. The abdomen was then shaved and prepared with alcohol solution. For all surgical models, a 2.5 cm median laparotomy was performed to access the abdominal cavity. Then, lesions were induced to trigger adhesion formation such as peritoneal buttons (PB) and cecal ligation and puncture (CLP). The abdomen was closed using a one-layer running suture (6-0 Prolene^®^, Ethicon). PB was performed as previously described^41^. In brief, a small portion of the peritoneum is grasped and ligated at its base using a polypropylene suture (4-0 Prolene®, Ethicon), creating a standardized peritoneal button. This is repeated for a total of four buttons, one in each quadrant. A modified sub-lethal CLP was performed. The model was performed as previously described^34^. Different lengths of the cecum were ligated (4 and 2 mm) and punctured once through with a needle of different sizes (18, 21, and 25 Gauge). In the PB + CLP model the lesions of the PB and CLP models were combined. No standard antibiotics prophylaxis was administered. If perioperative antibiotics were given, they were administered 30-60 min prior to surgery by subcutaneous route. The antibiotic substance given were either Ceftriaxone (120 mg/kg, Fresenius Kabi, #61338002), Clindamycine (36 mg/kg, Pfizer, #61898002) or Amoxicillin + Clavulanic acid (200 + 20 mg/kg, Mepha, #56758004).

### Evaluation parameters and tissue collection

For adhesion scoring and tissue collection, mice were anesthetized by subcutaneous injection of 6 ul/g body weight of a cocktail of Fentanyl, Midazolam, and Medetomidine as previously described^42^. The abdominal wall was accessed using an inverted U-shaped incision and adhesions were scored by two different observers according to the scoring schemes proposed by Nair, Mazuji, and Zuhlke^16–18^. In addition, an advanced scoring scheme called adhesion index was introduced as described in the results section. Blood was collected from the inferior vena cava using a 24 Gauge catheter (BD Insyte-W). Blood was incubated at room temperature for 60-90 min and centrifuged at 2000 × *g* for 20 min, then the supernatant serum was collected. Collection of peritoneal fluid and peritoneal cells was done as previously described^43^. In brief, the abdominal cavity was flushed with 5 ml of ice-cold phosphate-buffered saline (PBS) which was immediately re-aspirated and snap-frozen in liquid nitrogen for analysis. Tissue biopsies of peritoneal buttons, peritoneal adhesions and healthy peritoneum control were taken and either snap-frozen or fixed in formalin for 4 h at RT.

### Preparation and administration of small molecule inhibitors

Gefitinib (Sigma, #SML1657) and Ly294002 (Lucerna Chem, #HY-10108): Stock solutions were prepared by dissolving 100 mg/ml in DMSO. Stock solutions were diluted with saline to reach a final concentration of 20 mg/ml Gefitinib in 20% DMSO. Selumetinib (Lucerna Chem, #HY-50706) was dissolved in 10% DMSO in corn oil. Small molecule inhibitors were administered 2–3 h after the surgery and once daily thereafter. Gefitinib and Ly294002 were administered by intraperitoneal injection and Selumetinib by oral gavage, with the doses as specified in the manuscript and figure legends.

### Cecal slurry (CS) stock preparation

CS was prepared as previously described^44^. In brief, fecal content from ceca of C57BL/6(J) mice was collected and mixed with sterile water at a ratio of 0.5 ml water to 100 mg of cecal content. The suspension was then filtered consecutively through a 100 µm and 70 µm filter. The filtered solution was then mixed with an equal volume of 30% glycerol in PBS, resulting in a final CS stock solution in 15% glycerol in PBS. The CS stock was aliquoted and stored at −80 °C for later experiments. Heat inactivation of CS was performed by incubating CS stock solution for 20 min at 72 °C. Colony formation assays were performed before and after to confirm heat inactivation.

### Immunohistochemistry

For immunohistochemistry formalin-fixed paraffin-embedded patient material was cut in 2.5 µm thick serial sections followed by deparaffinization, rehydration, and antigen retrieval using an automated immunostainer (Bond RX, Leica Biosystems, GER). Antigen retrieval was performed for epidermal growth factor receptor (EGFR) with protease for 5 min at 37 °C. EGFR antibody was diluted 1:25 (Supplementary Table 3). Slides were counterstained with hematoxylin. Scans were acquired with an automated slide scanner Panoramic 250 (3DHistech version 3.0.2) at ×40 magnification. Images were analyzed using the QuPath software^45^.

### Immunofluorescence

Formalin-fixed material, incubated overnight in 30% sucrose, was cut at 7 μm in a cryostat (CM3050 S, Leica). After protein blocking (PBS, 5% goat serum), the slides were incubated with the primary antibody with concentrations according to Supplementary Table 3. This was followed by an incubation with a secondary antibody for 1 h at room temperature according to Supplementary Table 3.

### Cytospin

Mesothelial cells were suspended in PBS containing 3% FCS with primary and secondary antibodies according to Supplementary Table 3. After staining, cells were centrifuged at 800 × *g* onto a glass slide using Cytospin4^®^ Cytocentrifuge (Thermo Fisher Scientific).

### QuPath image analysis

Using QuPath software^46^ digital-scanned tissue sections of EGFR IHC were first preprocessed in the built-in visual stain editor using default settings for estimation of stain vectors to improve staining quality. In each tissue section, the mesothelium was annotated by a pathologist (H.D.). Using a watershed segmentation method, cells were automatically detected and manually reconfirmed by a pathologist (H.D.) based on histomorphological features including cellular and nuclear shape. A minimum of 800 cells and a total of 77 parameters per cell (including cell perimeter, cell circularity, staining OD etc.) was quantified for each tissue sample. Results were exported as.csv files for statistical analysis in R.

For collagen quantification, sections were stained with Masson Trichrome (Sigma, #HT15-1KT) according to the manufacturer’s instruction. Two independent and blinded investigators (JZ, JM) annotated the adhesion area and exported it to ImageJ^46^. The RGB image was split into the respective red, green, and blue image components. Collagen formation was quantified by measuring the area percentage of blue channel above a threshold of 120 units (8-bit).

### Isolation of primary mouse peritoneal mesothelial cells

Mice were anesthetized as described above. A 22 Gauge catheter was inserted into the peritoneal cavity and the peritoneal cavity was flushed three times with 5 ml warm PBS containing 2 mM EDTA. The wash buffer was aspirated completely for each wash and discarded. Then, 5 ml of digestion buffer (0.5% Trypsin-EDTA, ThermoFisher, #15400-054) were injected and incubated for 10 min while the mouse was kept warm under an infrared light. The digestion buffer was aspirated, and the abdominal cavity was flushed three times with 5 ml ice cold PBS containing 2 mM EDTA and 3% FCS to collect mesothelial cells. Cells were purified as previously described^25^. In brief, cells were washed two times and then incubated with anti-mouse GPM6A (Clone Nr. 321, MBL, #D055-3) for 30 min at 4 °C. After centrifugation the cells were incubated with anti-rat IgG MicroBeads (Miltenyi, #130-048-502) and were purified by MACS Separation columns LS (Milteny, #130-042-401) according to their instructions. Cells were cultured in RPMI 1640 GlutaMAX™ medium (Gibco, #61870044) supplemented with 13% fetal bovine serum, Insulin-Transferrin-Selenium-Sodium Pyruvate (ThermoFisher, #51300044), 20 mM Hepes (Sigma, #H0887), and 100 U/ml Penicillin-Streptomycin (ThermoFisher, #15140122).

### RNA-sequencing of mesothelial cells

Mesothelial cells at different time-points after surgical induction of peritoneal adhesions using the PB + CLP model were isolated and purified as described above. Cells were kept on ice for a maximum of 30 min. Total RNA was isolated from purified cells by ReliaPrep RNA Miniprep Systems (Promega, #Z6010) according to manufacturer’s instructions. RNA quality was assessed using the Bioanalyzer (Agilent 2100 Bioanalyzer) and an RNA 6000 Nano Kit (Agilent Technologies, #5067-1512). Nucleic acid quantification was done using the Qubit RNA Assay (ThermoFisher Scientific, #Q32852). Total RNA was used as input for complementary DNA (cDNA) preparation. Fragments were sequenced using S1 cell flow on a NovaSeq 6000 operated by NovaSeq Control Software (v. 1.5). The reads obtained were trimmed for base call quality and the presence of adapter sequences. Raw fastq files were aligned to the mouse reference genome mm10 using HISAT2^47^. The counts were counted with the featureCounts function of the R package Rsubread. The resulting read counts matrix was analyzed using a standardized Bioconductor workflow with limma, Glimma and edgeR packages in R (23). In brief, raw counts were transformed to counts per million (CPM) after the calculation of library size normalization factors using the edgeR package. Genes not expressing at least 1 CPM in 3 samples were filtered out. For gene differential expression analysis data were transformed and weighted using the voom package. Then a linear model was fitted in the limma package and contrasts were estimated for each gene. A log2-fold change of 1 and *p* < 0.01 were considered as threshold of differentially expressed genes. Differentially expressed genes by limma pairwise comparison were subjected to gene set enrichment analysis using metascape [http://metascape.org](24).

### Single-cell RNA-Sequencing of peritoneal buttons

Mice C57BL/6(J) underwent surgery to receive injury alone (PB) or in combination with bacterial contamination (PB + CLP). After 24 h mice were euthanized by injection anesthesia and subsequent intracardial perfusion with ice cold PBS with 2 mM EDTA. Peritoneal buttons were excised and digested for 30 min at 37 °C in IMDM (Gibco, #12440061) containing Ca, 25 mM Hepes, 2% FCS, 1 mg/ml Collagenase 1a (Sigma, #C9891-1g) and 0.1 mg/ml DNAseI (Roche, #10104159001). IMDM with 2 mM EDTA was used to stop the reaction and wash the cells. Then, samples were resuspended in 40% Percoll (VWR, #17-0891-01) and pipetted on top of 80% Percoll solution to create a gradient. After centrifugation (650 × *g*, 20 min), the interface was transferred again and washed in DPBS + 0.04% BSA. Finally, the sample was resuspended in DPBS + 0.04% BSA for library preparation. RNA-seq libraries were prepared from 10000 cells using the Chromium Single Cell 3’ Library & Gel Bead Kit v3 (10xGenomics, #PN-1000075). Libraries were prepared according to the manufacturer’s protocol. Sequencing was performed on a NovaSeq 6000 S2 flow cell operated by NovaSeq Control Software (v. 1.7). The function cellranger count from Cell Ranger was used to transform the fastq files. The reference genome was the mm10 available at Illumina Cell Ranger webpage. Next, we used the function cellranger mat2csv to generate the UMI matrix.

### scRNA-Seq data analysis

Data analysis was done following the standard Seurat pipeline^48^. The Seurat objects were created with the function Read10x. Cells expressing less than 200 genes were excluded. Dead cells, identified as cells with more than 10% reads coming from mitochondrial genes, were excluded. Doubles were removed using the doubletFinder function from the DoubletFinder package^49^. The transformation was done using Seurat’s SCT transform and the Seurat objects were merged using the merge function. We performed a Principal Component Analysis (PCA) of the Seurat object with the RunPCA function for all the cells. Clustering and dimensionality reduction were performed using FindNeighbors, FindClusters, and RunUMAP (dims = 1:30). Clusters merging and annotation were done manually within the Seurat workflow and unsupervised using the SingleR package^50^ for validation. We used the MAGIC package for dropout correction for the gene expression visualization shown^51^.

### Western blot

Protein extraction was performed with RIPA buffer completed with protease inhibitors. Concentration was measured with Bio-Rad microplate protein assay (Biorad, #500-0006). Identical amount of total protein was separated by SDS-PAGE and then transferred on a nitrocellulose membrane (Thermo Fisher, #IB23001) by semi-dry transfer. The membranes were incubated with primary antibodies (Supplementary Table 6) overnight at 4 °C and with secondary antibodies (Supplementary Table 6) for 1 h at room temperature. The proteins of interest were detected using Licor Odyssey infrared scanner operated by Li-cor Odyssey software (2.1.15). For normalization, membranes were incubated with HRP-conjugated β-actin antibody which was detected using enhanced chemiluminescence (WesternBright ECL Spray, Witec, #H K-12049-D50) and the Fusion-FX7 system operated by the latest firmware (version 1.0.12). All uncropped and unprocessed scans can be found in the Source Data file. All loading controls are displayed in the Source Data file and representative loading controls were chosen for the main text figures.

### Whole-mount tissue staining, clearing, and imaging

Whole-mount staining and tissue clearing were done as previously described^26^. In brief, mice were perfused with PBS containing 5 mM EDTA. Adhesions/peritoneal buttons were dissected and fixed with 4% PFA/PBS for 2 h at 4 °C. Samples were washed 3 × 30 min in 1% Triton/PBS and then permeabilized and blocked in blocking buffer (1% Triton, 10% FCS, 0.02% sodium azide in PBS). Antibodies were diluted in blocking buffer and incubated for 24–48 h at 4 °C on a rotation device. After washing for 3 × 1 h in blocking buffer and 3 × 10 min in 1% Triton/PBS, the samples were dehydrated using an ethanol series (4 h 50%, 4 h 75%, 2 × 4 h 100%) with a pH of 9.0. Dehydrated samples were incubated in ethyl cinnamate (Sigma, #112372) for 2 h at room temperature and imaged within 2 days with an inverted Leica SP8 2-photon confocal microscope (Leica Microsystems) operated by Leica LAS X software.

### Multiplex cytokine assay (Mesoscale)

Cytokine measurements were done from mice following PB + CLP model using the Meso Scale Discovery system (MSD, Rockville, Maryland). Serum and peritoneal fluid were collected as described above and stored at −80 °C. The assay was performed according to the manufacturer’s instructions. In brief, the MSD system employs a multiplexed immuno-sandwich assay. Each well was prepared with a cocktail of up to 10 specific capture antibodies. Diluted samples and serially diluted standards were pipetted into 2 plates of the customized 19-plex assay. After incubation, cytokine was detected using a cocktail of up to 10 specific, SULFO-TAG-conjugated, detection antibodies. The plate was read in a Meso Scale plate reader and cytokine concentration was calculated from a standard curve, which was fitted for each cytokine using a 4-parameter logistic regression model.

### Flow cytometry

Suspended cells were isolated from the peritoneal cavity by repeatedly flushing the peritoneal cavity with ice cold PBS containing 3% FCS and 2 mM EDTA (FACS buffer). Cells were filtered through a 40 μm cell strainer (Falcon, #352340) and after centrifugation re-suspended in erythrocyte lysis buffer (Qiagen, #160018730) for 5 min at room temperature. Cells were washed in PBS and stained with fixable viability dye (efluor 506, eBioscience, #65-0866-14) diluted in PBS for 20 min on ice. Single-cell suspensions were incubated with fluorescence-coupled antibodies diluted in FACS buffer according to titration (Supplementary Table 5). Finally, cell data were acquired on a LSR II SORP H271 (BD Biosciences). Flow cytometric analysis was done using FlowJo (Treestar). In all experiments, FSC-H versus FSC-A was used to gate on singlets with dead cells excluded using the fluorescence-coupled fixable viability dye.

### Gene expression analysis

Tissue samples were snap-frozen in liquid nitrogen. Total RNA was isolated from the tissue by NucleoZOL reagent and following manufacturer’s protocol (Macherey-Nagel, #740404.200). RNA concentration and quality were analyzed by spectrophotometer NanoDrop ND-1000 (Thermo Scientific). A total of 500 ng RNA was used for cDNA synthesis by reverse transcription (Omniscript RT Kit 200, Qiagen, #205113). Quantitative PCR was performed using TaqMan gene expression assays (ThermoFisher Scientific) and a real-time PCR cycler (ABI 7900, SDS 2.3 software). Primer and probe sequences were purchased from ThermoFisher Scientific (Supplementary Table 4). Relative changes in mRNA were calculated.

### Human samples

Both patient cohorts presented in this study were approved by the Ethical commission of the Canton Bern (project ID: 2017-00573 and 2020-00077). All patients gave their informed consent. Participants did not receive any form of compensation. Histology was performed as described above. The isolation of peritoneal leukocytes was performed as previously described^52^. In brief, suction bags were removed after the surgical procedure was finished. The suction fluid was filtered through a 100 um filter and a Ficoll gradient (GE Healthcare, #17-5442-02) was performed by pipetting 10 ml Ficoll under 35 ml peritoneal lavage fluid in a 50 ml falcon tube. Tubes were centrifuged at 800 × *g*, 4 °C, 20 min, no brake. The interface was collected and transferred to a new tube and after centrifugation resuspended in Erythrocyte lysis buffer (Qiagen, #160018730) for 1 min at room temperature. After one wash with PBS and centrifugation at 800 × *g* for 5 min, the pellet was lysed for RNA isolation.

### Statistics

Statistical tests were performed using R^53^. Grouped data were compared using non-parametric tests (Wilcoxon). Multiple testing was corrected using Holm’s sequential Bonferroni post-hoc test and *p* = 0.05 was considered the threshold of significance. *P*-values are graphically represented according to the New England Journal of Medicine style: *p* > 0.05: ns, *p* ≤ 0.05: *, *p* ≤ 0.01: ** and *p* ≤ 0.001: ***.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Reporting Summary

## Data Availability

The RNA-Seq data generated in this study have been deposited in the Genome Expression Omnibus (GEO) database under accession code GSE156127. The scRNA-Seq data generated in this study are deposited in the GEO database under accession code GSE186658. The publicly available data (Mus musculus genome assembly, mm10) used in this study are available in the National Center for Biotechnology Information (NCBI) database under accession code GRCm38 [https://www.ncbi.nlm.nih.gov/assembly/GCF_000001635.20/]. The remaining data are available within the Article, Supplementary Information or Source Data file. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Intraperitoneal microbial contamination drives post-surgical peritoneal adhesions by mesothelial EGFR-signaling
**Source:** Nat Commun. 2021 Dec 16;12:7316. doi: 10.1038/s41467-021-27612-x
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary Information for “Intraperitoneal microbial contamination drives post-surgical peritoneal adhesions by mesothelial EGFR-signaling”

Joel Zindel<sup>1,2\*</sup>, Jonas Mittner<sup>1</sup>, Julia Bayer<sup>1</sup>, Simon L. April-Monn<sup>3</sup>, Andreas Kohler<sup>1</sup>, Ysbrand Nüsse<sup>2</sup>, Michel Dosch<sup>1</sup>, Isabel Büchi<sup>1</sup>, Daniel Sanchez-Taltavull<sup>1</sup>, Heather Dawson<sup>3</sup>, Mercedes Gomez de Agüero<sup>1</sup>, Kinji Asahina<sup>4,5</sup>, Paul Kubes<sup>2</sup>, Andrew J. Macpherson<sup>1</sup>, Deborah Stroka<sup>1#</sup> and Daniel Candinas<sup>1#</sup>

# These authors contributed equally

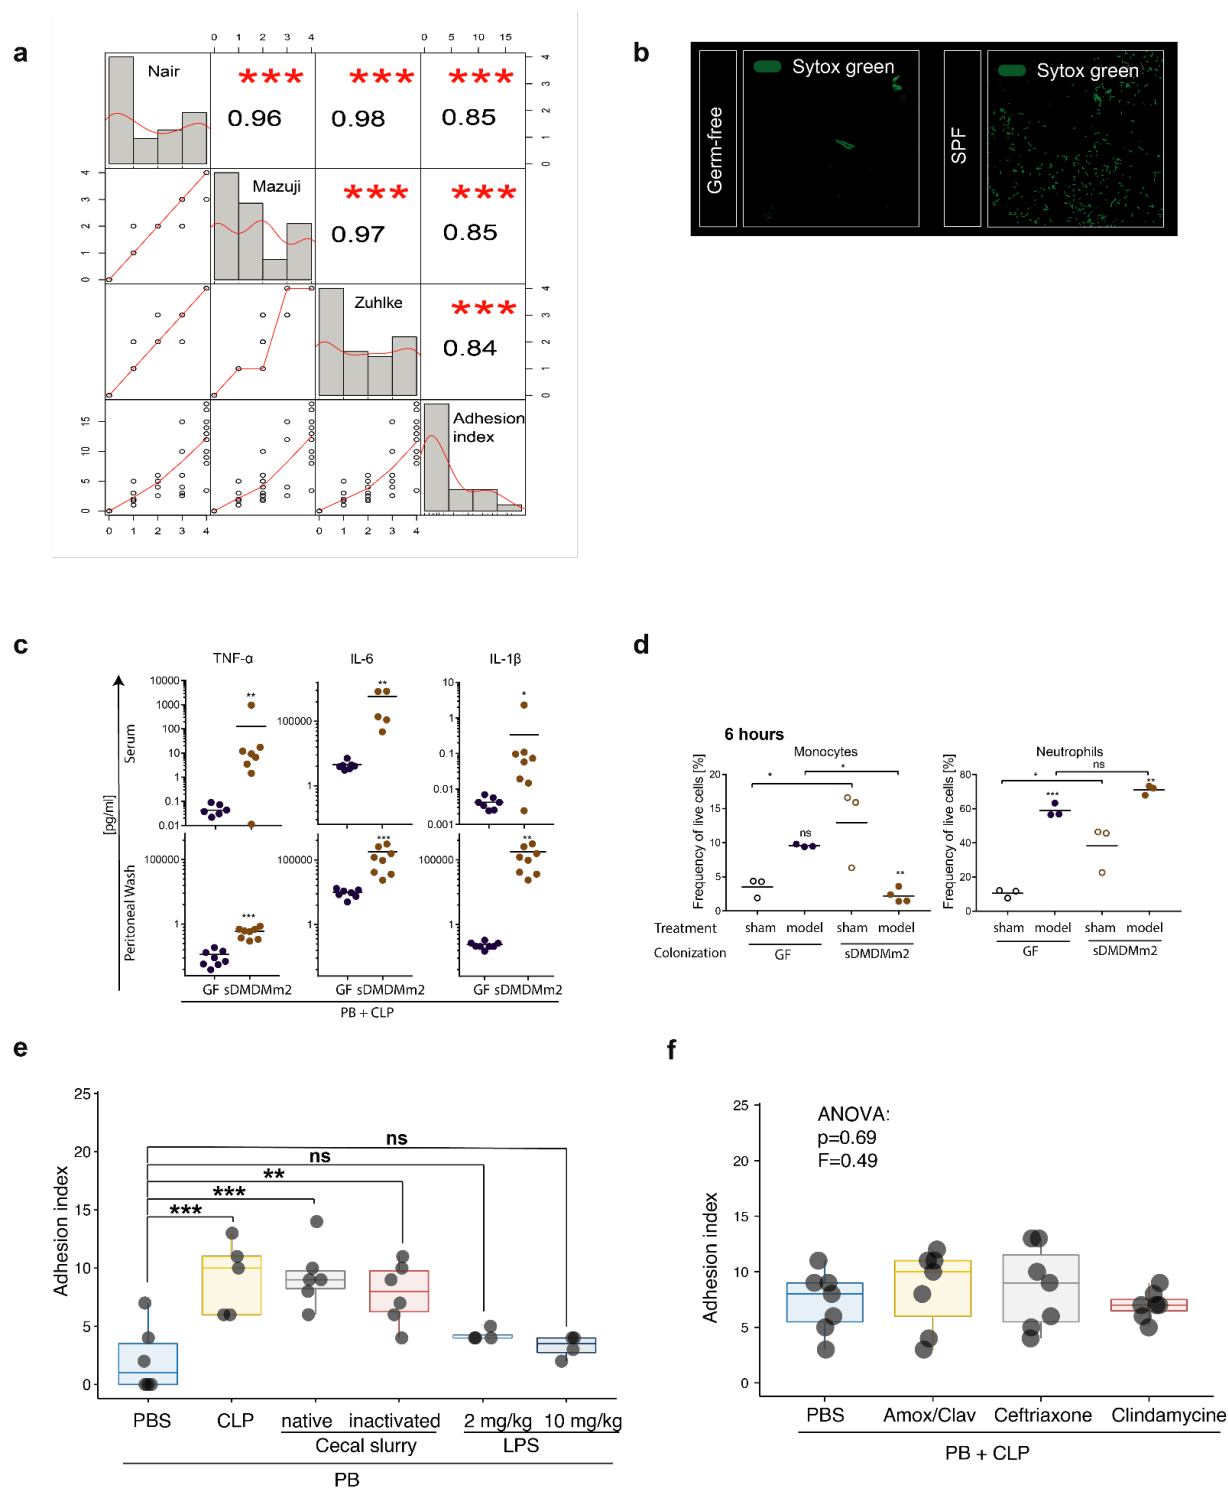

**Supplemental Figure 1. Validation of mouse model.** **a** Correlation matrix comparing adhesion index to published Nair, Mazuji and Zuhlke adhesion scores. **b** Sytox green staining of feces samples of mice 7 days post-surgery shows that germ-free animals remained germ-free. **c** Cytokines (tumor necrosis factor alpha (TNF-alpha), interleukin 6 (IL-6), interleukin 1 beta (IL-1 beta)) in peritoneal cavity fluid and serum of germ-free (GF) and gnotobiotic (sDMDMm2) mice collected 7 days after mice underwent peritoneal buttons and cecal ligation and puncture (PB + CLP). Data represent n=8 independent animals per group

examined over one independent experiment. Data are presented as mean and individual values. Significance by Mann-Whitney tests (two-tailed) without correction for multiple testing. Serum TNF- $\alpha$ :  $p=0.0093$ , Serum IL-6:  $p=0.0025$ , Serum IL-1  $\beta$ :  $p=0.010$ , Peritoneal TNF- $\alpha$ :  $p=0.0002$ , Peritoneal IL-6:  $p=0.0003$ , Peritoneal IL-1  $\beta$ :  $p=0.0028$ , **d** Cell counts (flow cytometry) in the peritoneal fluid 6 hours post-surgery. Data represent  $n=3$  for GF sham, 3 for GF model, 3 for sDMDMm2 sham, and 4 for sDMDMm2 model independent animals examined over one independent experiment. Data are presented as mean and individual values. P-values by one-way ANOVA with Tukey's post hoc test. Exact p-values in Supplementary Data 1. **e** Adhesion index 7 days post-surgery. All mice received peritoneal buttons (PB), in addition mice received either phosphate buffered saline ( $n=6$ ), cecal ligation and puncture (CLP,  $n=5$ ), cecal slurry (CS native,  $n=6$ ), heat inactivated cecal slurry ( $n=6$ ), or lipopolysaccharide (LPS) in two different doses ( $n=4$  each). Data represent independent animals examined and pooled from three independent experiments. Data are presented as individual values and boxplots (median, first and third quartile). Adjusted p-values by one-way ANOVA with Tukey's post hoc test. PBS vs. CLP:  $p=0.001$ , PBS vs. native cecal slurry:  $p=0.00047$ , PBS vs. heat inactivated cecal slurry:  $p=0.0064$ , PBS vs. 2mg/kg LPS:  $p=0.78$ , PBS vs. 10mg/kg LPS:  $p=0.98$ . **f** Adhesion index 7 days post-surgery. All mice received PB + CLP. In addition, mice received one of three broad spectrum antibiotics 30-60 min prior to surgery, or the respective phosphate buffered saline (PBS) control. Data represent  $n=7$  independent animals per group, examined in one experiment. Data are presented as individual values and boxplots (median, first and third quartile). P-value and F-value by one-way ANOVA. \* $P<0.05$ , \*\* $P<0.01$ , \*\*\* $P<0.001$ , \*\*\*\* $P<0.0001$ , n.s.  $P\geq 0.05$ . PBS: phosphate buffered saline.

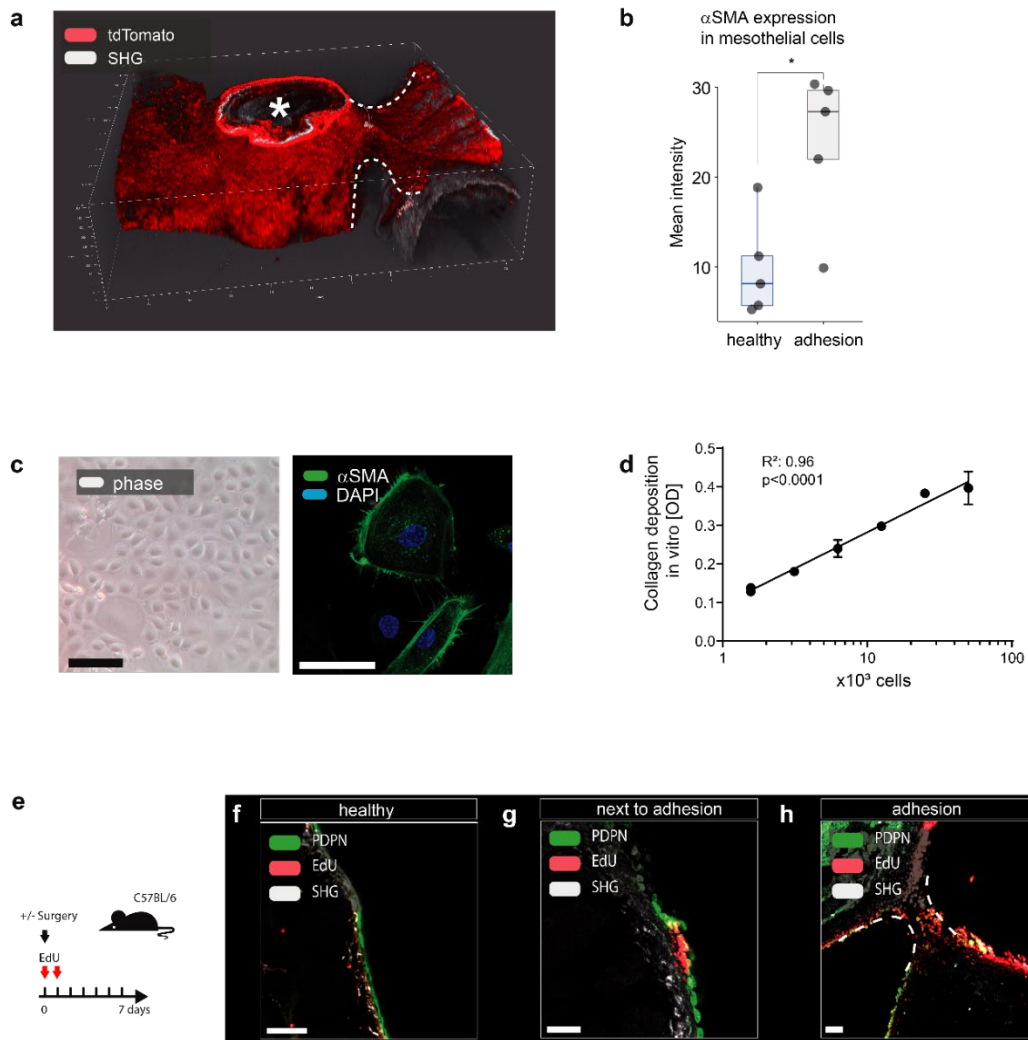

**Supplemental Figure 2. Increase in post-surgical collagen deposition is correlated with activation and proliferative expansion of mesothelial cells.** **a** Three-dimensional reconstruction of an adhesion biopsy of a *Wt1<sup>CreERT2</sup> Rosa26<sup>tdTomato</sup>* reporter mouse obtained 7 days post-surgery. Tissue was cleared and optically sectioned. Collagen is indicated by its second harmonic generation (SHG) Scale bar left panel: 250  $\mu$ m, right panel: 50  $\mu$ m. **b** Alpha smooth muscle actin expression ( $\alpha$ SMA, mean fluorescent intensity) in cells of mesothelial origin (*Wt1<sup>CreERT2</sup> Rosa26<sup>tdTomato</sup>* positive) was measured in healthy regions and adhesion biopsies 7 days after surgery.  $P=0.032$ . **c** Mesothelial cells in culture for 7 days show cobble-stone pattern and start to express  $\alpha$ SMA. Scale bar left panel: 250  $\mu$ m. Scale bar right panel: 50  $\mu$ m. **d** Amount of collagen secretion in vitro (5 days) correlates with number of mesothelial cells seeded. **e** 5-ethynyl-2-deoxyuridin (EdU) was administered twice in the combined injury + CLP model as well as in unoperated control animals during the first twenty-four hours post-surgery. Data represent three technical replicates of  $n=1$  biological sample representative of  $n=2$  independent experiments. Data represent mean  $\pm$  standard deviation. **f-h** Whole mount immunohistochemistry stained for mesothelium marker podoplanin (PDPN) and EdU incorporation. Biopsies were obtained from healthy abdominal wall (f), abdominal wall next to adhesions (g) and adhesions themselves (h). Scale bar: 50  $\mu$ m. Data are represented as median  $\pm$  interquartile range (each symbol represents 1 mouse) (b)  $n=5$  per group, representative of three independent experiments. (c-h)  $n=3$  per group, representative of two independent experiments. P-values by Wilcoxon test (two-sided) with Holm-Bonferroni correction for multiple-testing. \* $P < 0.05$

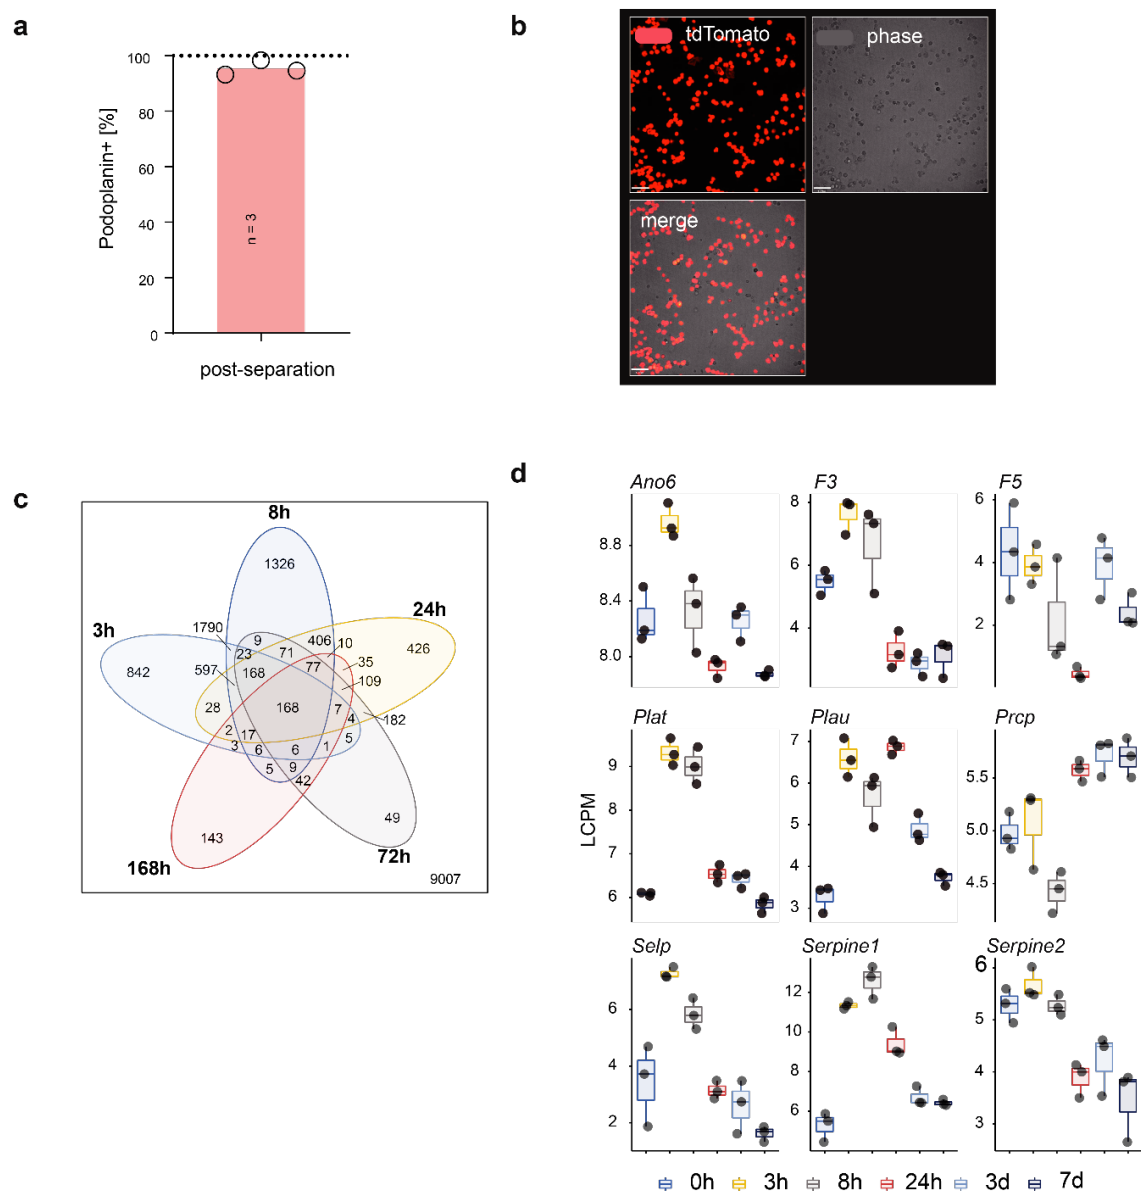

**Supplemental Figure 3. Mesothelial cells undergo a profound transcriptional change post-surgery.** **a** Cells isolated using anti-glycoprotein M6A (GPM6A) magnetic beads were counterstained with podoplanin to validate purity. Data are presented as individual values and mean. **b** Cytospin of cells isolated with anti-GPM6A magnetic beads in *Wt1<sup>CreERT2</sup> Rosa26<sup>tdTomato</sup>* reporter mice that were treated with Tamoxifen. Image is representative of n=3 independent animals of one independent experiment. Scale bar: 50μm. **c** Venn diagram with numbers of genes differentially expressed versus baseline. **d** Mesothelial expression (log count per million, LCPM) of genes associated with coagulation. Data represent n=3 independent animals of one independent experiment. Data are presented as individual values and boxplots (median, first and third quartile).

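The comparison of Fig. S3c was also made with limma-voom and treat, which tests each gene against a log2 fold change of 1, at an adjusted p below 0.05 on the same 15573 genes. With treat, 3667 genes changed at 3 h, 4688 at 8 h, 2307 at 24 h, 930 at 72 h and 640 at 168 h. A total of 6566 genes changed at 1 or more of the 5 time points, 168 at all 5 and 9007 at none. In data with 200 genes changed by simulation, treat recovered 58.5% of them at 3 h and edgeR's quasi-likelihood test 90%, with 0 false calls by either among 14617 genes, 1 by DESeq2 and 0 by limma-voom without treat.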

**a**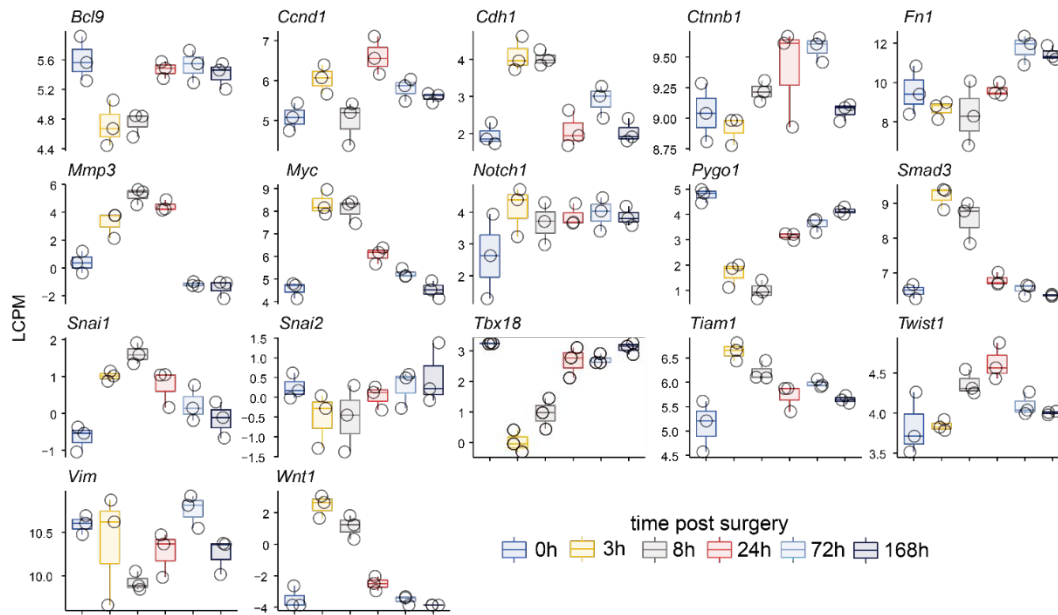**b**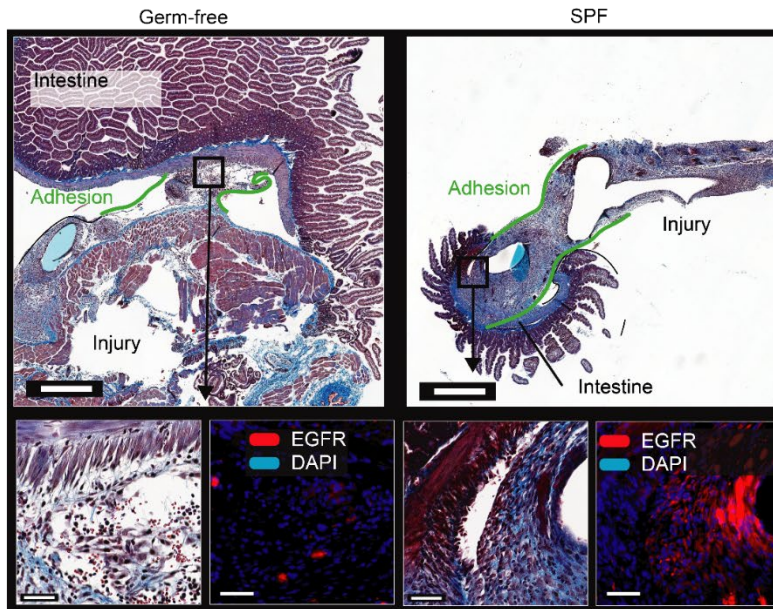

**Supplemental Figure 4. Mesothelial cell activation is driven by receptor tyrosine kinases of the ERBB family. a** Mesothelial expression (log count per million, LCPM) of genes associated with mesothelial to mesenchymal transition. Data represent n=3 independent animals of one independent experiment. Data are presented as individual values and boxplots (median, first and third quartile). **b** Adhesion biopsies from germ-free (GF) and specific-pathogen-free (SPF) mice, 7 days post-surgery (PB + CLP). Masson trichrome staining and Immunohistochemistry for epidermal growth factor receptor (EGFR). Scale bar overview: 500  $\mu$ m, Scale bar magnification: 50  $\mu$ m. The images are representative of n=8 (GF) and n=7 (SPF) animals examined over two independent experiments.

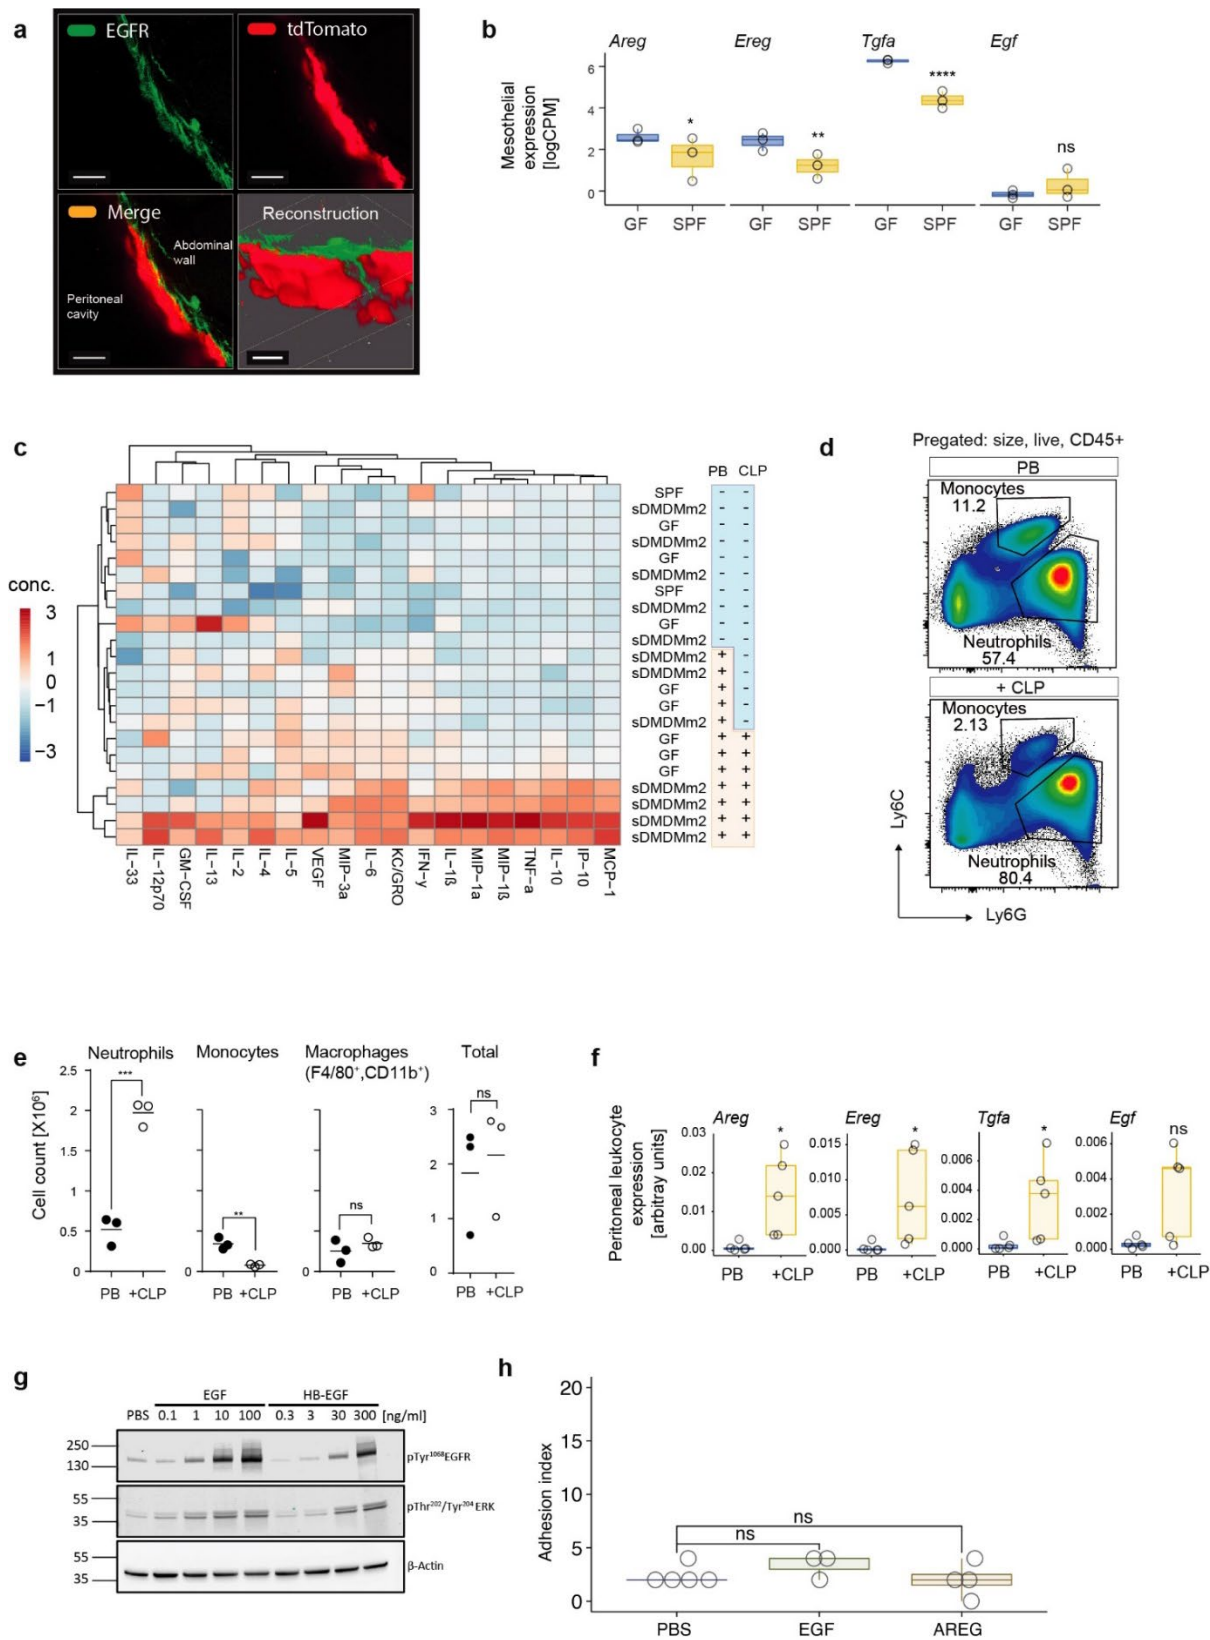

**Supplemental Figure 5. Peritoneal fluid cytokine profile.** **a** Whole mount immunohistochemistry of healthy abdominal wall biopsies from *Wtl<sup>CreERT2</sup> Rosa26<sup>tdTomato</sup>* reporter mice. Epidermal growth factor receptor (EGFR) at baseline is predominantly expressed on the basolateral side. Scale bar: 10µm. **b** Mesothelial cell EGFR-ligand expression (RNA-Seq) of germ-free (GF)

and specific-pathogen-free (SPF) mice 3 hours after surgery (amphiregulin (*Areg*), epiregulin (*Ereg*), transforming growth factor alpha (*Tgfa*), epidermal growth factor (*Egf*)). Data represent n=3 independent animals of one independent experiment. Data are presented as individual values and boxplots (median, first and third quartile). P-values by linear regression modeling described in methods section. Exact p-values in Supplementary Data 1. **c** Peritoneal washes from specific-pathogen-free (SPF), gnotobiotic (stable defined moderately diverse mouse microbiota, sDMDMm2) and germ-free (GF) mice that were either untreated or 7 days after sterile injury (PB) alone or in combination with bacterial contamination (+CLP). Multiplexed mesoscale cytokine/chemokine assay was performed. Hierarchical clustering of the results. Each horizontal line represents one mouse. N=3-7 per group. **d** Flow cytometry results of peritoneal wash 7 days after sterile injury alone (PB) or in combination with bacterial contamination (+CLP). Cells are single cells, gated on live staining<sup>-</sup>, CD45<sup>+</sup> and CD19<sup>-</sup>. **e** Cell counts by flow cytometry of peritoneal wash 7 days after sterile injury alone (PB) or in combination with bacterial contamination (+CLP). Data represent n=3 independent animals of one independent experiment. Data are presented as mean + individual values. P-values by unpaired t-test (two-tailed) without correction for multiple testing. Neutrophils: p=0.0005, Monocytes: p=0.0034, Macrophages: p=0.35, Total: p=0.70. **f** EGFR-ligand expression of leukocytes isolated by peritoneal wash from SPF mice 24 hours after sterile injury alone (PB) or in combination with bacterial contamination (+CLP). Data represent n=5 independent animals of one independent experiment. Data are presented as individual values and boxplots (median, first and third quartile). P-values by Wilcoxon test (two-sided) without correction for multiple testing. *Areg*: p=0.0079, *Ereg*: p=0.0079, *Tgfa*: p=0.032, *Egf*: p=0.095. **g** Western blot stained for phospho-EGFR and phospho-ERK. Primary mesothelial cells were incubated with epidermal growth factor (EGF) and heparin-binding epidermal growth factor (HB-EGF) with the indicated doses for 20 minutes. **h** Adhesion index 7 days post-surgery. All mice received PB only. In addition, mice were injected intraperitoneally with either phosphate buffered saline (PBS) or 5µg of either epidermal growth factor (EGF) or amphiregulin (AREG) daily. P-values by Wilcoxon test (two-sided) with Holm-Bonferroni correction for multiple-testing. PBS vs. EGF: p=0.29, PBS vs. AREG: p=0.77. Data represent n=5,3 and 4 independent animals of one independent experiment. Data are presented as individual values and boxplots (median, first and third quartile). \*P<0.05, \*\*\*P<0.001, n.s. P≥0.05.

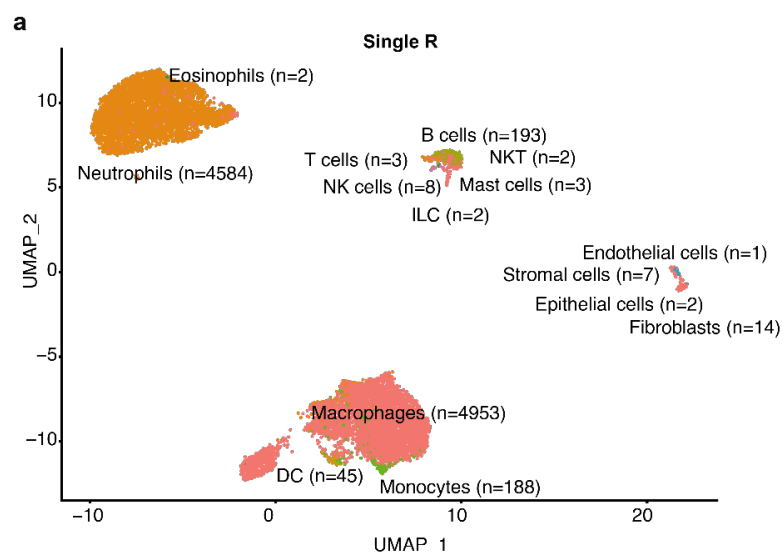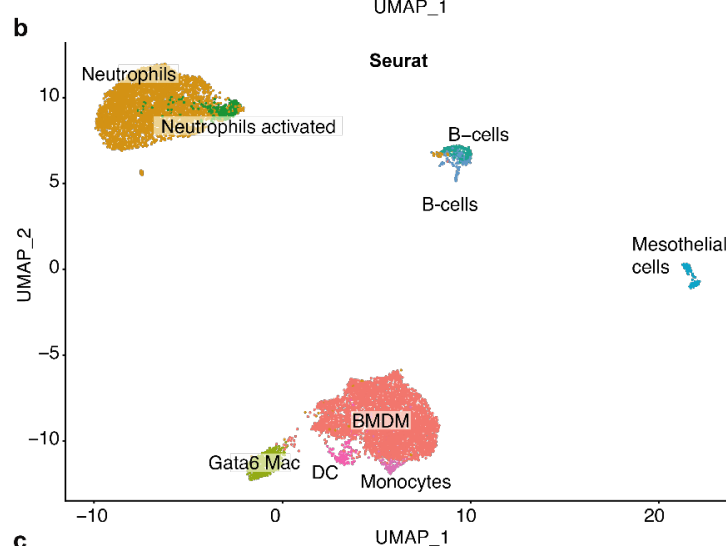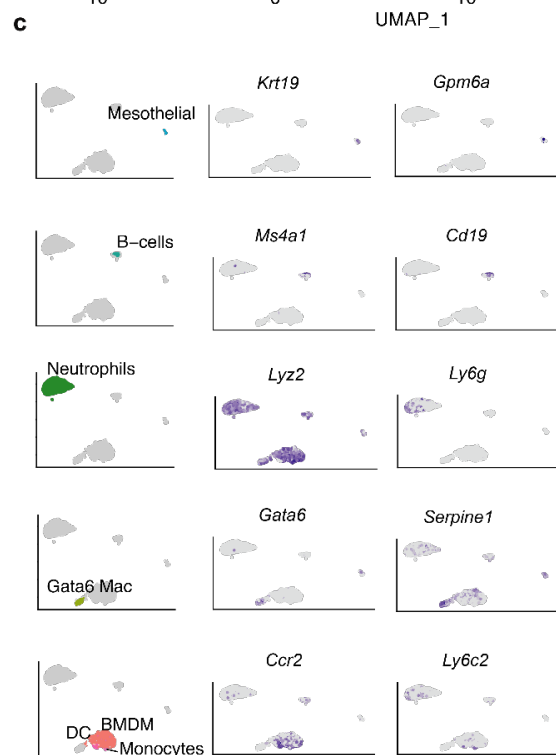

**Supplemental Figure 6. Manual cluster annotation vs SingleR.** a-c UMAP plots with cells colored according to Seurat clusters are shown. The manually merged and annotated cluster names (b) which are based on characteristic expression markers (c) were validated against an automated cluster annotation (SingleR package) (a) which is completely user independent.

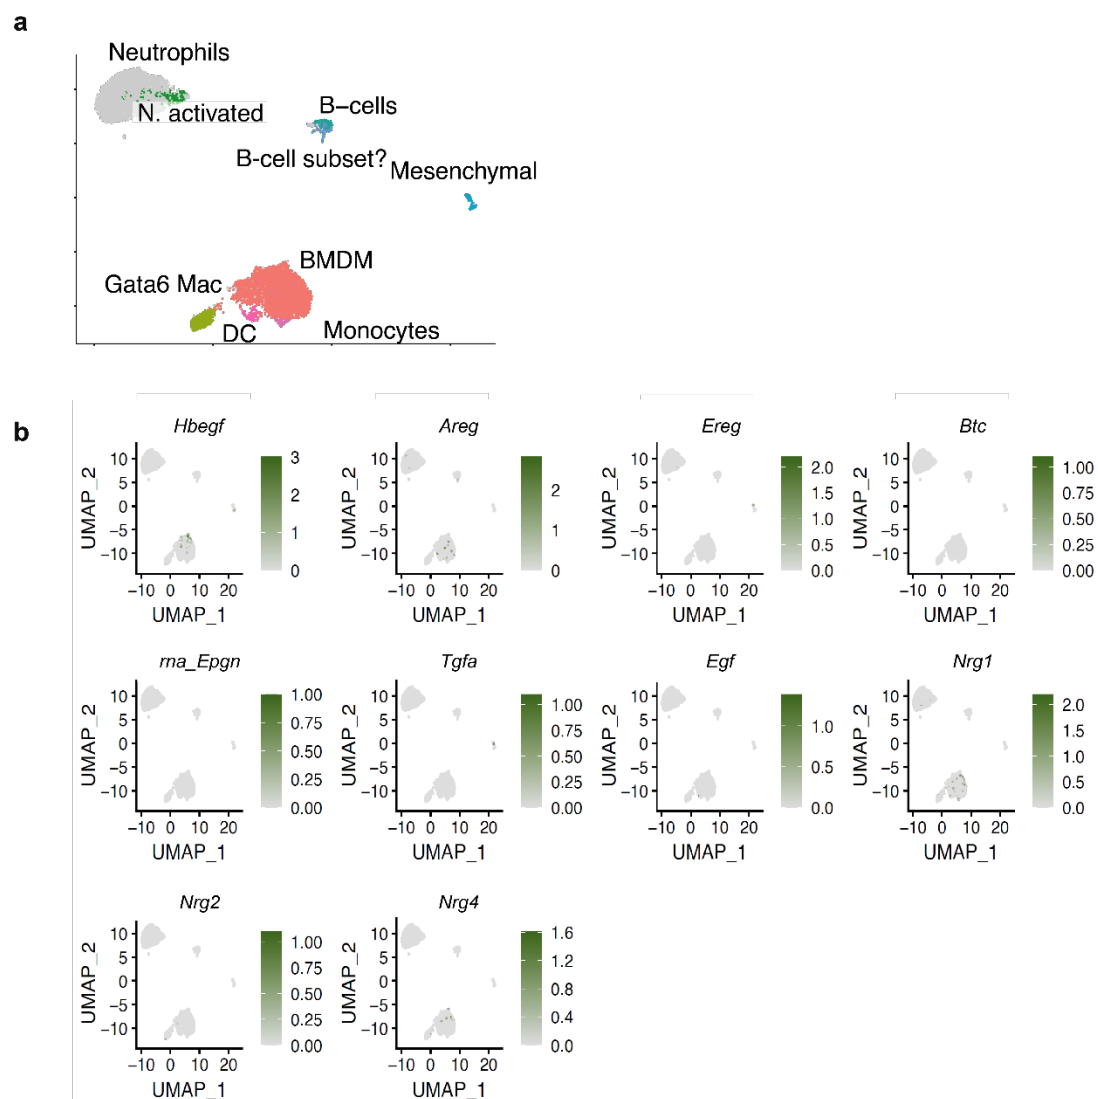

**Supplemental Figure 7. Expression of all known EGFR ligands. a-b** UMAP plots with cells colored according to Seurat clusters (a) and scRNA-Seq expression levels for all known ligands for epidermal growth factor receptor (EGFR) (b) are shown.

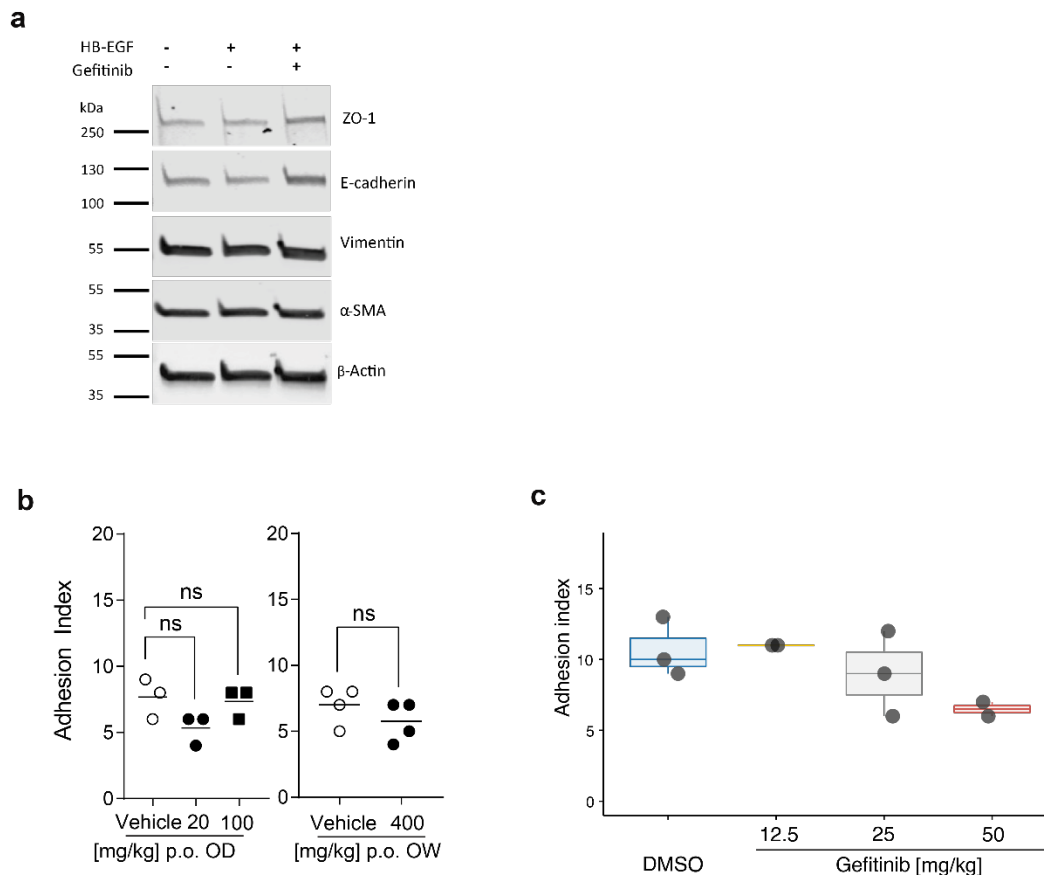

**Supplemental Figure 8. Effects of Gefitinib in vitro and in vivo.** **a** Western blot of protein lysate from primary mesothelial cells treated with heparin-binding epidermal growth factor (HB-EGF, 300ng/ml) and small molecule inhibitor Gefitinib (500nM). Protein expression of zonula occludens protein 1 (ZO-1), E-cadherin, vimentin, and alpha smooth muscle actin ( $\alpha$ -SMA) is displayed. **b** Adhesion index 7 days after surgery (PB + CLP). DMSO: Dimethylsulfoxide. OD: once daily, OW: once weekly. Data represent n=3 (left panel) or n=4 (right panel) independent animals of one independent experiment. Data are presented as mean + individual values. Vehicle vs. 20: p=0.2, Vehicle vs. 100: p=0.99, Vehicle vs. 400: p=0.31. **c** Adhesion index 7 days after surgery (PB + CLP). Data represent n=3 individual animals per group (except 12.5mg/kg group only n=2). Data are presented as individual values + boxplot (median, first and third quartile). P-values by Wilcoxon test (two-sided) with Holm-Bonferroni correction for multiple-testing, n.s.  $P \geq 0.05$ .

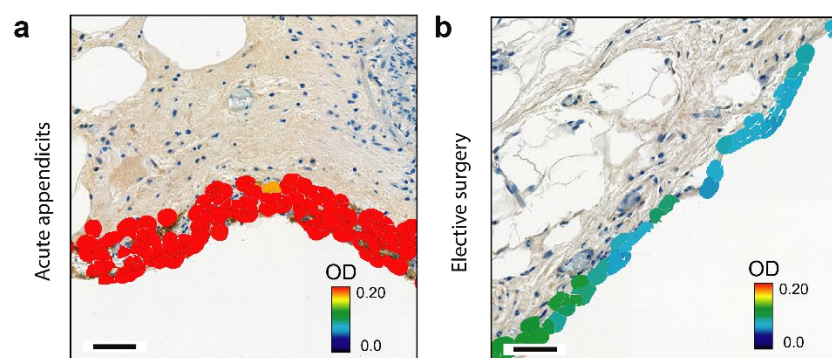

**Supplemental Figure 9. QuPath quantification of mesothelial EGFR expression. a and b** Biopsies from patients that underwent surgery due to acute appendicitis (a) or for elective abdominal surgery such as tumor surgery (b). Stained with anti-human epidermal growth factor receptor (EGFR). Automated cell segmentation of mesothelium using QuPath software. Color scale indicates mesothelial EGFR-expression. OD: optical density scale. Scale bar: 200um. The images are representative of the quantification results shown in Fig. 7e-f and the numbers and demographics outlined in Supplementary Table 1.

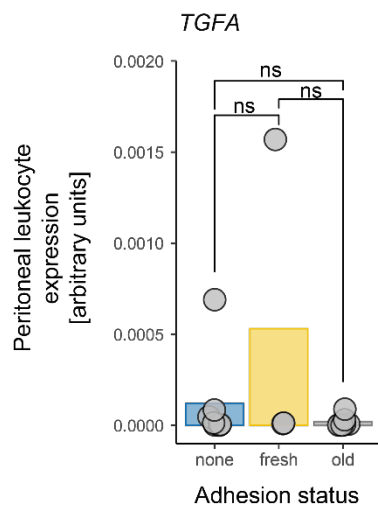

**Supplemental Figure 10. Human peritoneal leukocyte TGF alpha expression.** Peritoneal leukocytes were isolated from patients with no, fresh, or old adhesions. Expression of transforming growth factor alpha (*TGFA*) was measured by quantitative polymerase chain reaction. Data represent n=8 for none, 4 for fresh, and 9 for old individual patients of one independent cohort study. Patient demographics according to Supplementary Table 2. Data are represented as mean and individual symbols. P-values by Wilcoxon test (two-sided) with Holm-Bonferroni correction for multiple-testing, None vs. fresh: p=0.67, none vs. old: p=0.53, fresh vs. old: p=0.18. n.s.  $P \geq 0.05$ .

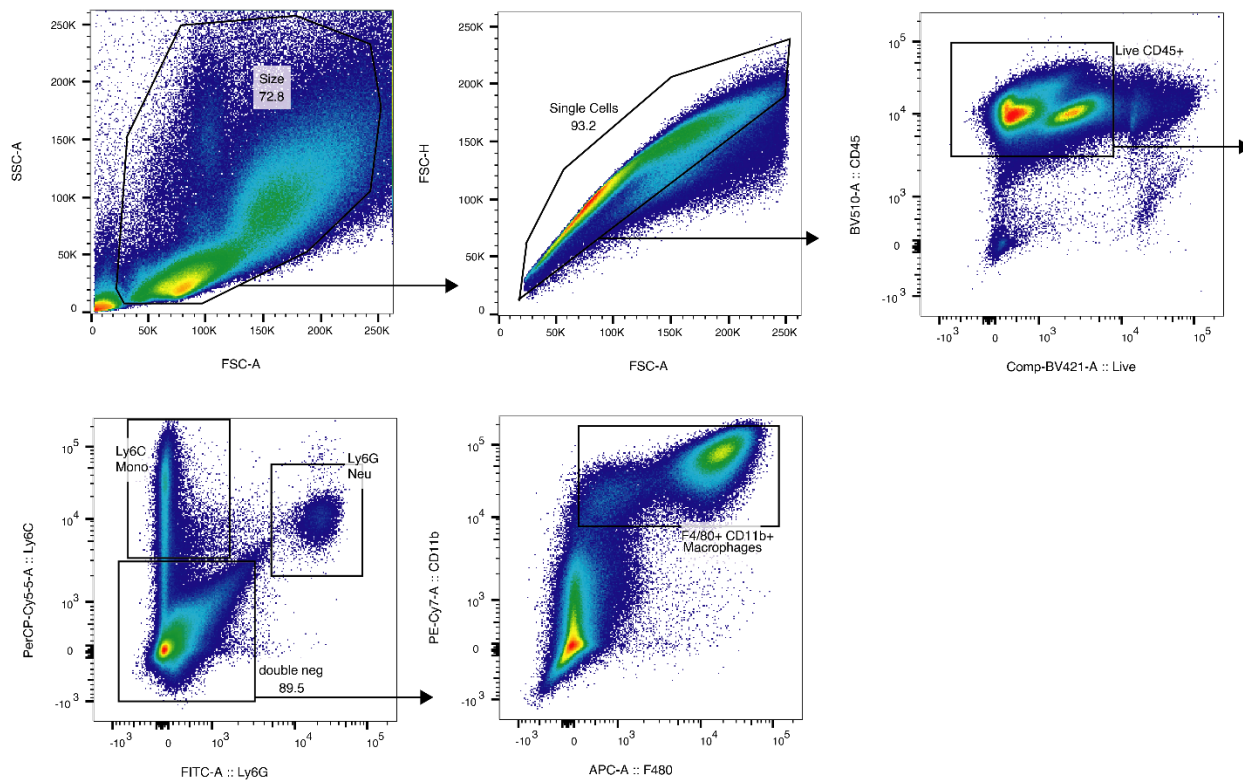

**Supplemental Figure 11. Flow cytometry gating strategies.** Representative example of gating strategy used for data shown in Fig. S1d and Fig. S5d,e.

**Supplementary Table 1. Patient demographics appendicitis cohort**

|               | <b>Appendicitis<br/>(N=11)</b> | <b>Elective<br/>(N=7)</b> | <b>Overall<br/>(N=18)</b> |
|---------------|--------------------------------|---------------------------|---------------------------|
| <b>Gender</b> |                                |                           |                           |
| female        | 4 (36.4%)                      | 3 (42.9%)                 | 7 (38.9%)                 |
| male          | 7 (63.6%)                      | 4 (57.1%)                 | 11 (61.1%)                |
| <b>Age</b>    |                                |                           |                           |
| Mean (SD)     | 39.7 (24.6)                    | 66.3 (12.1)               | 50.1 (24.2)               |

**Supplementary Table 2. Patient demographics adhesion cohort**

|               | <b>Adhesion status</b> |                        |                      |                         |
|---------------|------------------------|------------------------|----------------------|-------------------------|
|               | <b>none<br/>(N=8)</b>  | <b>fresh<br/>(N=4)</b> | <b>old<br/>(N=9)</b> | <b>Total<br/>(N=21)</b> |
| <b>Gender</b> |                        |                        |                      |                         |
| female        | 5 (62.5%)              | 2 (50.0%)              | 3 (33.3%)            | 10 (47.6%)              |
| male          | 3 (37.5%)              | 2 (50.0%)              | 6 (66.7%)            | 11 (52.4%)              |
| <b>Age</b>    |                        |                        |                      |                         |
| Mean (SD)     | 54.9 (20.2)            | 59.3 (16.2)            | 66.4 (17.2)          | 60.7 (18.1)             |

**Supplementary Table 3. Antibodies for Histology**

| <b>Antibody</b>                                      | <b>Company (catalog no.)</b>        | <b>Fixation</b>                          | <b>Dilution</b>                |
|------------------------------------------------------|-------------------------------------|------------------------------------------|--------------------------------|
| <b>Primary</b>                                       |                                     |                                          |                                |
| Rat anti-mouse M6A                                   | MBL (D055-3)                        | Cryo                                     | 1:100                          |
| Anti-human mesothelin                                | R&D (MAB32651)                      | PFA                                      | 1:25                           |
| Anti-human EGFR                                      | (Dako-Agilent, M7239, Clone E30)    | PFA                                      | 1:25                           |
| Anti-human Calretinin                                | Leica Biosystems (NCL-L-CALRET-566) | PFA                                      | 1:100                          |
| Anti-human Cytokeratin                               | Agilent (M3515)                     | PFA                                      | 1:100                          |
| <b>Secondary</b>                                     |                                     |                                          |                                |
| Alexa Fluor 546 goat anti-rat IgG                    | Invitrogen (A-11081)                |                                          | 1:200                          |
| Biotinylated goat anti-rat                           | DAKO (E0466)                        | PFA                                      | 1:200                          |
| Biotinylated goat anti-rabbit                        | Vector laboratories (BA-1000)       | PFA                                      | 1:200                          |
| <b>Conjugated</b>                                    |                                     |                                          |                                |
| Alexa Fluor 488 anti-mouse podoplanin                | eBioscience (53-5381-82)            | In vivo injection before tissue fixation | 5ug intra peritoneal injection |
| Alexa Fluor 488 anti-mouse alpha smooth muscle actin | eBioscience (53-9760-82)            | PFA                                      | 1:200                          |

**Supplementary Table 4. Primers**

| Gene         | Primer 1                                     | Primer 2                                       | Company (catalog no.)                       |
|--------------|----------------------------------------------|------------------------------------------------|---------------------------------------------|
| <b>Mouse</b> |                                              |                                                |                                             |
| <i>Areg</i>  | 5'-<br><i>GTCACTATCTTTGT<br/>CTCTGCCA-3'</i> | 5'-<br><i>CCTCCTTCTTTCTT<br/>CTGTTTCTCC-3'</i> | Integrated DNA<br>technologies (208924660)  |
| <i>Ereg</i>  | 5'-<br><i>CTTCTACAGGCAG<br/>TTATCAGCA-3'</i> | 5'-<br><i>GTAGCCGTCCATG<br/>TCAGAAC</i>        | Integrated DNA<br>technologies (208924663)) |
| <i>Tgfa</i>  | 5'-<br><i>GCTGTCCTCATTAT<br/>CACCTGT-3'</i>  | 5'-<br><i>GCAAGCAGTCCTT<br/>CCCTT-3'</i>       |                                             |
| <i>Egf</i>   | 5'-<br><i>GTCCTAGAGAAAC<br/>ACCAAGACC-3'</i> | 5'-<br><i>TCCATGAAGTCAG<br/>ATGCACTG-3'</i>    | Integrated DNA<br>technologies (208924669)  |
| <b>Human</b> |                                              |                                                |                                             |
| <i>AREG</i>  | Thermo Scientific Fisher                     | Hs00950669_m1*                                 | 4331182                                     |
| <i>EREG</i>  | Thermo Scientific Fisher                     | Hs00914313_m1*                                 | 4331182                                     |
| <i>TGFA</i>  | Thermo Scientific Fisher                     | Hs00177401_m1*                                 | <u>4331182</u>                              |
| <i>EGF</i>   | Thermo Scientific Fisher                     | Hs01099990_m1                                  | <u>4331182</u>                              |

\*The sequences of the human primers are propriety (Thermo Fisher Scientific, TaqMan®)

**Supplementary Table 5. Antibodies for flow cytometry**

| Antibody              | Clone (catalog no.)               | Dye             | Dilution |
|-----------------------|-----------------------------------|-----------------|----------|
| Rat Anti-Mouse CD45   | 30-F11 (BD, #564279)              | BUV 395         | 1:200    |
| Rat Anti-Mouse Ly6G   | RB6-8C5 (Invitrogen, #25-5931-81) | PE-Cy7          | 1:200    |
| Rat Anti-Mouse Ly6C   | HK1.4 (Invitrogen, #45-5932-80)   | PerCP-Cy5.5     | 1:200    |
| Anti-mouse podoplanin | eBioscience (53-5381-82)          | Alexa Fluor 488 | 1:200    |

**Supplementary Table 6. Antibodies for Western Blot**

| Antibody                                          | Clone (catalog no.)                   | Dilution |
|---------------------------------------------------|---------------------------------------|----------|
| Primary                                           |                                       |          |
| Anti-mouse EGFR                                   | D38B1 (Cell signaling #4267)          | 1:1000   |
| Anti-mouse p-EGFR (Tyr1068)                       | D7A5 (Cell signaling #3777)           | 1:1000   |
| Anti-mouse Akt                                    | Polyclonal (Cell signaling #9272)     | 1:1000   |
| Anti-mouse p-Akt (Thr308)                         | D25E6 (Cell signaling #13038)         | 1:1000   |
| Anti-mouse Stat3                                  | 124H6 (Cell signaling #9139)          | 1:1000   |
| Anti-mouse p-Stat3 (Ser727)                       | Polyclonal (Cell signaling #9134)     | 1:1000   |
| Anti-mouse p44/42 MAPK (Erk1/2)                   | Polyclonal (Cell signaling #9102)     | 1:1000   |
| Anti-mouse p-p44/42 MAPK (Erk1/2) (Thr202/Tyr204) | Polyclonal (Cell signaling #9101)     | 1:1000   |
| Anti-mouse $\alpha$ -SMA                          | 1A4 (Sigma-Aldrich #A5228)            | 1:1000   |
| Anti-mouse Vimentin                               | EPR3776 (abcam #ab92547)              | 1:1000   |
| Anti-mouse E-cadherin                             | 36/E-Cadherin (BD Bioscience #610181) | 1:1000   |
| Secondary                                         |                                       |          |
| Goat anti-Mouse IgG IRDye® 800CW                  | Polyclonal (Licor #925-32210)         | 1:1000   |
| Goat anti-Rabbit IgG IRDye® 680LT                 | Polyclonal (Licor #925-68021)         | 1:1000   |
| Goat anti-Rabbit IgG IRDye® 800CW                 | Polyclonal (Licor #925-32211)         | 1:1000   |
| Goat anti-Rat IgG IRDye® 680LT                    | Polyclonal (Licor #925-68029)         | 1:1000   |
| Conjugated                                        |                                       |          |
| HRP-conjugated $\beta$ -actin                     | AC-15 (Sigma-Aldrich #A3854)          | 1:50000  |

# Supplementary material for: Intraperitoneal microbial contamination drives post-surgical peritoneal adhesions by mesothelial EGFR-signaling
**Source:** Nat Commun. 2021 Dec 16;12:7316. doi: 10.1038/s41467-021-27612-x
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

File Name: **Supplementary Data 1**

Description: **Worksheet 1-2.** The output of the differential gene expression analysis by linear modelling with limma (described in methods section) is presented as log-fold change (logFC), moderated t-statistic (t) and adjusted p-value (P-value) for each gene. For each gene ENSEMBL ID, gene symbol and the gene biotype (e.g. protein coding) is provided. 

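Of the 15573 genes in worksheets 1 and 2 of Supplementary Data 1, the first 1999 and 437 were compared here, and the other genes were not analysed here. The columns were set against limma-voom values computed from the counts for the 1977 and 435 of these that carry an Ensembl identifier. Fold changes differed by at most 3.14e-05 on the log2 scale. P-values in worksheet 1 were within 5e-07 of the unadjusted p of treat against a log2 fold change of 1, but up to 0.891 from the adjusted p. In worksheet 2 they matched the unadjusted p of limma-voom without treat within the same tolerance and lay up to 0.56 from the adjusted p. The mark for up or down regulation was set 1640 times over the 5 comparisons of worksheet 1 and 128 times in worksheet 2, in each case where the computed adjusted p was below 0.05. Of these marks, 437 and 110 belonged to a log2 fold change of at most 2 in size. Worksheet 1 gives 0 h minus the later time point and worksheet 2 gives SPF minus GF. At an adjusted p below 0.05 and any fold change, limma-voom gave 592 genes between SPF and GF mice at 0 h, 1741 at 3 h, 2338 at 24 h and 52 at 72 h.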

Differences of logFC > 2 or logFC < -2 with p<0.05 were considered significantly up (+1) or down (-1) regulated (updown) respectively, all other genes were considered unchanged (0). The applied contrasts (comparisons) were 3, 8, 24, 72 and 168 hours versus 0 hours for (worksheet 1) **which is relevant for Figures 4a-b.** The contrasts for (worksheet 2) which are **relevant for Figures 4c and S5b** were germ free (GF) versus specific pathogen free (SPF) at 0, 3, 24 and 72 hours respectively. **Worksheet 3.** Statistics including the exact P-values generated by a Tukey's multiple comparison test of the data shown in Supplementary Figure 1d.

# Supplementary material for: Intraperitoneal microbial contamination drives post-surgical peritoneal adhesions by mesothelial EGFR-signaling
**Source:** Nat Commun. 2021 Dec 16;12:7316. doi: 10.1038/s41467-021-27612-x
**Supplement:** Supplementary file 5 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☒ ☐ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

#### Data collection

Flow cytometry data was collected using BD FACSDiva software (version 8) and exported as FCS3 files. Whole mount microscopy images were acquired using a Leica SP8 2-photon microscope in inverted configuration operated by Leica LASX (v. 3.7) software. Slides were scanned using Panoramic scanner software from (3DHISTECH, version 3.0.2). Real-time PCR was performed using ABI 7900 with SDS 2.3 software. Mesoscale plates were measured using the Meso Scale Discovery system (MSD, Rockville, Maryland). RNA-Seq and scRNA-Seq data collection was done using a Nova Seq 6000 operated by NovaSeq Control Software (v. 1.5 for bulk RNA-Seq, v. 1.7 for scRNA-Seq). Immunoblot images were acquired using Li-cor Odyssey infra-red scanner operated by with Li-cor Odyssey software (2.1.15) or FusionCapt Advance FX7 operated by the latest firmware (version 1.0.12). Human data were collected using REDCap (v 11.0.3) browser based software (cohort 2) or Excel spread sheets (cohort 2) secured on an institutional server.

#### Data analysis

Image analysis was done using QuPath (v.0.1.2) and ImageJ (v. 2.0.0, Java 1.8.0) open source software. Flow cytometry fcs files were analysed with Flowjo (Treestar). Fastq files were generated by Illumina sequencer software. Alignment was performed using hisat (2.1.0) for bulk RNA-Seq data and Cell Ranger (6.1.1) for scRNA-Seq data using the reference genome mm10. For bulk RNA-Seq the features were counted using the FeatureCount function of the package Rsubread (3.11). The collected and pre-processed data was exported for analysis on a personal computer using R:

- R version 4.0.3 (2020-10-10), Platform: x86\_64-w64-mingw32/x64 (64-bit), Running under: Windows 10 x64 (build 19042)  
- Packages  
--Bulk RNA Seq: Mus.musculus\_1.3.1, limma\_3.46.0, Glimma\_2.0.0, biomaRt\_2.46, edgeR\_3.32.1  
--scRNA-Seq: CellRanger (6.1.1), R packages: DoubletFinder\_2.0.3, Seurat\_4.0.1, SingleR\_1.4.1, Rmagic\_2.0.3  
--other packages used in this project: ggpubr\_0.4.0, ggpmisc\_0.3.8-1, ggsci\_2.9, gridExtra\_2.3, forcats\_0.5.1, dplyr\_1.0.5, purrr\_0.3.4, readr\_1.4.0, tidyr\_1.1.3, tibble\_3.1.0, ggplot2\_3.3.3, tidyverse\_1.3.0, scales\_1.1.1, stringr\_1.4.0, readxl\_1.3.1, data.table\_1.14.0, pspline\_1.0-18, viridis\_0.5.1, viridisLite\_0.3.0, ggpubr\_0.4.0, gtools\_3.8.2, TxDb.Mmusculus.UCSC.mm10.knownGene\_3.10.0, org.Mm.eg.db\_3.12.0.

Differentially expressed genes by limma pairwise comparison was subjected to gene set enrichment analysis using metasplice (<http://>

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

(RNA-Seq data and scRNA-Seq data are publicly available (GEO). The RNA-Seq data generated in this study have been deposited in the Genome Expression Omnibus (GEO) database under accession code GSE156127 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE156127>]. The scRNA-Seq data are deposited in the GEO database under accession code GSE186658 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE186658>]. The remaining data are available within the Article, Supplementary Information or Source Data file.

Figures with associated raw data:

- Fig 1d, e, f
- Fig 2d, i
- Fig 5g
- Fig 6b, c, e, f, g, i
- Fig 7e-g
- Fig 8b-d

Publicly available databases used in this study:

- mm10 genome assembly ([https://www.ncbi.nlm.nih.gov/assembly/GCF\\_000001635.20/](https://www.ncbi.nlm.nih.gov/assembly/GCF_000001635.20/))

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

- ☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                           |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | For the exploratory experiments of this project not enough prior data was available to perform formal sample size calculations. The sample size was generally chosen to detect an expected effect size >1.5 or higher with a power of 80%. This approach was sufficient to detect pronounced biological effects with high potential for translational value.                              |
| Data exclusions | As per protocol the animals were excluded due to loss of follow up due to death (e.g. anesthesia) or euthanasia (e.g. weight loss > 20%, pain score above threshold).                                                                                                                                                                                                                     |
| Replication     | Experiments were replicated independently as indicated in the figure legends. The data shown in the figures are representative of all replications or comprise a pooled analysis of the replications. Pooling is explicitly stated in the figure legends.                                                                                                                                 |
| Randomization   | Mice were randomly allocated to different treatments by random number generation. Randomization was stratified by cage and genotype ensuring that co-variables such as age or cage- and batch-specific unknown covariates were controlled.                                                                                                                                                |
| Blinding        | Investigators were blinded during treatment and adhesion scoring of mice treated pharmacologically. Different surgical models were blinded for adhesion scoring where feasible. Comparison of different hygiene status (e.g. germ free vs. colonized mice) was blinded for adhesion scoring. The investigators were blinded to group allocation during data analysis for all experiments. |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

## Methods

| n/a                                 | Involvement in the study                                        |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Human research participants |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

| n/a                                 | Involvement in the study                           |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

## Antibodies used

## Supplemental Table 3. Antibodies for Histology

## Primary

Rat anti-mouse M6A MBL (D055-3) Ccryo 1:100  
 Anti-human mesothelin R&D (MAB32651) PFA 1:25  
 Anti-human EGFR (Dako-Agilent, M7239, Clone E30) PFA 1:25  
 Anti-human Calretinin Leica Biosystems (NCL-L-CALRET-566) PFA 1:100  
 Anti-human Cytokeratin Agilent (M3515) PFA 1:100

## Secondary

Alexa Fluor 546 goat anti-rat IgG Invitrogen (A-11081) 1:200  
 Biotinylated goat anti-rat DAKO (E0466) PFA 1:200  
 Biotinylated goat anti-rabbit Vector laboratories  
 (BA-1000) PFA 1:200

## Conjugated

Alexa Fluor 488 anti-mouse podoplanin eBioscience (53-5381-82) In vivo injection before tissue fixation Sug intra peritoneal injection  
 Alexa Fluor 488 anti-mouse alpha smooth muscle actin eBioscience (53-9760-82) PFA 1:200

## Supplemental Table 5. Antibodies for Flow Cytometry

Rat Anti-Mouse CD45 30-F11 (BD, #564279) BUV 395 1:200  
 Rat Anti-Mouse Ly6G RB6-8C5 (Invitrogen, #25-5931-81) PE-Cy7 1:200  
 Rat Anti-Mouse Ly6C HK1.4 (Invitrogen, #45-5932-80) PerCP-Cy5.5 1:200  
 Anti-mouse podoplanin eBioscience (53-5381-82) Alexa Fluor 488 1:200

## Supplemental Table 6. Antibodies for Western Blot

## Primary

Anti-mouse EGFR D38B1 (Cell signaling #4267) 1:1000  
 Anti-mouse p-EGFR (Tyr1068) D7A5 (Cell signaling #3777) 1:1000  
 Anti-mouse Akt Polyclonal (Cell signaling #9272) 1:1000  
 Anti-mouse p-Akt (Thr308) D25E6 (Cell signaling #13038) 1:1000  
 Anti-mouse Stat3 124H6 (Cell signaling #9139) 1:1000  
 Anti-mouse p-Stat3 (Ser727) Polyclonal (Cell signaling #9134) 1:1000  
 Anti-mouse p44/42 MAPK (Erk1/2) Polyclonal (Cell signaling #9102) 1:1000  
 Anti-mouse p-p44/42 MAPK (Erk1/2) (Thr202/Tyr204) Polyclonal (Cell signaling #9101) 1:1000  
 Anti-mouse  $\alpha$ -SMA 1A4 (Sigma-Aldrich #A5228) 1:1000  
 Anti-mouse Vimentin EPR3776 (abcam #ab92547) 1:1000  
 Anti-mouse E-cadherin 36/E-Cadherin (BD Bioscience #610181) 1:1000

## Secondary

Goat anti-Mouse IgG IRDye® 800CW Polyclonal (Licor #925-32210) 1:1000  
 Goat anti-Rabbit IgG IRDye® 680LT Polyclonal (Licor #925-68021) 1:1000  
 Goat anti-Rabbit IgG IRDye® 800CW Polyclonal (Licor #925-32211) 1:1000  
 Goat anti-Rat IgG IRDye® 680LT Polyclonal (Licor #925-68029) 1:1000

## Conjugated

HRP-conjugated  $\beta$ -actin AC-15 (Sigma-Aldrich #A3854) 1:50000

## Validation

## Histology

Rat anti-mouse M6A; Li, Y., et al. PNAS, 2013 show that this gene and antibody is specific for mesothelium. We validated this by

using cryosections and found that only the mesothelium but not abdominal wall expressed this antibody.

Anti-human mesothelin: Isotype control and specificity for mesothelium. Mesothelin was detected in immersion fixed paraffin-embedded sections of human ovarian cancer tissue ([https://www.rndsystems.com/products/human-mesothelin-antibody-420404\\_mab32651](https://www.rndsystems.com/products/human-mesothelin-antibody-420404_mab32651)).

Anti-human EGFR, anti-human Calretinin, and anti-human Cytokeratin: These antibodies are routinely used as diagnostic markers in the Institute of Pathology of the University of Bern (accreditation: SN EN ISO/IEC 17025:2018, SN EN ISO 15189:2013). The validation was done according to accredited laboratory guidelines for pathological diagnosis and comprises the validation on at least three positive and negative cases.

Alexa Fluor 488 anti-mouse podoplanin: Several papers, some of them from our lab, (Zindel et al. Science 2021, Lua et al. J. Hepatol 2016, Wang et al Cell 2016) have shown the specificity of this antibody for mesothelium when injected i.p. For this project we validated the antibody again against isotype control.

Alexa Fluor 488 anti-mouse alpha smooth muscle actin: Validated against isotype control. Cultured mesothelial cells serve as positive control, peritoneal immune cells as negative control.

Flow cytometry:

Rat Anti-Mouse CD45: Validated against Isotype and FMO control, negative control: mesothelial cells, positive control: peritoneal macrophages.

Rat Anti-Mouse Ly6G: Validated against Isotype and FMO control, negative control: mesothelial cells, positive control: neutrophils isolated from blood.

Rat Anti-Mouse Ly6C: Validated against Isotype and FMO control, negative control: mesothelial cells, positive control: bone marrow derived monocytes.

Western blot:

Anti-mouse EGFR: Validated by HeLa cells (positive for EGFR in culture) vs. EGFR knock out HeLa cells (<https://www.cellsignal.com/products/primary-antibodies/egf-receptor-d38b1-xp-rabbit-mab/4267>).

Anti-mouse p-EGFR: Validated by comparing BxPC-3 cells, untreated or EGF-stimulated (<https://www.cellsignal.com/products/primary-antibodies/phospho-egf-receptor-tyr1068-d7a5-xp-rabbit-mab/3777>)

Anti-mouse Akt Polyclonal: CHO cells were transfected with non-targeted (-) or SignalSilence® Akt siRNA I (+) siRNA (<https://www.cellsignal.com/products/primary-antibodies/akt-antibody/9272>)

Anti-mouse p-Akt: NIH/3T3 cells, untreated (-) or treated with Human Platelet-Derived Growth Factor AA (hPDGF-AA) #8913 (100 ng/ml, 5 min; +), and untreated (-) LNCaP and PC-3 cells (<https://www.cellsignal.com/products/primary-antibodies/phospho-akt-thr308-d25e6-xp-rabbit-mab/13038>)

Anti-mouse Stat3: Several cell lines (HeLa, NIH/3T3, PC12 and COS cells) are well-documented for baseline Stat3 expression (<https://www.cellsignal.com/products/primary-antibodies/stat3-124h6-mouse-mab/9139>) and were used as positive controls.

Anti-mouse p-Stat3: A172 cells, untreated (-) or UV-treated (100 mJ, 30 min; +) with or without λ phosphatase (+), using Phospho-Stat3, were used to validate this antibody (<https://www.cellsignal.com/products/primary-antibodies/phospho-stat3-ser727-antibody/9134>)

Anti-mouse p44/42 MAPK: HeLa cells were transfected with 100 nM control siRNA #6201 (-) or p44 MAPK (Erk1) siRNA (+) (<https://www.cellsignal.com/products/primary-antibodies/p44-42-mapk-erk1-2-antibody/9102>)

Anti-mouse p-p44/42 MAPK: The antibody reacts specifically with as little as 0.25 ng of phosphorylated p42 MAP kinase and does not cross-react with up to 4 µg of nonphosphorylated p42 MAP kinase (<https://www.cellsignal.com/products/primary-antibodies/phospho-p44-42-mapk-erk1-2-thr202-tyr204-antibody/9101>)

Anti-mouse α-SMA: This antibody detects smooth muscle actin and labels smooth muscle cells. Uncultured primary mesothelial cells served as negative control.

Anti-mouse Vimentin: HeLa, HEK293, Mouse brain, and Rat brain lysates were used to validate this antibody (<https://www.abcam.com/vimentin-antibody-epr3776-cytoskeleton-marker-ab92547.html#lb>)

Anti-mouse E-cadherin: A431 (a carcinoma cell line known to express E-cadherin) and 293F cells transfected with E-Cadherin vs. control 293F cell lysates were used to validate this antibody (<https://www.bdbiosciences.com/en-us/products/reagents/microscopy-imaging-reagents/immunofluorescence-reagents/purified-mouse-anti-e-cadherin.610182>)

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

### Laboratory animals

Female C57BL/6(J) mice with 8 to 12 weeks of age were purchased from Envigo, Netherlands. Animals were housed in specific-pathogen-free (SPF) conditions with free access to water and food, a 12 hour day-night cycle in the central animal facility of the University of Bern, Switzerland. The ambient temperature was 20 +/- 2 degrees Celsius and humidity was kept at 50 +/- 10 %.

Female Wt1CreERT2 Rosa26tdTomato reporter mice 25 were housed in SPF conditions with free access to water in the central animal facility of the University of Calgary, Canada. The ambient temperature was 21 degrees Celsius, and humidity was kept at 32 %.

Female Wt1CreERT2 Rosa26tdTomato reporter were used for experiments at age 10-12 weeks.

### Wild animals

no wild animals were used in this study

### Field-collected samples

no field-collected samples were used in this study

### Ethics oversight

All animal experiments were carried out in accordance with Swiss federal regulations (BE 18/17 and BE 55/18) and in accordance with Canadian legislations and policies (AC19-0148 JZ-PA).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Human research participants

Policy information about [studies involving human research participants](#)

### Population characteristics

There are two patient cohorts presented in this study

Cohort 1 was a retrospective cohort of patients undergoing surgery for either acute appendicitis or tumor surgery. Details demographics are in Table 2. Patients gave their consent for histological samples to be used for scientific studies prior to surgery.

Cohort 2 was a prospective biobanking study that sampled several biological materials of patients that underwent abdominal surgery. Details of patient demographics in Table 3. All patients gave consent prior to surgery.

### Recruitment

Cohort 1: Selection of patients was done by the Research Data Support team of the tissue bank of the institute of pathology university of Bern. In brief patients that were treated in our hospital for acute appendicitis and colorectal cancer were screened for consent and the availability of histological material. Data were anonymized during these steps. For more detail we will attach the study protocol that was accepted by the ethical committee. We have no indication for selection bias. Since every appendectomy specimen is sent to pathology, the current population should reflect the overall population suffering from acute appendicitis despite the fact that this data was collected retrospectively.

Cohort 2: All patients presenting in the Bauchzentrum to undergo elective surgery were screened for this study. Detailed inclusion and exclusion criteria are outlined in the study protocol which was accepted by the ethical committee. Patients gave consent for various biopsies including peritoneum and peritoneal fluid. A subgroup of patients in this study had to undergo re-surgery for various reasons (details in the manuscript). In these patients peritoneal fluid and peritoneum (including the attached adhesions) was sampled for the current project. In this prospective study patients were asked whether they want to participate or not. In addition to the samples shown in this study, additional samples were taken in the overarching biobanking study. As such, this comprises a selection bias as patients unwilling to have their samples analyzed would have been less likely to participate. However, we have no indication that this selection bias affects the data presented and conclusions drawn in any way.

### Ethics oversight

Kantonale Ethikkommission Bern (KEK), Cohort 1: ID 2020-00077 approved on March 2nd 2020, Cohort 2: ID 2017-00573, Amendment approved on October 10th 2018

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

#### Sample preparation

Mouse peritoneal lavage was performed in anesthetized animals by triple lavage with sterile ice cold 2 mM EDTA containing PBS into the peritoneal cavity and subsequent retrieval. Lavage samples were subsequently centrifuged at 500g for 5 min at 4°C and cell pellet was subsequently processed for flow cytometry. The cells were incubated in protein based live/dead stain and blocked using anti-mouse CD16/32 antibody (2.4G2 clone, BioXcell) for 20 min. Cells were then stained for 20 min with specified markers as described in paragraph of antibodies.

#### Instrument

Samples were run using BD FACS Canto or BD FACS Fortessa flow cytometer

#### Software

Events were analyzed using FlowJo software (Tree Star)

#### Cell population abundance

The post-sort purity of peritoneal leukocyte fractions was assessed by re-running flow cytometry with the same gating for each targeted population with a targeted purity of > 90%.

#### Gating strategy

A representative example is shown in Figure S11.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

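RNA of peritoneal mesothelium, purified with an antibody to GPM6A and magnetic beads, was sequenced from 30 mice in 10 groups of 3. According to the methods of the paper and its reporting summary, reads were trimmed for base quality and adapters, aligned to mm10 with HISAT2 and counted on genes with featureCounts of Rsubread. The deposited values are read counts per gene and mouse without normalization, as shown by whole numbers with a different total for each mouse. Columns were matched to the sample titles, and each of the 30 columns was matched to 1 sample. The paper's text does not name the annotation release used for counting, the strandedness or the handling of reads that map to several places. Its reporting summary lists mouse annotation packages without saying whether reads were counted on them. The steps before the counts are therefore included in them but were not repeated. Of 46078 genes, 45143 have a symbol in the table and 935 do not, and the latter hold 0.0681% of all counts. At least 1 read was counted in any mouse for 31795 genes.

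Totals per mouse lay between 20253970 and 39888082 reads on genes, and a count of 0 over a group allows up to 3 reads in the total of that group, for counting error only. All mice had the expression of females, with 603 to 1645 CPM of Xist and at most 1 read on the Y-linked genes of the sex check list. Between replicates, the chi-square per gene over counts of at least 50 in sum ranged from 21.1 to 219 over 30 pairs, so replicates differed by more than counting error. No paired analysis was possible because each replicate number belongs to 1 mouse and the same mice were not sampled at several time points. The labels and the paper give no sequencing or library batch that could be used as a term in the fit.

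Genes with at least 1 CPM in at least 3 samples were kept, which left 15573. Counts were scaled by TMM and fitted with edgeR 4.0.16 in R 4.3.3 (estimateDisp, robust glmQLFit, glmQLFTest), with 1 coefficient for each of the 10 groups, and p-values were adjusted by the Benjamini-Hochberg method for each comparison. A gene was called at an adjusted p below 0.01 and a log2 fold change above 1 in size, the threshold in the paper's methods, which do not say whether p is adjusted. SPF mice at each time point were compared with unoperated SPF mice, SPF with GF mice at 0, 3, 24 and 72 h, and GF mice at 3 h with unoperated GF mice. Whether a change from 0 h differed between SPF and GF mice was tested by interaction contrasts at 3, 24 and 72 h. Principal components were computed from log2 CPM with a prior count of 2. Single genes were also compared by two-sided exact permutation tests, which cannot give a p below 0.1 with 3 mice against 3.

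Gene lists were tested with camera of limma 3.58.1 with an inter-gene correlation of 0.01, and adjusted over 20 tests for ribosome biogenesis, mitotic cell cycle, leukocyte migration factors and inflammatory cytokines in the 5 SPF comparisons, and over 27 tests for interferon-stimulated, circadian clock and glucocorticoid-responsive genes in 9 comparisons. Tallies without a set test were made for receptor tyrosine kinases, ERBB ligands, the genes of Fig. 4b, Fig. S3d and Fig. S4a, and markers of mesothelial cells, macrophages, neutrophils, B cells, T or NK cells, mast cells, fibroblasts, endothelial cells, skeletal muscle, erythroid cells and adipocytes. A list of 16 plasma cell genes was written after immunoglobulin genes had been seen among the called genes. The Metascape enrichment of the paper was not repeated.

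The genes named in the text are those the paper names or plots from this experiment, up to 5 called genes with the largest change per list and comparison, the 5 largest rises and falls with at least 10 CPM in the higher group and no overlap between groups for SPF mice at 3 h and for SPF against GF mice at 0, 3, 24 and 72 h, and receptor tyrosine kinases with an adjusted p below 0.05 and a log2 fold change above 1 in size between SPF and GF mice at 3 h. The values of Supplementary Data 1 for Egfr, Erbb3, Pik3ip1, F5, Selp, Serpine2 and Fn1 and the figures of the paper had been seen when this rule was written. Some genes that meet the rule are not reported here.

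The alternatives were limma-voom, limma-voom with treat, DESeq2 1.42.0 with its own size factors, RLE factors, library size only, no filter beyond 1 read in any sample, only the compared groups in the fit, an unadjusted p below 0.01, a log2 fold change above 2 at an adjusted p below 0.05, and each replicate left out in turn. For lists they were fry, an estimated inter-gene correlation and the nearest Reactome pathway in the gene set file of fgsea 1.28.0, and for the principal components the 500 genes with the largest variance, a prior count of 0.5 and leaving out the 8 h samples. The tests were tried on simulated data with 200 genes changed among 14617. At 3 h in SPF mice, edgeR recovered 180 of them with 0 false calls, and for a difference between the changes of SPF and GF mice it recovered 159. A simulated list of 50 raised genes gave a camera p of 3.1e-188 and one of 50 unchanged genes a p of 0.843. These genes were drawn independently of each other. In the real data the estimated inter-gene correlation was 0.604 for ribosome biogenesis, 0.717 for mitotic genes and 0.233 for leukocyte migration factors. The simulation therefore cannot show how camera behaves with such correlation.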

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

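All tests of a cause in this part were chosen after the result was seen, except the regroupings of the mice and, for the genes that differed between SPF and GF mice at 24 h, the tests of depth, abundant genes, transcript length or GC content and leukocyte RNA. The look at the genes that were lower at 24 h was also chosen afterwards.

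The change from 0 h to 3 h differed between SPF and GF mice for 200 genes, that from 0 h to 24 h for 340 and that from 0 h to 72 h for 15, by edgeR's interaction contrasts. These are differences between groups for which the paper's text describes no test. After thinning every sample to 20253970 reads, 181, 281 and 12 of these genes were still called, which argues against depth as the whole cause. Without the 50 most abundant genes, which hold 13% to 17.7% of the counts, 200, 336 and 15 stayed called. With the trend of each sample over transcript length and GC content as an offset, 168 and 262 genes stayed called at 3 h and 24 h but only 2 of 15 at 72 h, so such a bias may explain most of the 72 h count. The mice were regrouped with only the compared groups fitted, where the counts were 14, 179 and 5. Of 100 regroupings, the real one included, 4, 1 and 1 gave a count as large. Chance can thus be excluded for these smaller counts at a share of 0.05. At 3 h, however, a regrouping gave up to 32 genes, more than the 14. The counts of 200, 340 and 15 were not regrouped. The source and housing of the mice differ together with germ-free status and cannot be told apart from it. A different share of leukocyte RNA was not tested for these counts and stays open for part of them. All 8 neutrophil markers had a larger 3 h change in SPF mice (median log2 difference 3.43, 0 called). All 6 mast cell markers had a larger 24 h change in SPF mice (median 3.06, 4 called). A response to surgery that depends on the microbiota therefore stays open and untested.

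For Erbb2 this difference in the 3 h change was 1.59 on the log2 scale (standard error 0.287, adjusted p = 0.00233), for Stat5a 1.64 (standard error 0.251, adjusted p = 0.000697), for Tgfa -2.62 (standard error 0.359, adjusted p = 0.000276) and for Tbx18 -1.69 (standard error 0.431, adjusted p = 0.0237). Erbb2 went from 45.9 to 107 CPM in SPF mice and from 34.7 to 26.8 CPM in GF mice, and Stat5a from 22.6 to 278 and from 20.4 to 80.2 CPM. Tgfa went from 21.2 to 21.4 CPM in SPF mice and from 12.3 to 76.5 CPM in GF mice, and Tbx18 from 9.38 to 0.966 and from 12.9 to 4.30 CPM. With the offset for length and GC content the differences were 1.97, 1.91, -2.57 and -1.57, and after thinning to equal depth 1.61, 1.67, -2.65 and -1.81. A different share of mesothelial RNA would shift mesothelial genes alike. The 11 mesothelial markers tested had differences of the changes from -1.205 (Bnc1) to 0.258 (Wt1), with a median of -0.14. All 4 genes lie outside this range. For genes that mesothelial cells express, this argues against such a share as the whole cause. It stays open as a part of the cause. RNA added by leukocytes was not tested for these 4 genes and stays open too. All 8 neutrophil markers had a larger 3 h change in SPF mice (median log2 difference 3.43, 0 called). Over the other settings, Erbb2 ranged from 1.53 to 1.65, Stat5a from 1.58 to 1.68 and Tgfa from -2.67 to -2.58, all with an adjusted p below 0.05. Tbx18 ranged from -1.76 to -1.65 and had an adjusted p of 0.0634 with limma-voom and 0.0844 with only the compared groups fitted. It also lost this threshold with any of 3 of 12 mice left out, with an adjusted p of up to 0.07 without SPF 3 h replicate 24. Source and housing of the mice stay open for these 4 genes, as does an effect of the microbiota, which was not tested apart from them.

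Between SPF and GF mice without surgery, a comparison that Supplementary Data 1 lists but the text of the paper does not discuss, 88 genes were called, 39 of them higher in SPF mice. After thinning, 78 of these were among the called genes, without the 50 most abundant genes 88 stayed called, and with the offset for length and GC content 75 did, which argues against depth, abundant genes and such a bias as the whole cause. Of 34 leukocyte markers tested, 32 were lower in SPF mice and 5 were called, all lower and all mast cell markers, so a larger share of leukocyte RNA in the GF samples could account for part of the genes that were lower and stays open. A few mice weigh on the count, which was 23 without GF 0 h replicate 07, 33 without SPF 0 h replicate 13, 48 without GF 0 h replicate 06 and 145 without SPF 0 h replicate 10. With only the compared groups fitted the count fell to 5, and the regroupings were made in that fit. As only 10 of 3 mice against 3 exist, 1 of which gave a count as large, they cannot exclude chance. Microbiota, source and housing cannot be told apart in this design.

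At 24 h, which the text of the paper does not discuss for SPF against GF mice either, 577 genes were called, 233 of them higher in SPF mice and 344 lower. After thinning 527 genes were called, 572 stayed called without the 50 most abundant genes and 539 with the offset for length and GC content. Of 34 leukocyte markers tested, 28 were higher in SPF mice and 3 were called, all higher, namely S100a8, Csf3r and Cd14, so a larger share of leukocyte RNA in the SPF samples could account for part of the genes that were higher and stays open. S100a8 and Cd14 lost this call with any of the 6 mice left out and Csf3r with any of 5, and none of the 3 was called without the filter on low counts (adjusted p from 0.0114 to 0.0375). S100a8 and Csf3r also lost it with library size only (0.0102 and 0.0101), and Csf3r with only the compared groups fitted (0.0239). For the 344 genes that were lower, dilution by leukocyte RNA would lower mesothelial genes alike, and a call needs a log2 fold change below -1. Of the 11 mesothelial markers tested, 3 were higher and 8 lower in SPF mice, with a median log2 fold change of -0.387. Of these markers 0 were called, and 4 had an adjusted p below 0.05. This argues against dilution as the whole cause for the 344 genes, and a part stays open. The count was 237 without GF 24 h replicate 37, 238 without SPF 24 h replicate 31, 319 without GF 24 h replicate 34 and 359 without SPF 24 h replicate 30. Of all genes tested, 42.7% had no overlap between the groups, compared with 10% by chance. The regroupings were made with only the compared groups fitted, where the real one gave 269 genes and each other one 0. As only 10 exist, they cannot exclude chance at a share of 0.05. Both source and housing stay open as for the unoperated mice.

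Markers of cells other than mesothelial cells changed in several comparisons, 3 of which are given in detail in this and the next 2 paragraphs. All 8 tested markers of 10 on a neutrophil list were called higher in SPF mice at 3 h than at 0 h, and 8 after thinning to equal depth, which argues against depth. S100a9 went from 0.0199 to 532 CPM, with 223 CPM in GF mice at 3 h, S100a8 from 0.0442 to 288, Csf3r from 5.66 to 46.1, Mmp8 from 0.147 to 30.4 and Ngp from 0.0487 to 15.8 CPM, and Retnlg reached 74.8 CPM. Cxcr2 and Ltf had no read at 0 h and were at least 657-fold and 73.3-fold higher, taking 3 reads over the group as the limit. At 8 h, 24 h, 72 h and 168 h, 8, 7, 5 and 4 of the 8 markers were called higher in SPF mice, and 7 were in GF mice at 3 h. None of these 8 markers had 10 CPM in unoperated SPF mice, and none is on another list. RNA of neutrophils in the samples is a candidate explanation for them, and expression by mesothelial cells was not excluded.

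Of 6 mast cell markers tested, 5 were called lower in SPF than in GF mice without surgery, and 5 again after thinning. In SPF and GF mice, Cpa3 was at 28.3 and 198 CPM, Cma1 at 24.1 and 164, Tpsb2 at 21.5 and 155, Mcpt4 at 18.7 and 100.2, and Fcer1a at 1.95 and 15.1 CPM. Kit, which is also a receptor tyrosine kinase, was at 7.37 and 26.0 CPM (adjusted p = 0.0533). Of the 6 markers, 4 had at least 10 CPM in unoperated SPF mice. A smaller amount of mast cell RNA in the SPF samples is a candidate explanation, and a difference in the animals cannot be separated from one in the purification. Mcpt4 lost its call with any of the 6 mice left out, Tpsb2 with any of 4, Cma1 with any of 3, Fcer1a with any of 2 and Cpa3 with 1. All 5 lost it with only the compared groups fitted (adjusted p from 0.0435 to 0.0668), Tpsb2, Cma1 and Mcpt4 without the filter on low counts (0.0143 to 0.0341) and Mcpt4 with RLE factors (0.0112). In SPF mice at 168 h, all 6 markers were called lower than at 0 h.

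At 168 h, 12 of 15 tested plasma cell genes were called higher in SPF mice than at 0 h. Ighm rose from 74.0 to 1510 CPM, Igkc from 11.4 to 341, Jchain from 1.49 to 336 and Igha from 0.388 to 61.6 CPM. Xbp1 (0.75), Sdc1 (0.94) and Txndc5 (-0.23 on the log2 scale) were not called. Of the 15 genes, 5 had at least 10 CPM in unoperated SPF mice and 2 are also on the B cell list. Resting B cells as the source are argued against by Ms4a1, Cd79a and Cd79b, of which 0 were higher. Cd74, which is also on the B cell list, went the other way. It was called higher, from 144.8 to 1059 CPM (log2 fold change 2.87). RNA of plasma cells is therefore a candidate explanation. Immunoglobulin genes have near-identical copies, so reads may be shared between them, which was not tested.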

How the results depend on the processing

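All alternatives were set before the result was seen, and no alternative was added later. Over settings other than leaving out a mouse, 127 of 188 values of the main comparisons stayed on their side of the threshold or within 1.5 times the count, 55 moved and 6 became weaker. With 1 mouse left out, 137 of 192 did, 46 moved, 6 became weaker, 1 stronger and 2 reversed. For 197 pairs of a named gene and a comparison, 1082 of 1182 values under other settings kept direction and side, 82 became weaker, 9 stronger and 9 reversed, and with 1 mouse left out 1057 of 1230 did, 150 became weaker, 6 stronger and 17 reversed. Erbb2 between SPF and GF mice at 3 h (1.90 to 2.04 over settings, 1.90 to 2.14 with 1 mouse left out), the rise of Egfr at 3 h (1.07 to 1.63) and that of Erbb2 (0.72 to 1.27) kept direction and side with limma-voom, DESeq2, RLE factors, library size only, no filter, only the compared groups and any mouse left out. Against a log2 fold change of 1, with limma-voom treat, the rise of Egfr had an adjusted p of 0.008 and that of Erbb2 one of 0.286. Where no other reason is given, the cause of a change was not tested.

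A log2 fold change above 2 at an adjusted p below 0.05 gave 2698 genes at 3 h, 3382 at 8 h, 1992 at 24 h, 1212 at 72 h and 1019 at 168 h in SPF mice, 5066 in total, 2520 in GF mice at 3 h, 172 and 281 between SPF and GF mice at 3 h and 24 h, and 65 for the difference between the changes at 72 h. limma-voom treat, which tests against a log2 fold change of 1 and is stricter by construction, gave 3667, 4688, 2307, 930 and 640 genes in SPF mice, 6566 in total, 3323 in GF mice, 15, 45, 55 and 3 between SPF and GF mice at 0, 3, 24 and 72 h, and 2, 42 and 2 for differences between the changes at 3, 24 and 72 h. An unadjusted p below 0.01, which is looser by construction, gave 527, 969, 1119 and 199 genes between SPF and GF mice and 850, 1358 and 425 for differences between the changes. DESeq2 gave 221 and 50 genes between SPF and GF mice at 0 h and 72 h and 382, 811 and 108 for differences between the changes, and placed Erbb2 at rank 1 of the receptor tyrosine kinases. With only the compared groups fitted, which leaves fewer samples to estimate the spread, 1113 genes were called at 168 h, 5, 363, 269 and 0 between SPF and GF mice and 14, 179 and 5 for differences between the changes, and Erbb2 had rank 1. In that fit the 0 at 72 h compares with 17 by edgeR over all groups (1319 at an unadjusted p below 0.05), 3 with treat and 50 with DESeq2. RLE factors also gave Erbb2 rank 1. Without the filter on low counts, 26 genes were called between SPF and GF mice at 72 h and 8 for the difference between the changes, and Erbb2 had rank 3.

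Egfr between SPF and GF mice at 3 h did not pass an adjusted p of 0.05 with limma-voom (0.55), library size only (0.46) or no filter (0.51), with adjusted p from 0.0244 to 0.0986 over settings, nor with any of the 6 mice left out (0.51 to 0.65). Its difference between the changes reversed to -0.008 without SPF 0 h replicate 10 and was at most 0.39 with another mouse left out. With the inter-gene correlation estimated from the data, the sets of ribosome biogenesis genes (0.12), mitotic genes (0.19) and leukocyte migration factors (0.117) were no longer below 0.05, whereas fry gave 1.31e-11, 5.58e-07 and 4.76e-14. The share of the first principal component was 44.3% without the 8 h samples, 53.3% for the 500 most variable genes, 50.5% with a prior count of 0.5, 54.4% with library size only and 44.4% without the filter. The interferon-stimulated genes between unoperated SPF and GF mice had an adjusted p from 0.0106 without SPF 0 h replicate 12, where they passed 0.05, to 0.989 without SPF 0 h replicate 10, where the direction reversed.

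With 1 mouse left out, the total over the time course ranged from 9827 to 10492, the counts in SPF mice from 6108 to 6606 at 3 h, 6923 to 7387 at 8 h, 4563 to 5329 at 24 h, 1995 to 2695 at 72 h and 1565 to 2005 at 168 h, and those in GF mice at 3 h from 5635 to 6069. Between unoperated SPF and GF mice the count ranged from 23 (without GF 0 h replicate 07) to 145 (SPF 0 h replicate 10), and was 33 and 48 without SPF 0 h replicate 13 and GF 0 h replicate 06. At 3 h it ranged from 377 (GF 3 h replicate 29) to 809 (SPF 3 h replicate 25), and at 24 h from 237 (GF 24 h replicate 37) to 529, with 238, 319 and 359 without SPF 24 h replicate 31, GF 24 h replicate 34 and SPF 24 h replicate 30. At 72 h it ranged from 7 (GF 72 h replicate 20) to 12, with 8 without SPF 72 h replicate 15 or GF 72 h replicate 18, and 11 without SPF 72 h replicate 17 or GF 72 h replicate 21. For the difference between the 3 h changes it ranged from 94 (GF 3 h replicate 29) to 426 (SPF 3 h replicate 25), with 102 without GF 0 h replicate 07, 119 without SPF 0 h replicate 13, 120 without SPF 3 h replicate 23 or GF 0 h replicate 06, and 126 without SPF 3 h replicate 24 or GF 3 h replicate 28. For 24 h it ranged from 120 (GF 24 h replicate 37) to 572 (SPF 0 h replicate 10), with 142 without GF 0 h replicate 07, 150 without SPF 24 h replicate 31, 157 without SPF 0 h replicate 13, 167 without GF 24 h replicate 34, 168 without GF 0 h replicate 06, 196 without GF 0 h replicate 08 and 197 without SPF 24 h replicate 30. For 72 h it ranged from 2 (SPF 0 h replicate 13, SPF 72 h replicate 16, GF 0 h replicate 06, GF 72 h replicates 18 and 21) to 33 (SPF 0 h replicate 10), with 3 without SPF 72 h replicate 15 or GF 72 h replicate 20, and 5, 6 and 8 without GF 0 h replicate 07, SPF 72 h replicate 17 and GF 0 h replicate 08. The rank of Erbb2 went from 1 (SPF 3 h replicate 25, GF 3 h replicate 29) to 3 (SPF 3 h replicate 24, GF 3 h replicate 27). A group left with 2 mice is assumed to vary like the other groups.

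Named genes near 0 reversed in direction. The 3 h change of Twist1 in SPF mice was 0.004 with limma-voom, 0.049 with DESeq2 and 0.048 with RLE factors, and ranged from -0.17 to 0.23 with 1 mouse left out (0.23, 0.06 and 0.03 without SPF 0 h replicate 10, SPF 3 h replicate 23 and SPF 3 h replicate 24). The 3 h changes of Serpine2 (-0.11), Prcp (-0.38) and Tgfa (-0.48) were negative with library size only, which lowers all 3 h changes by construction, and that of Tgfa was -0.072 without the filter and ranged from -0.23 to 0.24 with 1 mouse left out (-0.23 without SPF 0 h replicate 10 or SPF 3 h replicate 25). The change of F5 ranged from -1.32 to 0.24 (0.24 without SPF 0 h replicate 13) and that of Vim from -0.33 to 0.16 (0.16 without SPF 3 h replicate 25). The difference between SPF and GF mice in the 3 h change of Hbegf was 0.155 with limma-voom and 0.007 with DESeq2, and ranged from -0.50 to 0.31 with 1 mouse left out, and that of Areg from -1.10 to 0.26. Both were above 0 without SPF 0 h replicate 13 (0.19 for Hbegf, 0.09 for Areg), SPF 3 h replicate 25 (0.19, 0.17), GF 0 h replicate 07 (0.26, 0.26) or GF 3 h replicate 27 (0.02, 0.01), as was Hbegf without SPF 0 h replicate 10 (0.31) and Areg without SPF 0 h replicate 12 (0.19).

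All alternatives set beforehand were run and gave a value. With 24019680 to 31116259 reads in the 3 unoperated SPF mice, the limit for a gene without a read over this group (3 reads) was 0.0321 CPM, so genes below it could not be told from absent ones.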

Differences from the paper's values

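The alternatives in this part were set before the data were examined. For Erbb2 in GF mice at 3 h, the paper's value is about 4.5 log2 CPM in Fig. 4c, read by eye, and the value computed here is 4.74 (SD 0.235, n = 3). With library size only the value was 4.46 and without the filter on low counts 4.69, which do not differ from the paper's value by more than the SD, whereas the value with RLE factors, 4.75, does. Other 3 h values that agreed in the main fit then differed with library size only. These were Egfr in SPF (8.39, paper 8.8) and GF mice (7.93, paper 8.2) and Erbb2 in SPF mice (6.36, paper 6.8 in Fig. 4a and 6.6 in Fig. 4c). Without the filter, Erbb2 in SPF mice (6.64) differed from Fig. 4a.

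The paper states a single total of differentially expressed genes over the time course (Fig. S3c). Here 10312 genes were called at 1 or more time points, and 6566 with limma-voom treat. With treat, 9007 genes changed at none of the 5 time points, which is the number that the paper gives as its total. Among the settings run, the requirement of a log2 fold change above 2 (5066 genes) differed from the paper's total by more than 1.5 times.

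The paper places Erbb2 first among receptor tyrosine kinases for the difference between GF and SPF mice. Of 48 genes tested, Erbb2 ranked 2 by size of the log2 fold change, after Fgfr4 (-1.993 against 1.99). It ranked 1 by p, among the 32 genes with at least 10 CPM, with DESeq2, with RLE factors and with only the compared groups fitted. Without the filter on low counts, where listed genes outside the 48 could be ranked too, it ranked 3.

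The legend of Fig. 4 describes Egfr and Erbb2 as the main receptor kinase genes that change over time. By size of the log2 fold change from 0 h to 3 h in SPF mice they ranked 17 and 26 of 48, and 26 of the 48 genes were called.

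The paper states that Egfr was higher in SPF than in GF mice after surgery. The log2 fold change at 3 h was 0.55, with an adjusted p of 0.0487 in edgeR, 0.0244 with DESeq2, 0.0412 with RLE factors and 0.048 with only the compared groups fitted, and of 0.0593 with limma-voom, 0.0852 with library size only and 0.0986 without the filter. The unadjusted p of limma-voom was 0.00714.

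The description of Supplementary Data 1 calls its p-values adjusted and gives a minimum log2 fold change of 2 for the mark of regulation. The p-values were within 5e-07 of unadjusted values computed here, and 437 of 1640 and 110 of 128 marks belonged to smaller fold changes. The contrasts are described as later time points against 0 h and as GF against SPF mice, whereas the signs of the fold changes are those of 0 h minus the later time point and of SPF minus GF.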

Other observations

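In this part, only the values of Egfr with an offset for transcript length and GC content, the values of Errfi1 and the look at neutrophil and mast cell markers between SPF and GF mice at 3 h were chosen after the result was seen, and the other tests before.

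The 3 h response in SPF mice, 6483 called genes, was weighed against technical explanations. A lower share of mesothelial RNA after surgery would lower mesothelial markers alike. Of 11 tested, 6 were higher and 5 lower, with a median log2 fold change of 0.37. Pdpn, Krt8 and Krt18 were called higher, and Bnc1 and Lrrn4 lower. This argues against such a share as the whole cause. A part stays open, since surgery may change the markers themselves. With the offset for transcript length and GC content 5685 genes stayed called, and without the 50 most abundant genes 6452. Sampling at another time of day than the baseline stays open, since the paper's text does not give clock times. Of 14 circadian clock genes 10 were called at 3 h, 4 higher and 6 lower (11 when adjusted over the list alone), and 13 at 24 h, when the time of day of a sample would have come round again. A time of day that differed from the baseline at both 3 h and 24 h could give such calls, as could surgery itself. As a set, the clock genes were lower at 24 h, 72 h and 168 h in SPF mice (adjusted p 0.0225, 0.00642 and 0.0115 with camera, 1.31e-07, 3.54e-06 and 0.00111 with fry), and at 3 h and 8 h with fry (0.0068 and 8.22e-06) but not with camera (0.417 and 0.202). In SPF mice at 3 h, Per3, Dbp, Tef and Hlf were called lower and Nfil3 higher, and Arntl was called between unoperated SPF and GF mice (log2 fold change -2.02), where 6 clock genes were called when adjusted over the list alone. In that comparison 11 of the 14 clock genes were higher in SPF mice (median log2 fold change 0.76), and the set was higher with an adjusted p of 0.01 with camera and 0.0283 with fry.

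The mice were regrouped with only the compared groups fitted, where the counts were 5266, 6241, 4115, 1834 and 1113 in SPF mice at 3 h, 8 h, 24 h, 72 h and 168 h, 6198 in GF mice at 3 h and 363 for SPF against GF mice at 3 h. For each of these counts the real split was the only 1 of 10 as large, and each other split gave 0 genes. With only 10 splits of 3 mice against 3, a share below 0.05 is not possible, so regrouping cannot exclude chance. For the sets of ribosome biogenesis, mitotic and leukocyte migration genes, the real split was also the only 1 of 10 as large, which again cannot exclude chance. For SPF against GF mice at 72 h, 10 of 10 splits were as large, which says nothing, since the count in that fit was 0. This count was 17 by edgeR over all groups (1319 at an unadjusted p below 0.05) and 50 with DESeq2. For the total over the time course, 10049 with only SPF mice fitted, the real grouping was the only 1 of 100 as large, and chance can be excluded.

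Between SPF and GF mice at 3 h, 1 of 34 leukocyte markers was called (Trac). All 8 neutrophil markers were nonetheless higher in SPF mice (median log2 fold change 1.27, 3 of them at an adjusted p below 0.05) and all 6 mast cell markers lower (median -1.56, 4 at an adjusted p below 0.05), so a different share of leukocyte RNA stays open for part of the 587 genes called. After thinning every sample to equal depth 586 genes were called, without the 50 most abundant genes 587 stayed called, and with the offset for length and GC content 532. With this offset the log2 fold change of Egfr was 0.53 (adjusted p = 0.0771), and the difference between its 3 h changes in SPF and GF mice was 0.05 (adjusted p = 0.942), compared with 0.21 without it. Of the 587 genes, 135 were also called for a difference between the 3 h changes and 24 were called without surgery. Of the 577 genes at 24 h, 173 were called for a difference between the changes, and 74 were shared with 3 h, 69 of them in the same direction. At an adjusted p below 0.05 and any fold change, 476, 2069, 2040 and 57 genes differed at 0, 3, 24 and 72 h.

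The genes in this paragraph are ranked among those with at least 10 CPM in the higher group and no overlap between SPF and GF mice. Among the largest differences without surgery were those of Akr1c19 (12.96 and 0.381 CPM, log2 fold change 5.07), Adora1 (2.63), Cacna1g (2.61) and Col6a6 (2.18), and on the lower side Ugt1a6b (-3.48), Mrgprx2 (-3.11), Fcer1a (-2.96), Fcer2a (-2.86) and Tpsb2 (-2.85). At 3 h, Grem1 (29.7 and 2.09 CPM, 3.82), Gm7628 (3.27), Bhlhe22 (3.26), Sybu (3.17) and Adora1 (157 and 18.2 CPM, 3.11) were highest in SPF mice, and Klhdc8a (-4.79), Ivl (-4.10), Tcf23 (-3.92), Tinagl1 (-3.19) and Tent5b (-3.08) lowest. At 24 h, Cxcl5 (278 and 6.00 CPM, 5.54), Slc13a3 (5.06), Aqp3 (4.95), Cyp1b1 (4.41) and Csf3 (4.02) were highest, and Gpnmb (-4.42), Bbox1 (-2.87), Fmo2 (-2.85), Sncg (-2.61) and Spp1 (-2.46) lowest. At 72 h, 17 genes were called, 12 of them higher in SPF mice, with the largest log2 fold changes for Gng4 (1.82), Adora1 (1.71), Arsi (1.37), Chil1 (1.32), Creb3l1 (1.23) and Nhlrc1 (-2.09).

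A hypothesis written beforehand was that interferon-stimulated genes are lower in GF than in SPF mice without surgery. Of 20 genes, 10 were higher and 10 lower in SPF mice, and 0 were called by edgeR, limma-voom or DESeq2, or by edgeR when adjusted over the list alone, while 2 had an unadjusted p below 0.05. The median log2 fold change was 0.02 and the mean -0.08, so that they differ in sign, and the set had an adjusted p of 0.376 for lower expression in SPF mice (0.644 with fry). A larger share of leukocyte RNA in the GF samples could hide such a difference and stays open, because 32 of 34 leukocyte markers were lower in SPF mice. Chance cannot be excluded for this set, with 8 of 10 regroupings, the real one included, as large. After surgery, 3 of the 20 genes were called higher and 1 lower in SPF than in GF mice at 3 h (5 in all when adjusted over the list alone), and the set had an adjusted p of 0.00642 at 3 h and 0.00101 at 24 h for higher and 6.32e-06 at 72 h for lower expression in SPF mice. Under fry these values were 0.156, 0.096 and 0.154. Of the 27 camera tests of this family 13 were below 0.05, 9 of these also with fry and 0 with an estimated correlation.

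Of 10 glucocorticoid-responsive genes, 4 were called higher and 1 lower in SPF mice at 3 h (5 when adjusted over the list alone, adjusted p for the set 0.111 with camera, 6.16e-07 with fry and 0.609 with an estimated correlation), with log2 fold changes of 6.91 for Mt2, 6.10 for Mt1, 4.90 for Errfi1, 2.68 for Dusp1 and -2.61 for Tsc22d3. Errfi1, which encodes an inhibitor of EGFR and was picked out after its values were seen, was at 725 ± 342 CPM in SPF and 1412 ± 409 CPM in GF mice at 3 h (log2 fold change -0.96, adjusted p = 0.0481), with a difference between the 3 h changes of -1.10 (adjusted p = 0.172). The SPF and GF mice overlapped for Errfi1 at 3 h. With 1 mouse left out, its log2 fold change between them ranged from -1.39 to -0.73 and the adjusted p from 0.00951 to 0.197 (edgeR).

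Of the other marker lists at 3 h against 0 h in SPF mice, 2 of 12 macrophage markers were called higher and 1 lower, 1 of 6 fibroblast markers lower, 1 of 3 endothelial markers lower (Kdr), 1 of 2 skeletal muscle markers lower, 2 of 4 erythroid markers higher, 1 of 7 B cell markers lower, the single T or NK cell marker tested (Trac) higher, and the single adipocyte marker tested was not called by edgeR, limma-voom or DESeq2 and had an unadjusted p above 0.05. Among the macrophage calls at 3 h, that of Mrc1 was lost with any of 4 of the 6 mice left out and that of Csf1r with any of 5. Both were lost without the filter on low counts, and 1 macrophage marker was called when adjusted over the list alone. The erythroid calls of Hbb-bs and Hbb-bt were lost with any of 5 and 4 of the 6 mice left out. They were also lost with limma-voom, library size only or no filter. Of the macrophage markers, 6 were called higher and 1 lower at 72 h and 7 higher at 168 h.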
